# Regulation of CTCF loop formation during pancreatic cell differentiation

**DOI:** 10.1038/s41467-023-41964-6

**Published:** 2023-10-09

**Authors:** Xiaowen Lyu, M. Jordan Rowley, Michael J. Kulik, Stephen Dalton, Victor G. Corces

**Keywords:** Epigenomics, Chromatin structure

## Abstract

Transcription reprogramming during cell differentiation involves targeting enhancers to genes responsible for establishment of cell fates. To understand the contribution of CTCF-mediated chromatin organization to cell lineage commitment, we analyzed 3D chromatin architecture during the differentiation of human embryonic stem cells into pancreatic islet organoids. We find that CTCF loops are formed and disassembled at different stages of the differentiation process by either recruitment of CTCF to new anchor sites or use of pre-existing sites not previously involved in loop formation. Recruitment of CTCF to new sites in the genome involves demethylation of H3K9me3 to H3K9me2, demethylation of DNA, recruitment of pioneer factors, and positioning of nucleosomes flanking the new CTCF sites. Existing CTCF sites not involved in loop formation become functional loop anchors via the establishment of new cohesin loading sites containing NIPBL and YY1 at sites between the new anchors. In both cases, formation of new CTCF loops leads to strengthening of enhancer promoter interactions and increased transcription of genes adjacent to loop anchors. These results suggest an important role for CTCF and cohesin in controlling gene expression during cell differentiation.

## Abstract (web summary)

Here the authors show that differentiation of hESCs into pancreatic cells involves changes in CTCF loops by alteration of pioneer factor recruitment, histone modifications, and DNA methylation, leading to changes in enhancer-promoter interactions and gene expression.

## Introduction

Cell differentiation requires the establishment of lineage-specific gene expression patterns^1^. Activation and silencing of transcription involve alterations in enhancer-promoter interactions that take place within, and contribute to establish, the architecture of the genome in the three-dimensional (3D) nuclear space. This architecture is created and maintained by at least two distinct processes^2–4^. One process involves the binding of transcription factors in a sequence-specific manner, which then results in the recruitment of large protein complexes that remodel or covalently modify nucleosomes and eventually bring about the recruitment of the transcription complex and/or the release of RNA polymerase II (RNAPII) into productive elongation^5^. These large complexes, present at enhancers and promoters, are composed of multivalent proteins that mediate interactions among neighboring active genes in the genome, establishing self-interacting compartmental domains^6^. Similarly, genes in a silenced state contain histone modifications such as H3K27me3 or H3K9me3, which recruit complexes such as PRC1/2 or HP1, respectively^7,8^. These complexes mediate self-interactions that establish different inactive compartmental domains. Interactions among domains in the same transcriptional state give rise to compartments, manifested in Hi-C heatmaps as the plaid pad pattern of interactions away from the diagonal and may correspond to membraneless organelles visualized by microscopy^9,10^.

The second organizing process responsible for 3D chromatin architecture is the continuous cohesin extrusion taking place in the nucleus. Cohesin loads on chromatin at NIPBL sites^11,12^. During the extrusion process, cohesin may destabilize interactions between sequences in the A and B compartmental domains^13^. In doing so, cohesin brings together enhancers and promoters located within the same extrusion loop or adjacent to loop anchors. Cohesin extrusion stops at CTCF sites when arranged in a convergent orientation, creating loops anchored by CTCF^14–20^. These loops can form insulated neighborhoods that preclude interactions between regulatory sequences located inside and outside of the loops^21^. CTCF loops can also stably tether enhancers to their cognate promoters^22–24^ and contribute to the establishment of specific fates during cell lineage commitment^25–28^.

Therefore, the establishment and disassembly of enhancer-promoter interactions required to create patterns of gene expression necessary for cell fate transitions must involve changes in the biochemical and biophysical forces that create compartmental domains and their interactions with other compartmental domains as well as in the extrusion process mediated by cohesin and the pausing of this process by CTCF. The establishment of different cell fates during development involves the activation of signaling pathways that activate transcription factors, leading to changes in transcription and chromatin-associated proteins. This in turn will alter compartmental domains and the interactions that create compartments. Less clear is how cells control the recruitment of CTCF to new sites in the genome and the formation of new loops anchored by CTCF and/or other proteins^29^. Most CTCF sites are present at the same sequences in a variety of cultured cell lines^30^ but approximately 25% are cell-type specific and change during the establishment of various cell lineages^25,31–37^. Interestingly, a subset of variable CTCF sites are present at transposable elements and contribute to differences in gene expression among cell types^38^. CTCF loops are present simultaneously in a large fraction of cells in a population as suggested by the intensity of the corner dots present in Hi-C heatmaps that allow their identification^39^. Since CTCF loops contribute to the establishment and regulation of enhancer-promoter interactions, their formation or dissolution must be closely coordinated with the activation or dismissal of the regulatory regions they control. To explore the contribution of these two principles of 3D genome organization, interactions among compartmental domains and cohesin extrusion, to the regulation of changes in transcription during cell fate transitions, we analyzed alterations in nuclear architecture taking place during the differentiation of human embryonic stem cells (hESCs) into pancreatic cells^40^. Following the specification of the definitive endoderm (DE) after gastrulation, the primitive gut tube (PGT) forms by migration and involution. Pancreatic progenitors (PP) are then committed in a fraction of PGT cells, within which islet progenitors of five major endocrine cell types, including insulin-secreting β cells, are determined before the maturation of prenatal endocrine cells^41^. Mechanistic studies of embryonic pancreatic β cell specification and maturation have been hampered by the low cell numbers available from embryo dissection. Thus, in vitro differentiation protocols to derive functional pancreatic islet cluster cells from embryonic stem cells have been used as a substitute to chart cellular identities and to dissect molecular mechanisms of embryonic pancreas development^42^. Using culture systems, it has been shown that pancreas-specific enhancers undergo resolution of poised states by stepwise loss of H3K27me3 and gain of H3K4me3 during human embryonic stem cell differentiation into endocrine lineages^43^. In addition, H3K9me3 has been reported to be transiently deposited in intermediate endoderm stages and erased in the process of final commitment to pancreatic lineages^44^, and mutation of the transcriptional repressor REST results in an increase of pancreatic endocrine cells^45^. ATAC-seq and single-cell RNA-seq analyses have shown that key lineage-defining loci are epigenetically primed before activation and widespread epigenome remodeling occurs during differentiation^46–48^. Results from these studies suggest a complex interplay between enhancers, repressors, and chromatin modifications in the differentiation of pancreatic cells. Furthermore, analyses of pancreatic islet enhancers affected by SNPs associated with type 2 diabetes and their target genes have provided critical insights into chromatin regulatory processes involved in pancreatic cell fate^47,49^. Despite these important advances, we currently lack a mechanistic understanding of how these changes in enhancer function and histone modifications take place during pancreatic cell differentiation in the context of the 3D organization of the chromatin and how CTCF and cohesin extrusion control enhancer-promoter targeting to elicit different patterns of gene expression.

Here we utilize in vitro pancreatic cell differentiation to mimic human pancreatic endocrine lineage commitment and we analyze changes in compartmental interactions and CTCF loops during the differentiation process. The results provide insights into how 3D genome architecture interplays with cohesin extrusion and the formation or disassembly of CTCF loops to regulate enhancer-promoter interactions required for the differentiation of pancreatic cells.

## Results

### Redistribution of CTCF loops during pancreatic cell differentiation

To understand the contribution of CTCF-based 3D chromatin organization to the establishment of cell fate during development, we induced the differentiation of H9 hESCs into pancreatic islet organoids and isolated several cell fate transition intermediates, including definitive endoderm (DE), primitive gut tube-like (PGT), pancreatic progenitors (PP), and stem cell-derived β-cell organoids (SC-β organoids) following established protocols^42,48,50^. Quality controls showing the presence of specific cell types based on the expression of known gene markers at different steps of the differentiation process are shown in Supplementary Fig. 1. 

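RNA-seq estimates the abundance of each gene's RNA by sequencing fragments of it. Total RNA was extracted with Trizol from H9 cells, an established hESC line, and from the cells derived from them: DE at day 4, PGT at day 7, PP at day 14 and SC-β organoids at day 35. The paper's methods state that ribosomal RNA was removed with RiboMinus, whereas the sample labels name a TruSeq Stranded mRNA kit. The labels and the methods thus differ, and the shares of structural RNAs given below argue against selection of poly(A) RNA. Paired-end reads of 50 bp were aligned by the authors to hg38 with HISAT2 (version 2.2.0). StringTie (version 2.1.6) converted them to TPM, a measure that divides reads by transcript length and scales every sample to the same total. The sample labels list 2 replicates at each stage. The processed table that the authors deposited gives a single mean TPM per gene and stage, and the sequencing reads of the replicates are not used here. The spread between replicates cannot be computed from the table, and every value given is the authors' mean, without an error or a test. The table holds 50451 entries under 49085 gene names, and entries that share a name were summed. TPM keeps no read counts. The paper's Reporting Summary states a depth above 30000000 paired-end reads for every replicate, and the depth of single samples and the reads behind each value cannot be recovered from the table. Changes between stages were computed as log2 ratios after adding a pseudocount of 1 TPM to each mean, and a change of at least 2-fold on that scale was counted. Between 16784 genes in hESCs and 24571 genes in SC-β organoids reached 1 TPM. A few structural RNAs (RN7SK, RN7SL1, RN7SL2, RMRP, RPPH1 and the entries named Metazoa_SRP) made up 39.0% of the TPM total in hESCs, 31.8% in DE, 36.9% in PGT, 42.2% in PP and 33.9% in SC-β organoids. Because TPM shares a fixed total, the values of all other genes depend on these shares. An mRNA kit selects RNA by its poly(A) tail, which these structural RNAs lack. Shares of this size at every stage therefore argue against such selection, though not against use of other parts of the kit. A further column of the table, named PH, belongs to a stage that the paper's text does not define, and it is not used in the comparisons of stages beside the paper's results.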

To further analyze the reproducibility of the differentiation process, we performed RNA-seq in two independent replicates for each differentiation stage. We found that independent differentiation replicates show high correlation of gene expression based on qPCR of RNA (Supplementary Fig. 2a), each differentiation stage expresses the expected marker genes (Supplementary Fig. 2b), and the expression of marker genes is highly correlated between replicates (Supplementary Fig. 2c). 

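Of the 11 marker genes in Supplementary Fig. 2b, the pluripotency genes NANOG, SOX2 and POU5F1 had their highest mean TPM in hESCs, at 44.6, 132.8 and 1449 TPM. POU5F1 fell by 1.79 on the log2 scale from hESCs to DE, and NANOG was at 0.293 TPM in PGT, a log2 ratio to hESCs of -5.14. POU5F1 was at 0.377 TPM in SC-β organoids, a log2 ratio to hESCs of -10.04. SOX2 was at 1.70 TPM in PGT, a log2 ratio to hESCs of -5.63, and at 50.9 TPM in SC-β organoids, a log2 ratio of -1.37. It was at 68.2 TPM in the intervening PP stage. SOX17 was highest in DE, at 96.1 TPM against 3.22 TPM in hESCs (log2 ratio 4.52). FOXA1 and FOXA2 were highest in PGT, at 86.0 and 48.7 TPM, with log2 ratios to hESCs of 6.34 and 4.11. PDX1 was listed at 0 in hESCs and DE, at 3.17 TPM in PP and at 1.57 TPM in SC-β organoids. NEUROG3 was listed at 0 before PP, where it reached 0.556 TPM. NKX6-1 rose from 0.00917 TPM in hESCs to 5.37 TPM in SC-β organoids (log2 ratio 2.66). The hormone genes INS and GCG were listed at 0 in hESCs, DE and PGT. INS reached 6.93 TPM in PP and 298 TPM in SC-β organoids, and GCG reached 16.5 and 2793 TPM. Each of the 11 names has a single entry in the table. Among the log2 ratios of the markers, that of NKX6-1 moved most with the processing, to 5.65 with a pseudocount of 0.1. From such values (Supplementary Fig. 2b), the paper states that the cells at each stage express the marker genes known for it.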

To analyze changes in 3D organization during differentiation of hESCs into pancreatic cells, we performed in situ Hi-C^51^ and obtained between 700 and 1000 million valid contacts from two replicates for each stage after quality filtering. Supplementary Data 1 contains information on the different quality control steps of Hi-C data processing for all samples. Additional information showing reproducibility between replicates for each differentiation stage is shown in Supplementary Fig. 2d, e.

We then analyzed the Hi-C data to identify changes in CTCF loops, defined as point-to-point interactions visible as punctate signal (corner dots) in Hi-C heatmaps, at 5 kb and 10 kb resolution using SIP^52^. Loops visualized in Hi-C heatmaps as punctate signal are generally caused by stopping of cohesin extrusion at CTCF sites arranged in a convergent orientation^18,51^. Although we will refer to these loops as “CTCF loops” throughout the manuscript, not all of them contain CTCF at one or both anchors and a subset could be formed by obstruction of cohesin extrusion by other proteins^52,53^. Loops detected based on the presence of corner dots are not necessarily the same as Topologically Associating Domains (TADs), which are identified using algorithms that detect changes in the directionality of interactions and do not always have CTCF sites at their boundaries^54^. We identified a total of 40,633 loops from all differentiation stages combined. Of these, 29,905 loops persist unchanged throughout differentiation whereas the remaining 10,728 are altered during the transitions between consecutive stages. For example, a subset of loops is lost or gained when H9 hESCs differentiate into DE, a different group of loops is altered when DE cells differentiate into PGT, etc. Using meta-analysis of interaction scores for loops that behave dynamically during pancreatic differentiation, we identified stage-specific loops that are not present at one stage, are formed in the transition to the following stage, and are then disassembled when the cells differentiate further (Fig. 1a). The number of stage-specific loops is approximately the same for each stage, except for the SC-β organoid stage in which twice as many loops are altered. Of the 10,728 altered loops, 5365 are gained (Fig. 1a) and 5363 are lost (Supplementary Fig. 3a) during differentiation. Loops gained in pancreatic progenitor and islet cells have much higher changes in contact frequencies calculated by aggregate peak analysis (APA) scores of distance-normalized Hi-C interactions than those gained at earlier stages (Fig. 1a). APA histograms showing the distribution of fold changes of loop signals for all loop classes are shown in Supplementary Fig. 3b. These changes in APA scores are also observed when using Hi-C interactions that are not distance-normalized (Supplementary Fig. 3c). An example of a series of nested loops that increase in strength during pancreatic cell differentiation at the PP and SC-β organoid stages is shown in Fig. 1b. In addition to loops that are made at specific stages, different sets of CTCF loops present at each stage are disassembled in the transition to subsequent stages as differentiation proceeds (Supplementary Fig. 3a). In general, loops that decrease in interaction frequency during differentiation do so only slightly, and the change in interaction frequency is not as pronounced as for those that gain strength (Supplementary Fig. 3a).

**Fig. 1:**
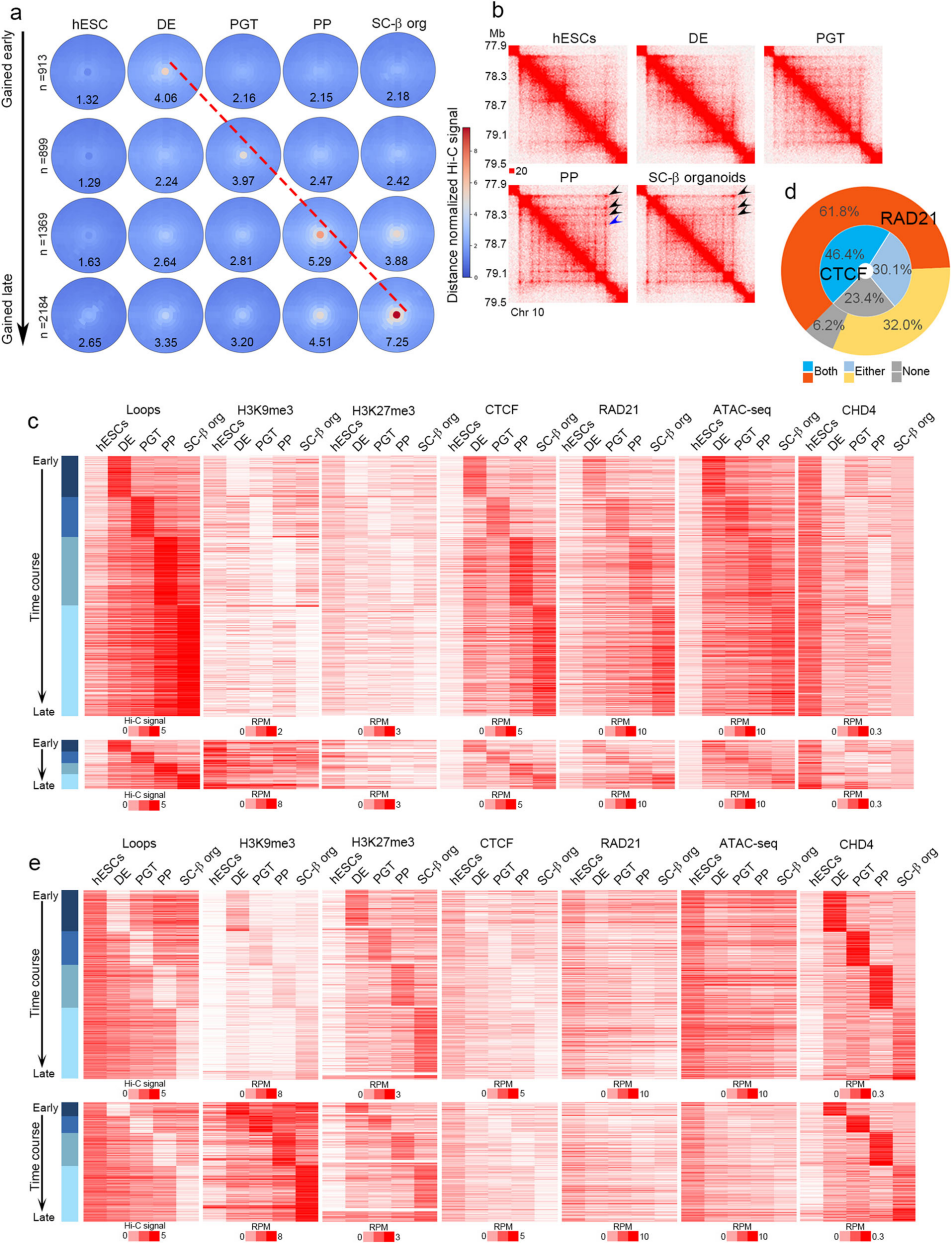
Analysis of stage-specific CTCF loops during the differentiation of hESCs into pancreatic cells. **a** Aggregate peak analysis (APA) of Hi-C data obtained in cells at different stages during the differentiation of H9 hESCs into SC-β organoids. Each circle represents the aggregate of the signal present in all corner dots corresponding to CTCF loops detected by SIP at each stage (see Methods). Each row shows CTCF loop APA values in cells at different stages for CTCF loops specific for each stage. For example, the top row shows APA values of DE-specific CTCF loops as well as the APA values of these CTCF loops at other stages of differentiation. The results suggest that cells at each differentiation stage form new CTCF loops that are not present in previous or subsequent stages. **b** Specific example of a region of chromosome 10 showing CTCF loops absent in hESCs, DE, and PGT; formed in PP and maintained in SC-β organoids (black arrowheads); or formed in PP but lost in SC-β organoids (blue arrowhead). **c** Heatmaps showing formation of stage specific CTCF loops. Loops have been divided into two groups, those containing low levels of H3K9me3 at the previous stage (top) and those containing high levels of H3K9me3 at the previous stage (bottom). These results show that 253 stage-specific CTCF loops contain H3K9me3 whereas 5033 lack this histone modification. The formation of CTCF loops at each specific stage correlates with increased levels of CTCF, although a subset of loops already contains CTCF before loop formation. Establishment of new loops correlates with increased RAD21 and ATAC-seq signal and decrease of CHD4, H3K9me3, and H3K27me3. **d** Analysis of the distribution of CTCF and RAD21 at CTCF loops. The diagram describes the fraction of loops containing CTCF or RAD21 at one, both or no loop anchors. **e** Heatmaps showing disassembly of stage specific CTCF loops. Loops are divided into two groups, those containing low (top) or high (bottom) levels of H3K9me3 at the stage when they are disassembled. Dismantling of CTCF loops at each specific stage correlates with decreased levels of CTCF, RAD21, and ATAC-seq signal, and increase of H3K9me3, H3K27me3, and CHD4. Abbreviations: human embryonic stem cells (hESCs), definitive endoderm (DE), primitive gut tube-like (PGT), pancreatic progenitors (PP), and stem cell-derived β-cell organoids (SC-β organoids).

One possible explanation for the formation and disassembly of CTCF loops during cell differentiation is changes in the occupancy of CTCF at specific sites in the genome. Several mechanisms have been suggested to regulate CTCF binding to DNA, including covalent modifications of CTCF, DNA methylation and the recruitment of the ChAHP complex^37,55,29,56,57^. This complex, which is composed of CHD4, ADNP and the heterochromatin protein HP1, has been shown to compete with CTCF for a subset of genomic sites^56^. To examine the relationship between changes in CTCF loops and changes in the occupancy of CTCF, other transcription factors (TFs), or the ChAHP complex, we performed ATAC-seq as well as ChIP-seq with antibodies to CTCF, RAD21, H3K9me3, and H3K27me3, and CUT&Tag with antibodies to CHD4. CTCF anchors for this analysis were defined as 10 kb sequences surrounding the region containing corner dots in Hi-C data. After initial analysis of the data, we noticed that anchors of CTCF loops that form at specific stages of pancreatic cell differentiation are located in regions containing variable levels of H3K9me3 at the previous differentiation stage. Therefore, we separated dynamic CTCF loops into two categories, those containing low levels of H3K9me3 at the previous stage (Fig. 1c, top) and those containing high levels of this modification (Fig. 1c, bottom). These results show that 253 stage-specific CTCF loops contain H3K9me3 whereas 5033 lack this histone modification. An example showing quantitative differences in the levels of H3K9me3 between these two types of anchors is shown in Supplementary Fig. 3d. For both classes of loops, increased interactions between loop anchors at each differentiation stage correlates with loss of H3K9me3 (Fig. 1c). The loss of H3K9me3 takes place in proximity to CTCF sites but not at enhancers or TSSs of adjacent genes or at random regions of the genome (Supplementary Fig. 3e). Interestingly, the same correlation can be observed with loss of H3K27me3, which we discuss in more detail below. Approximately 77% of new stage-specific loops contain CTCF at one or both anchors whereas 94% contain RAD21 (Fig. 1d). Therefore, formation of new CTCF loops during pancreatic cell differentiation may be due, at least in part, to changes in CTCF and/or RAD21 occupancy, a result that is confirmed by the recruitment of these two proteins to stage-specific anchors and their dismissal when the loops disassemble in the following stage (Fig. 1c). The presence of CTCF, RAD21, and perhaps other transcription factors, at loop anchors is associated with chromatin accessibility measured by ATAC-seq (Fig. 1c). Recruitment of CTCF to stage-specific loops also correlates with the loss of CHD4 at the same stage when CTCF and RAD1 are gained (Fig. 1c). The opposite correlations are observed at loops that disassemble during the transition between specific cell differentiation stages (Supplementary Fig. 3a). These loops can be also divided in two classes, those whose elimination correlates with the presence of low levels of H3K9me3 and H3K27me3 at loop anchors (Fig. 1e, top) and those at which levels of H3K9me3 and H3K27me3 are high (Fig. 1e, bottom). Dismissal of CTCF loops at each differentiation stage correlates with a decrease in the levels of CTCF and RAD21 and increased recruitment of CHD4 (Fig. 1e). Loops that dissolve at specific differentiation stages are present in regions devoid of H3K9me3 and H3K27me3 at the previous stage, but these loop anchors gain one or both of these two modifications concomitant with their removal (Fig. 1e). These observations suggest an inverse correlation between the recruitment of CTCF/cohesin to loop anchors and the presence of H3K9me3, H3K27me3, and the ChAHP complex at different stages of pancreatic cell differentiation.

### Establishment of CTCF loops in sequences containing H3K9me3 correlates with loss of compartmental interactions

Regions of the genome containing H3K9me3 interact with each other to form biomolecular condensates. Although the exact mechanism is not understood, these condensates may form through liquid-liquid phase separation that may be mediated by intrinsically disordered regions in HP1a^58–60^. Active regions of the genome also interact, although the formation of these interaction hubs may not involve phase separation^61^. These interactions can be visualized in Hi-C heatmaps by the checkerboard signal away from the diagonal corresponding to interactions among compartmental domains containing H3K9me3^10^. Changes in H3K9me3 during pancreatic cell differentiation that accompany activation of new CTCF loop anchors should thus result in alteration of these interactions, which should be visible in Hi-C heatmaps as compartmental changes. Therefore, the observation of an inverse relationship between changes in CTCF loops and changes in H3K9me3 suggests that the formation of new CTCF loops may be accompanied by loss of compartmental interactions and vice versa. To explore this possibility, we first called A/B compartments using Principal Component Analysis (PCA) and 25 kb bins to search for switches in compartmentalization at high resolution. This resolution results in the identification of smaller genomic intervals belonging to A and B compartments compared to the standard 1 Mb resolution^62^, allowing the identification of compartmental changes during pancreatic cell differentiation, both by changes between A and B and by changes in the magnitude of the Eigenvector positive or negative values. Genomic intervals belonging to the A compartment, forming A compartmental domains, are defined as regions with positive Eigenvector values and correlate with the presence of ChIP-seq signal for RNA Polymerase II phosphorylated in serine 2 (RNAPIISer2ph) or the histone modifications H3K4me3 and H3K27ac (Fig. 2a)^10^. B compartmental domains correlate with the presence of silenced genes or absence of genes. Depending on the chromosome, B compartmental domains may contain H3K9me3, H3K9me2, or H3K27me3, and the strength of interactions between B compartmental domains depends on which one of these histone modifications is present in the interacting sequences (Fig. 2a). Interactions among B compartmental domains are stronger in regions containing H3K9me3 (Fig. 2a). To confirm these observations we performed HiChIP analyses with antibodies against H3K9me3 or RNAPIISer2ph. The results show that regions containing H3K9me3 interact strongly, as also observed in Hi-C data, whereas B compartmental domains lacking H3K9me3 but containing H3K9me2 interact less frequently (Fig. 2a, bottom panels).

**Fig. 2:**
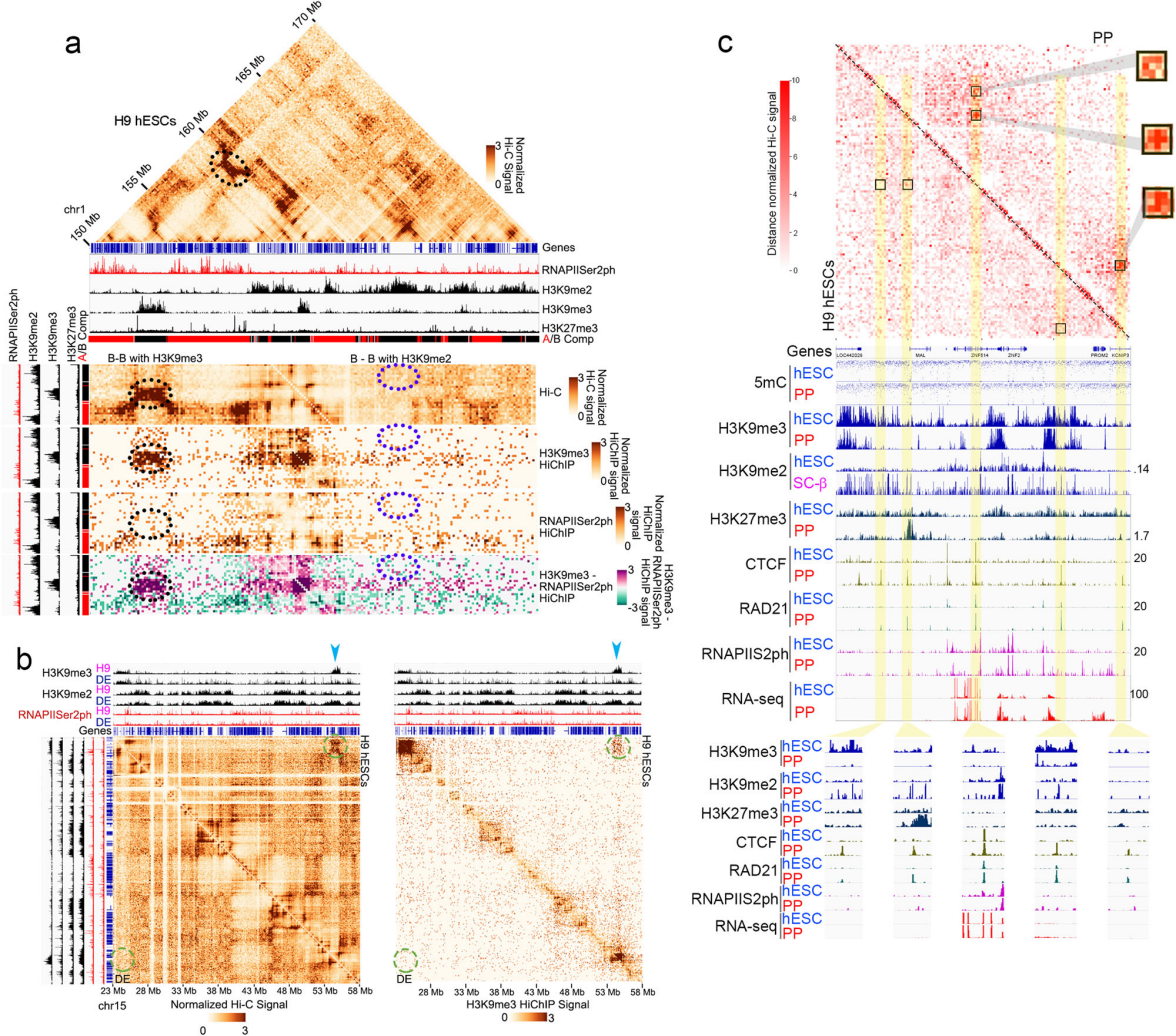
Correlations between changes in CTCF loops and compartmental interactions. **a** Compartmental interactions in a 20 Mb region of chromosome 1 in H9 hESCs. The top of the figure shows a Hi-C heatmap, the correlation between compartmental interaction signals and A/B compartment calls, and the presence of RNAPIISer2ph, H3K9me3, H3K9me2, and H3K27me3. Regions containing high levels of H3K9me3 (dotted black ellipse) or high levels of RNAPIISer2ph interact frequently whereas those containing H3K9me2 show low interaction frequencies. The bottom part of the figure shows a subset of interactions in the same region of the genome. Very frequent interactions mediated by H3K9me3 (dotted black ellipse) and rare interactions between regions containing H3K9me2 both map to the B compartment. The results are confirmed by H3K9me3 and RNAPIISer2ph HiChIP. **b** Compartmental interactions observed in Hi-C heatmaps (green circles) between regions containing H3K9me3 in H9 hESCs (blue arrowhead) are lost in DE cells when H3K9me3 is replaced for H3K9me2 in these cells. HiChIP experiments with H3K9me3 antibodies shown in the right panel confirm these results. **c** Example of changes in CTCF loops observed by Hi-C between H9 hESCs and PP cells in a region of chromosome 2. Three loops (black squares) present in PP cells are not observed in H9 hESCs. The two loops on the left form between two new PP CTCF sites and one CTCF site that is also present in H9 cells. The loop on the right forms between two new CTCF sites present in PP but absent in H9 cells. Formation of the loops correlates with the presence of RAD21 and changes in transcription of surrounding genes. Loop formation also correlates with decreased H3K9me3 and increased H3K9me2 at loop anchors. No changes in DNA methylation are observed at this resolution. Abbreviations: human embryonic stem cells (hESCs), definitive endoderm (DE), primitive gut tube-like (PGT), pancreatic progenitors (PP), and stem cell-derived β-cell organoids (SC-β organoids).

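The genes next to PROM2 in the region of chromosome 2 drawn in Fig. 2c were compared in mean TPM between hESCs and PP. Positions are from GENCODE version 44 on GRCh38, the build that the paper calls hg38. KCNIP3 (ENSG00000115041.14, 95297327 to 95386077, forward strand) lies downstream of PROM2 and rose from 0.0504 to 3.31 TPM, a log2 ratio of 2.04. It was already at 1.09 TPM in DE and 1.59 TPM in PGT. ZNF514 (ENSG00000144026.14, 95122087 to 95165668, reverse strand) rose from 4.08 to 9.97 TPM, a log2 ratio of 1.11. After rescaling each stage by its median ratio to the other stages, this ratio was 0.91, below 2-fold. ZNF514 was already at 11.9 TPM in DE and 12.1 TPM in PGT, above its PP value, so its rise came before PP. ZNF2 (ENSG00000275111.5, 95165432 to 95184317, forward strand) was at 2.31 TPM in hESCs and 4.41 TPM in PP, a log2 ratio of 0.71, which is less than 2-fold. It was at 3.33 TPM in DE and 3.96 TPM in PGT. MAL (ENSG00000172005.11, 95025677 to 95053992, forward strand) was listed at 0 in hESCs, DE and PGT and at 1.14 TPM in PP. MRPS5 (ENSG00000144029.14, 95085369 to 95122006, reverse strand) lies between MAL and ZNF514 but is not labelled in the panel. It was at 52.0 and 57.1 TPM, a log2 ratio of 0.13 that became -0.11 after the same rescaling. PROM2 itself had a log2 ratio of 3.35.

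**Figure D1:**
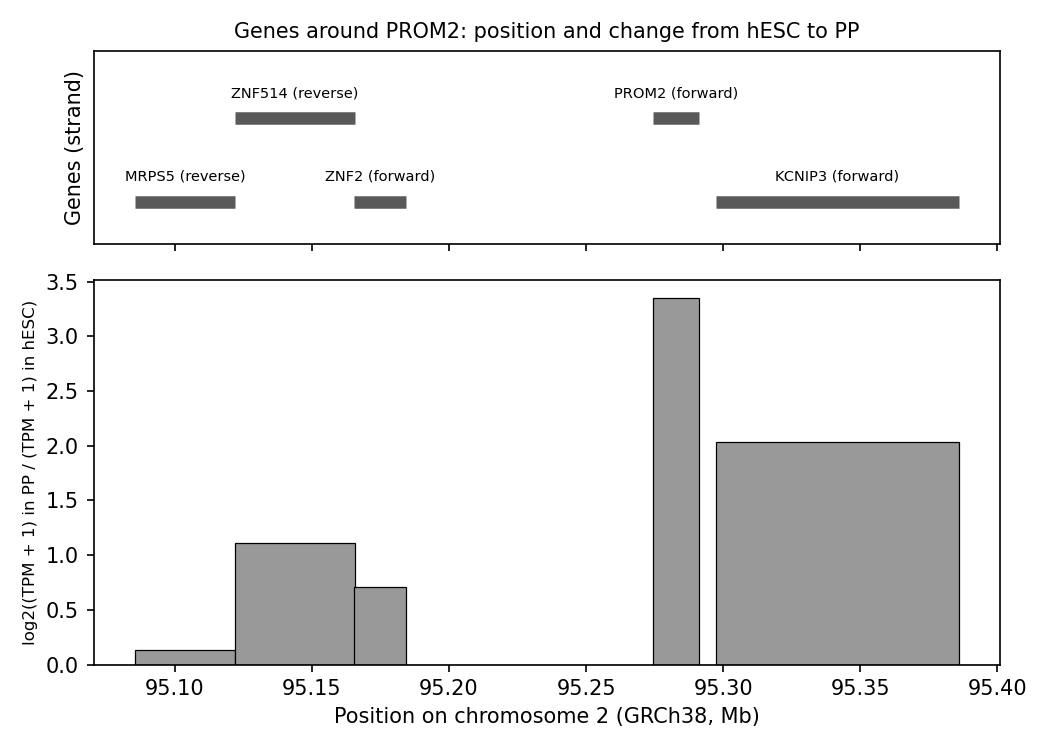
log2 ratio of mean TPM (pseudocount of 1 TPM) in PP to hESCs for 5 genes on chromosome 2, each bar spanning its gene's position in GRCh38 (x axis, Mb), with gene extents and strands in the upper panel. PROM2 has the tallest bar, at 3.35, and MRPS5 the shortest, at 0.13; there is 1 authors' mean per stage and no error bar.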

Compartmental interactions between H3K9me3-containing regions detected by Hi-C or by H3K9me3 HiChIP change dynamically during cell differentiation (Fig. 2b). For example, when H3K9me3 is lost in the transition from H9 hESCs to DE, H3K9me2 is gained in the same region, and compartmental interactions decrease in frequency (Fig. 2b). A second example is shown in Supplementary Fig. 4a, where the loss of an H3K9me3 domain concomitant with the gain of H3K9me2 in PP cells results in a decrease of compartmental interactions compared to hESCs (blue boxes in Supplementary Fig. 4a). Subtraction heatmaps between the Hi-C heatmaps obtained in PP and H9 hESCs further highlight these changes (Supplementary Fig. 4b). Interestingly, the changes are not accompanied by large changes in DNA methylation over broad domains of chromatin containing H3K9me3 (Supplementary Fig. 4a) but could be related to fine-scale alterations in DNA methylation (see below). These regions also gain CTCF and cohesin, which in turn form loops via cohesin extrusion to establish point-to point interactions. These new CTCF sites are located in the region of Supplementary Fig. 4b highlighted by a gray bar, which is enlarged in Fig. 2c for easier visualization. Hi-C heatmaps show the presence of two CTCF loops in PP cells on the left side of the map and a third one on the right (Fig. 2c, black squares). The two loops on the left form between two new CTCF sites oriented towards the right that appear in PP cells in regions that lose H3K9m3 and/or H3K27me3 with a pre-existing CTCF site oriented towards the left. RAD21 is present at the anchors of these loops in PP cells, presumably because its extrusion is stopped by the presence of CTCF (Fig. 2c). The loop on the right side of the heatmap is formed between two CTCF sites in convergent orientation that are not present in hESCs and appear de novo in PP cells. 

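PROM2 (ENSG00000155066.16), which encodes the membrane glycoprotein prominin-2, lies on the forward strand of chromosome 2 from 95274449 to 95291308. Its mean TPM by RNA-seq was 0.0355 in hESCs and 9.57 in PP. It was at 1.24 TPM in DE and 2.91 TPM in PGT, so its RNA was already above the hESC value before the PP stage, and it was at 6.93 TPM in SC-β organoids. PP had the highest value of these stages. The size of the increase from hESCs to PP depends on the pseudocount, since the hESC value is far below 1 TPM: the log2 ratio was 6.16 with a pseudocount of 0.1.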

The formation of this loop is accompanied by an increase in RNAPIISer2ph and activation of expression of the *PROM2* gene (Fig. 2c). Changes in interactions leading to the formation of new CTCF loops during pancreatic cell differentiation can be better appreciated in subtraction heatmaps of the two cell stages (Supplementary Fig. 4c). In conclusion, replacement of H3K9me3 by H3K9me2 during pancreatic cell differentiation correlates with loss of compartmental interactions. It is thus possible that the simple switch from H3K9m3 to H3K9me2 may lead to the escape of the affected sequences from H3K9me3 biomolecular condensates. At the same time, CTCF is recruited to sites present in these sequences to form point-to-point interactions via cohesin extrusion, which accompany activation of transcription.

### New CTCF loops can be established by different mechanisms

Formation of new loops at different stages of pancreatic cell differentiation appears to broadly correlate with increased occupancy by CTCF (Fig. 1c). However, in principle, new loops established in a specific stage could form between pre-existing CTCF sites, between new stage-specific sites, or between both types. Visual inspection of CTCF ChIP-seq data suggests that some CTCF sites remain constant during differentiation into pancreatic lineages whereas others are dynamic and appear or disappear at different stages (Fig. 3a). To explore this issue in detail, we analyzed changes in loop anchors for all stage specific loops in the context of changes in CTCF occupancy. We find that only 8-17% of stage-specific loops are formed between two new CTCF sites that were not present in the previous differentiation stage. The rest of the new loops are formed between sites in which at least one of the anchors contains a pre-existing CTCF site not previously involved in the formation of a loop (Fig. 3b). Some anchors forming loops in one differentiation stage also form loops in the following stage that are arranged differently with respect to the previous loops (Fig. 3b). Depending on the stage, around 60% percent of new loops maintain one of the CTCF anchors but now this site forms a loop with a CTCF site further distal than the previous one (Fig. 3b). A second group of 20–30% of new loops form between pre-existing anchors that pair with new anchors to form two shorter or two longer loops (Fig. 3b). These results suggest that most stage-specific loops are formed by increasing in size, as if cohesin released from the original anchor is stopped at new CTCF sites present in later stages (Fig. 3c). Representative examples of new loops formed by this logic during pancreatic cell differentiation are shown in Fig. 3d, e. In the first example, a CTCF loop present in H9 hESCs is maintained in SC-β organoids (Fig. 3d, blue arrowhead). This loop appears to extend past one of the original anchors and forms two loops with two new anchors in SC-β organoids (black arrowheads) but not in H9 hESCs (black circles). One of the new anchors involves de novo recruitment of CTCF in SC-β organoids whereas the second anchor contains CTCF in both differentiation stages but does not form a loop in H9 hESCs (Fig. 3d). A second example involves strengthening of a loop by de novo recruitment of CTCF in SC-β organoids to one of the anchors of a weak loop present in H9 hESCs (Fig. 3e, blue arrowheads). This anchor forms larger loops with existing CTCF sites in SC-β organoids that were not previously forming loops in hESCs (Fig. 3e, black arrowheads). These new anchors are bound by CTCF in both SC-β organoids and hESCs based on ChIP-seq results but have dramatically increased ATAC-seq signal in SC-β organoid cells. This increased accessibility is suggestive of recruitment of other proteins to these anchors.

**Fig. 3:**
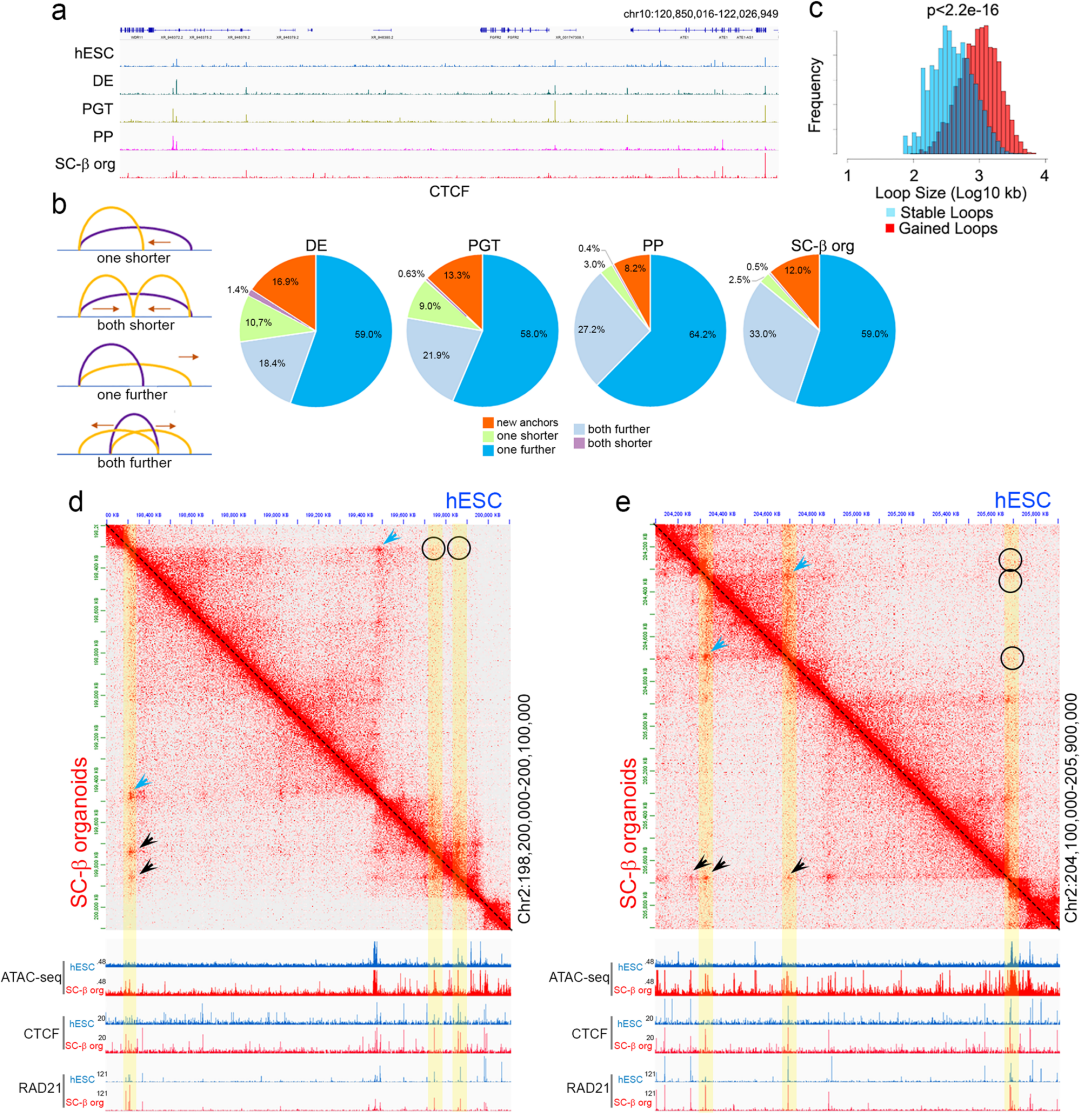
Changes in CTCF loops at different stages during the differentiation of H9 hESCs into pancreatic cells. **a** Example showing changes in the distribution of CTCF in a region of chromosome 10 at different stages of differentiation. **b** Different processes by which CTCF loops change during differentiation by moving the location of one or both loop anchors. **c** Comparison of the number and size of stable versus new loops formed during pancreatic cell differentiation. **d** Example of CTCF loops present in SC-β organoids but not in H9 hESCs. New loops (black arrowheads) form by extension of one of the anchors of an existing loop (blue arrowhead). The new loop anchors in SC-β organoids also contain CTCF in H9 cells but fail to form loops. **e** A second example of CTCF loops present in SC-β organoids but not in H9 hESCs. New loops (black arrowheads) form by extension of one of the anchors of an existing loop (blue arrowheads). One of the new loops forms by recruitment of CTCF to a new genomic site whereas two other loop anchors already contain CTCF in H9 cells but fail to form loops. These anchors contain increased ATAC-seq signal when they form loops. Abbreviations: human embryonic stem cells (hESCs), definitive endoderm (DE), primitive gut tube-like (PGT), pancreatic progenitors (PP), and stem cell-derived β-cell organoids (SC-β organoids).

### Formation of new loops correlates with stage-specific recruitment of transcription factors to loop anchors

Formation and disassembly of CTCF loops correlates with changes in H3K9me3 and H3K27me3 in loop anchors defined as 10 kb regions (Fig. 1c, e). To gain additional insights into the mechanisms by which CTCF loop anchors change during pancreatic cell differentiation, we determined changes in these two histone modifications as well as DNA methylation at the actual CTCF sites present at these loop anchors. The results show that, for each stage in which a new loop is established, H3K9me3 decreases in the immediate region where the CTCF site is located (Fig. 4a). The same is the case for H3K27me3, although the differences in the levels of this modification between consecutive differentiation stages at CTCF sites involved in making new loops is not as pronounced as for H3K9me3. At this level of resolution, there are also dramatic changes in DNA methylation in a 600 bp region surrounding the CTCF sites, with a pronounced drop in 5mC that correlates with the decrease in the two repressive histone modifications (Fig. 4a). These changes in DNA methylation may regulate CTCF recruitment to these dynamic sites, since the interaction of CTCF with DNA is sensitive to methylation at genomic sites containing CpG at position 2 of its binding motif^57,63,64^. The results suggest a strong correlation between binding of CTCF at stage specific anchors and hypomethylation of these anchors. The same sites are hypermethylated in previous and subsequent stages in which CTCF levels at these anchors decrease (Fig. 4a). It is worth emphasizing that these changes in DNA methylation affect a small region surrounding the CTCF binding site, rather than large chromatin domains as noted above (Fig. 2c). To explore the roles of H3K9me3 versus H3K27me3 in more detail, we separated CTCF loop anchors into those that overlap with H3K9me3 peaks called by MACS and those that overlap with H3K27me3 peaks. CTCF loop anchors overlapping each histone modification also contain smaller amounts of the second one but the overall pattern of changes and overlap with changes in DNA methylation during pancreatic cell differentiation is similar to that found for the combined CTCF anchors (Supplementary Fig. 5a, b).

**Fig. 4:**
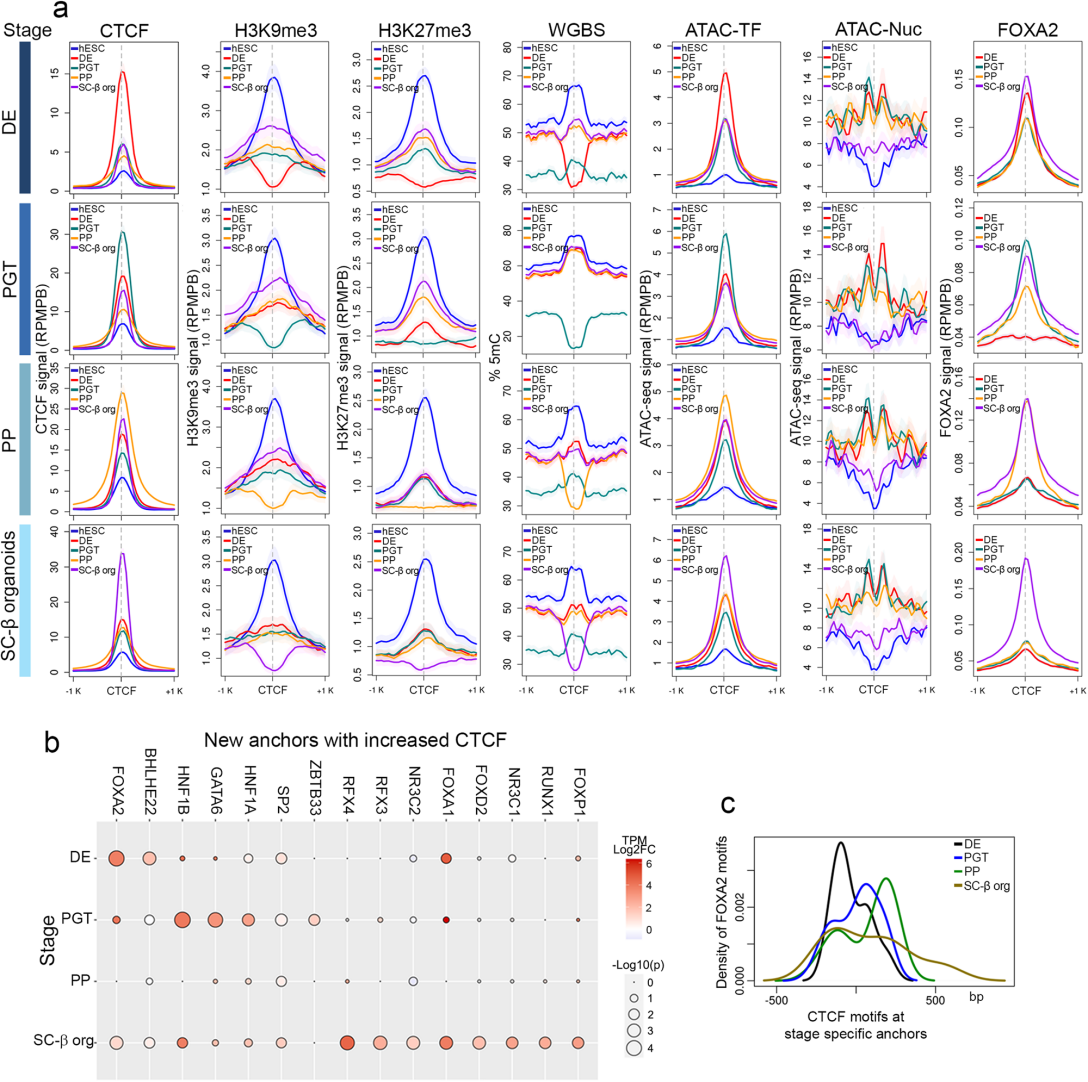
Changes in chromatin accessibility at new CTCF loop anchors during cell differentiation. **a** Stage-specific loops in which the loops form by de novo recruitment of CTCF to one or both anchors. Each row represents one differentiation stage. The first column shows the levels of CTCF from ChIP-seq experiments at anchors of loops specific for each stage. Levels of CTCF are highest at the stage when the loop is detected by Hi-C. The ATAC-TF signal, corresponding to subnucleosomal reads in the 50–115 bp, represents bound TFs and varies following a similar pattern to CTCF. CTCF sites are flanked by positioned nucleosomes (ATAC-Nuc signal corresponding to ATAC-seq reads 180–247 bp long) at most stages and the level of DNA methylation decreases at each stage in a small region surrounding the CTCF site concomitant with the presence of this protein. Levels of FOXA2 increase at stage specific loop anchors for all stages except SC-β organoids; loop anchors for this stage contain FOXA2 starting at DE **b** Frequency of binding motifs for various transcription factors found at the summits of ATAC-TF peaks present within 10 kb regions containing anchors of CTCF loops showing increased interactions at different stages of pancreatic cell differentiation. **c** Distribution of FOXA2 motifs with respect to CTCF motifs present at stage specific loop anchors. Abbreviations: human embryonic stem cells (hESCs), definitive endoderm (DE), primitive gut tube-like (PGT), pancreatic progenitors (PP), and stem cell-derived β-cell organoids (SC-β organoids).

We then explored the possibility that other proteins may be responsible for eliciting these changes to allow binding of CTCF. We used ATAC-seq obtained from cells in the various differentiation stages and separated paired reads into those containing fragments in the 50-115 bp range (ATAC-TF), which correspond to bound transcription factors, from those in the 180-247 bp range, which map the location of nucleosomes (ATAC-Nuc). We then examined the distribution of ATAC-seq signal at CTCF sites that change at different stages of pancreatic cell differentiation and are present at dynamic loop anchors (Fig. 4a). In general, levels of CTCF at stage-specific anchors are lower at previous stages and decrease again at subsequent stages, and the ATAC-TF signal changes in parallel (Fig. 4a). These sites are flanked by well-positioned nucleosomes based on ATAC-Nuc signal in DE, PGT, and PP cells, and the nucleosomes remain positioned when CTCF levels and ATAC-TF signal decreases at later stages. Surprisingly, flanking nucleosomes are less positioned in SC-β organoids (Fig. 4a).

The ATAC-TF signal follows a similar pattern to that of CTCF in dynamic loop anchors during pancreatic cell differentiation. To explore the possibility that other proteins are recruited to CTCF loop anchors to elicit changes in DNA methylation and/or histone modifications, we examined the presence of specific transcription factor binding motifs at the summits of ATAC-TF peaks at stage-specific anchors. We find that CTCF is the most significantly enriched motif on anchors of loops gained at each specific stage. In addition, pioneer TFs such as FOXA2, and FOXA1 are significantly enriched at anchors of loops gained in DE cells, HNF1 and GATA6 in PGT, and FOXA1, HNF1, and RFX4 in SC-β organoids (Fig. 4b). These transcription factors have been shown to play a role in the differentiation of endodermal derivatives^65–67^. 

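The mean TPM of 13 of the transcription factors listed in Fig. 4b was compared between each stage and hESCs; the others, including some that the paper's text names, are not used here. The enrichment of their motifs rests on ATAC-seq data, which are not analysed here. FOXA2 rose from 1.88 TPM in hESCs to 39.6 TPM in DE, a log2 ratio of 3.82, and FOXA1 rose from 0.0733 to 28.5 TPM, a log2 ratio of 4.78. GATA6 was at 30.0 TPM in PGT, a log2 ratio to hESCs of 3.23. Set against the preceding DE stage in place of hESCs, GATA6 was lower in PGT, with a log2 ratio of -0.65. In SC-β organoids, RFX4 was at 23.4 TPM (log2 ratio to hESCs 4.53) and FOXA1 at 14.7 TPM (3.87). Against PP, FOXA1 was lower in SC-β organoids, with a log2 ratio of -0.77. Of the 13 genes, 6 were at least 2-fold above hESCs in DE, 6 in PGT, 7 in PP and 11 in SC-β organoids, and none was at least 2-fold below. The lowest ratio, -0.90, was that of NR3C2 in PP, and it was -1.34 with a pseudocount of 0.1, which is more than 2-fold down. The preceding stage as reference moved the counts most: 2 genes rose and 1 fell in PGT, 1 rose and 4 fell in PP, and 6 rose and 1 fell in SC-β organoids. Those that fell in PP were FOXP1 (-1.84), FOXA2 (-1.81), FOXA1 (-1.70) and GATA6 (-1.30). FOXA2 was also the gene that fell in SC-β organoids (-1.14), where it was at 5.44 TPM and still above hESCs (1.16). The median log2 ratio to hESCs of the 13 genes was compared with that of 10000 random lists of genes matched on mean expression. It was at or above that of 9475 lists in DE, 7772 in PGT, 9996 in PP and 9996 in SC-β organoids. The places in DE and PGT depend on the pseudocount. With a pseudocount of 0.1 the list was at percentile 99.99 in place of 94.75 in DE, and at 99.42 in place of 77.7 in PGT. These shares describe the genes used and not the whole panel, and they are not a test, since neither genes nor stage means are replicates. Fig. 4b also colours each factor by its change in TPM. Whether expression played a part in listing the factors is not known, so the shares are not independent support.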

Binding motifs for FOXA2 are enriched in the region surrounding CTCF motifs at stage-specific anchors, supporting the idea that this and other pioneer factors may be required for increased recruitment of CTCF to these loop anchors (Fig. 4c). To further test the actual presence of these transcription factors at CTCF loop anchors, we performed ChIP-seq in DE, PGT, PP, and SC-β organoid cells with antibodies to FOXA2. Results suggest that FOXA2 is present in DE cells at DE-specific loop anchors and its levels decrease at these anchors in PGT cells when these DE anchors are not involved in loop formation (Fig. 4a). A similar result can be observed in other differentiation stages, with FOXA2 levels at CTCF loop anchors increasing at each specific stage. An exception is SC-β organoid specific loop anchors, which also contain high levels of FOXA2 at all previous stages when CTCF protein is not bound, and the anchors are not forming loops (Fig. 4a). These results suggest that FOXA2, in addition to facilitating the recruitment of lineage-specific transcription factors during the differentiation of endodermal tissues, may also facilitate CTCF recruitment. These correlative observations suggest that recruitment of CTCF to new sites in the genome may first require the recruitment of pioneer factors, which position nucleosomes in the flanking regions and contribute to local DNA demethylation, thus allowing binding of CTCF. FOXA2 has been shown to interact with TET1 to induce local DNA demethylation^68,69^. However, the observation that this protein is already bound to SC-β organoid specific loop anchors at early stages of differentiation that remain methylated until the SC-β organoid stage suggests that additional factors may be required to trigger demethylation of these anchors.

A subset of new loop anchors does not appear to be bound by CTCF based on the absence of peaks in CTCF ChIP-seq experiments (Fig. 1d). To explore the possibility that other TFs may interfere with cohesin extrusion at these sites, we pooled all ATAC-seq peaks present in 10 kb loop anchors lacking CTCF and examined the presence of TF binding motifs at the summits of ATAC-TF peaks. 

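Mean TPM values were also compared for 32 of the transcription factors in Supplementary Fig. 6a, whose motifs were scored at ATAC-seq peaks in loop anchors without CTCF; the others are not used here. Relative to hESCs, 11 of them were at least 2-fold higher in DE, 18 in PGT, 23 in PP and 28 in SC-β organoids, and 0 were at least 2-fold lower at any of these stages. Against the preceding stage, 8 rose and 3 fell in PGT, 8 rose and 8 fell in PP, and 12 rose and 3 fell in SC-β organoids. Besides FOXA1 and FOXA2, GATA3 had one of the higher log2 ratios in DE, at 23.7 TPM against 0.262 TPM in hESCs (log2 ratio 4.29). HNF4A was at 33.7 TPM in PGT (log2 ratio to hESCs 4.89) and TFAP2A at 14.2 TPM (3.79). HNF4A was less than 2-fold above DE (0.75). In PP, ONECUT1 was at 20.6 TPM (3.22) and KLF5 at 24.5 TPM (2.02), and both were less than 2-fold above PGT, with log2 ratios of 0.26 and 0.38. In SC-β organoids, PLAGL1 was at 41.6 TPM (5.10) and FLI1 at 19.0 TPM (3.89). HOXC4 and HOXB6 were listed at 0 in hESCs and were at 35.6 and 8.62 TPM in SC-β organoids. POU4F3 did not exceed 1.58 TPM at any of these stages and had a log2 ratio to hESCs of 0.10 in SC-β organoids. The median log2 ratio of the list was at or above that of 9508 of the matched random lists in DE and of all 10000 in PGT, PP and SC-β organoids. As for Fig. 4b, these shares are not a test, and whether expression played a part in listing the factors is not known.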

The results suggest enrichment of motifs for pioneer factors such as FOXA2 (Supplementary Fig. 6a) but also stage-specific TFs that, perhaps in conjunction with RNAPII, could interfere with cohesin extrusion as recently demonstrated^53,70^ (Supplementary Figure 6b).

### Targeting enhancers to lineage-specific genes within regions of extended CTCF loops

Differentiation of cell types during development requires the activation of new enhancers and the establishment of new enhancer-promoter interactions. To gain further insights into the relationship between changes in CTCF loops and gene expression during pancreatic cell differentiation, we performed HiChIP for RNAPIIS2ph, H3K4me1, and H3K27ac in H9 hESCs, DE, PGT, PP, and SC-β organoid cells. We first used self-ligation events to determine the distribution of these histone modifications and RNAPIIS2ph in the genome^71^. We then identified active enhancers in the regions surrounding CTCF loop anchors at each differentiation stage based on the presence of ATAC-seq, H3K4me1, and H3K27ac peaks. Active promoters were identified by the presence of H3K27ac at mapped TSSs. New enhancers activated at each stage are located in regions of accessible chromatin as indicated by ATAC-TF signal mapping the presence of transcription factors. These regions also contain H3K4me1, H3K27ac, and RNAPIIS2ph (Fig. 5a and Supplementary Fig. 7a). Stage-specific enhancers lack these chromatin characteristics at the previous stage of pancreatic cell differentiation, and they lose them again at the following stage. For example, enhancers active in DE cells are bound by transcription factors (ATAC-TF signal) and contain H3K4me1 and H3K27ac in DE but not in hESCs (Fig. 5a and Supplementary Fig. 7a). The opposite is the case for both H3K27me3 and H3K9me3. A similar pattern is observed for promoters of genes activated in a stage-specific manner (Fig. 5a and Supplementary Fig. 7a). The opposite is observed for enhancers and promoters located adjacent to CTCF loop anchors deactivated during pancreatic cell differentiation (Fig. 5b and Supplementary Fig. 7b). For example, enhancers adjacent to hESC-specific loop anchors lose ATAC-TF signal indicative of dissociation of transcription factors from chromatin when cells differentiate into definitive endoderm, and levels of H3K4me1, H3K27ac, and RNAPIISer2ph decrease while levels of H3K27me3 and H3K9me3 increase (Fig. 5b and Supplementary Fig. 7b). These results suggest that changes in loop anchors are accompanied by changes in the regulatory sequences of adjacent genes.

**Fig. 5:**
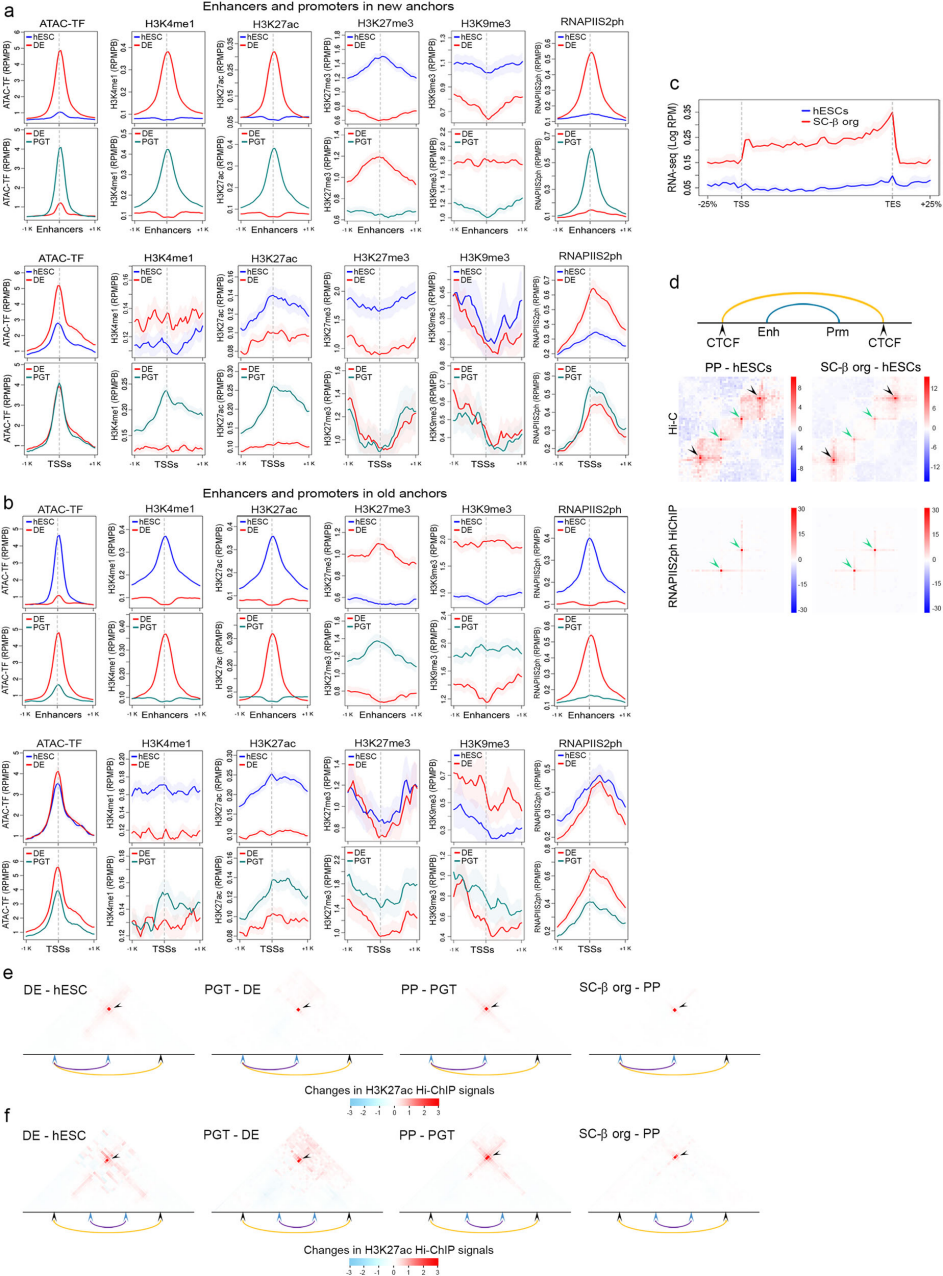
Chromatin changes at enhancers and TSSs adjacent to new and old CTCF loop anchors. **a** Formation of CTCF loops by recruiting CTCF to new anchor sites correlates with an increase in ATAC-TF signal at adjacent enhancers and transcription start sites (TSSs). These enhancers also show increased H3K4me1, H3K27ac, and RNAPIIS2ph. Promoters show similar changes over broader regions. **b** Dissolution of CTCF loops by discarding previously used anchor sites. When this happens at a specific stage, enhancers and TSSs adjacent to discarded CTCF anchor sites lose ATAC-TF signal, H3K4me1, H3K27ac, and RNAPIIS2ph, suggesting that loss of CTCF anchors correlates with inactivation of adjacent enhancers and promoters. **c** Changes in transcription measured by RNA-seq at genes located inside stage-specific CTCF loops. **d** Metaplot analysis of interactions between CTCF loop anchors and between enhancers and promoters located within the loop anchors. The top diagram indicates the specific arrangement of CTCF loop anchors and enhancer-promoter interactions analyzed in this specific case. Changes in interactions between enhancer-promoter pairs in two differentiation stages are analyzed in the context of changes in CTCF loops in which the enhancer-promoter pairs are contained. Below the diagram, the top left panel shows a subtraction heatmap of Hi-C interactions in PP and H9 hESCs for PP-specific CTCF loops. Formation of these loops in PP cells (black arrowheads indicating increased interactions at the CTCF loop anchors) correlates with increased enhancer-promoter interactions inside the loops (green arrowheads). The right panel shows a similar analysis comparing CTCF loops present in SC-β organoids but absent in H9 hESCs. The bottom panels show a parallel analysis using RNAPIIS2ph HiChIP instead of Hi-C. Interactions at CTCF loop anchors cannot be detected (absence of black arrowheads) because CTCF anchors lack RNAPIIS2ph; however, enhancer-promoter interactions can be observed as increased signal in RNAPIIS2ph HiChIP data (green arrowheads) **e** Subtraction heatmaps of H3K27ac HiChIP between consecutive differentiation stages around new CTCF loop anchors formed by extension of one old anchor. **f** Subtraction heatmaps of H3K27ac HiChIP between consecutive differentiation stages around new CTCF loop anchors formed by extension of two old anchors. Abbreviations: human embryonic stem cells (hESCs), definitive endoderm (DE), primitive gut tube-like (PGT), pancreatic progenitors (PP), and stem cell-derived β-cell organoids (SC-β organoids).

To further examine the relationship between formation of new CTCF loops during pancreatic cell differentiation, enhancer activation, and gene expression, we used RNA-seq data and examined changes in transcription at stage-specific CTCF loops. For all stages of pancreatic cell differentiation, formation of new CTCF loops is accompanied by increases in transcription of genes contained within the loops as exemplified for loops formed in SC-β organoid cells (Fig. 5c). We then used Hi-C and HiChIP data for each differentiation stage to analyze the relationship between the formation of new CTCF loops and activation of enhancers and promoters responsible for changes in transcription within these loops using meta APA analyses. We find that, for each stage, increases in interactions between CTCF anchors of stage-specific loops is accompanied by increases in interactions between enhancers and promoters within the same loops. For example, subtraction maps of Hi-C data from PP and H9 hESC cells showing meta APA analyses of anchored PP-specific CTCF loops indicate an increase in enhancer-promoter interactions within the loops in PP with respect to hESCs (Fig. 5d, top left). The same is true for comparisons between SC-β organoids and hESC cells (Fig. 5d, top right). Mapping RNAPIIS2ph HiChIP signal on the same Hi-C matrix highlights the increased interactions between enhancers and promoters, although it cannot detect interactions between CTCF anchors (Fig. 5d, bottom panels).

Results from a second type of analysis also support a correlation between the formation of new CTCF loops and the activation of enhancers and promoters located in adjacent sequences. As described above, most new stage-specific CTCF loops form by the extension of one or both original loop anchors present in the previous stage. To analyze the relationship between the formation of new CTCF loops via the different strategies shown in Fig. 3b and the activation of adjacent regulatory sequences, we first selected stage-specific enhancers and promoters located within 10 kb of stage-specific CTCF sites in loop anchors. We then performed meta-analyses of H3K27ac HiChIP data with the assumption that interactions between active enhancers and promoters detected by H3K27ac HiChIP would appear to coincide with CTCF loop anchors at this level of resolution. For stage-specific CTCF loops that form via the replacement of one anchor for a second more distant anchor, the transition between consecutive differentiation stages is accompanied by increased enhancer-promoter interactions adjacent to the CTCF anchors (Fig. 5e). Similarly, when new CTCF loops are formed by utilization of more distant sites at both anchors, new enhancer-promoter interactions detected by H3K27ac HiChIP are established at each differentiation stage adjacent to new CTCF loop anchors (Fig. 5f). Together, these results suggest that new transcription patterns established during lineage specification involve the activation of new enhancers and new CTCF loops between adjacent anchors to allow the interaction of these enhancers with their cognate promoters.

### Changes in cohesin loading during pancreatic cell differentiation

Loading of the cohesin complex takes place at genomic sites different from loop anchors via NIPBL-mediated recruitment^72^. NIPBL has been shown to be enriched at active enhancers and promoters^73,74^. Therefore, as the active state of promoters and enhancers changes during cell differentiation, the genomic sites where cohesin loads may also change. If cohesin extrusion stops at the first two convergent CTCF sites it encounters, the ability of these sites to function as loop anchors will change depending on where cohesin loads. This may explain why different CTCF sites with similar levels of this protein are used at different differentiation stages. To explore this issue in detail, we selected all the loops present in DE cells but absent in H9 hESCs and we scaled all new loops to the same size. Assuming that sites of NIPBL present within a specific loop and also containing RAD21 represent cohesin loading sites from where the cohesin complex extrudes to form this loop, we then ranked the loops based on the distance between the anchors and the NIPBL/RAD21 sites internal to the loop. This approach allows the visualization of putative NIPBL loading sites within the new loops with respect to proteins of interest. We then plotted changes in CTCF, RAD21, and WAPL in the same ranking order as NIPBL. The results suggest that anchors of loops not present in H9 cells and formed in DE cells flank potential loading sites that lack RAD21, NIPBL, and WAPL in H9 hESCs but contain all three proteins in DE cells when the loop is formed (Fig. 6a). As expected, CTCF is present at the anchors shown as vertical lines in the heatmaps (Fig. 6a) in DE cells at higher levels than in H9, but it is not present at loading sites present in the diagonal connecting the anchors in the Hi-C heatmaps.

**Fig. 6:**
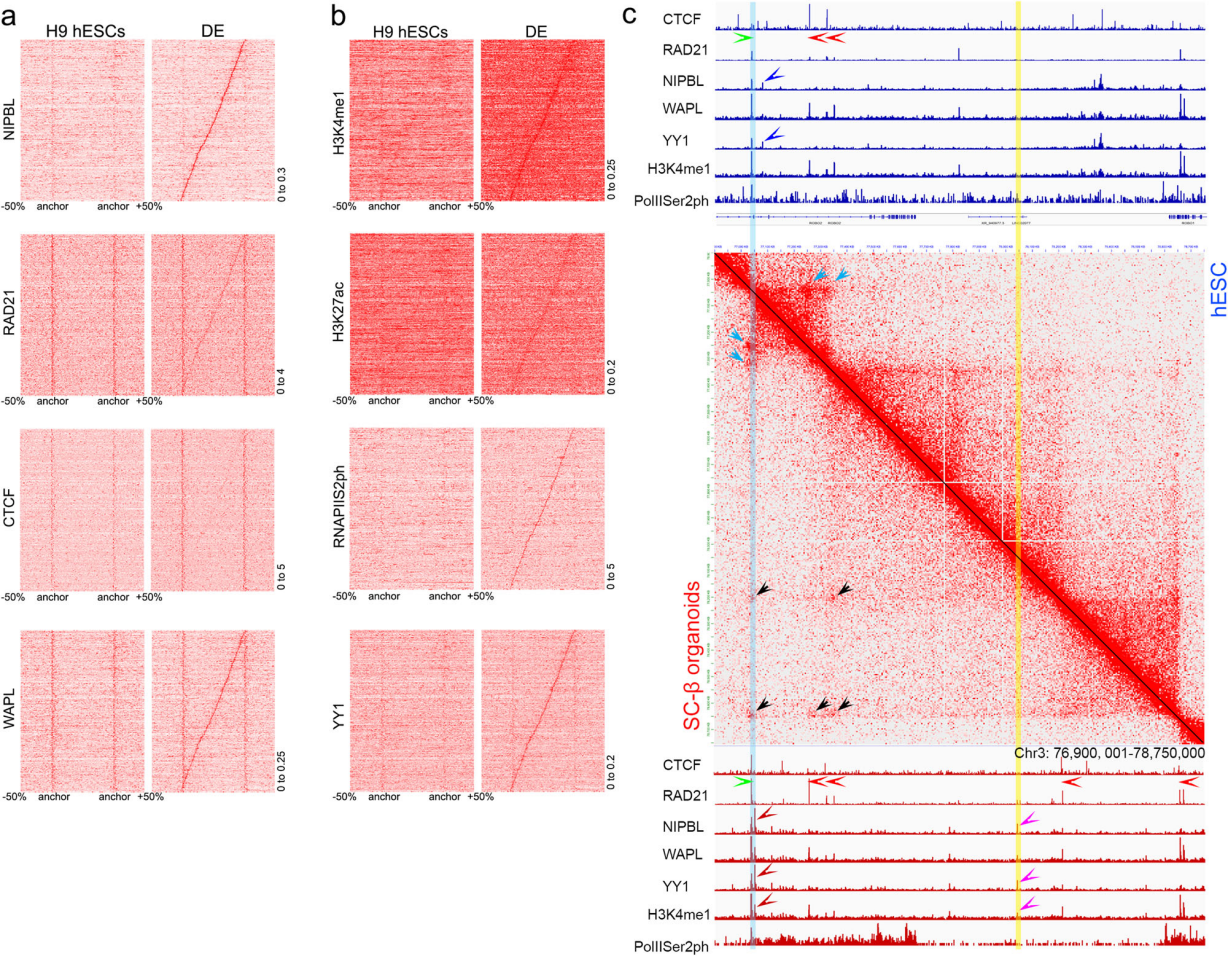
Distribution of various proteins at CTCF loop anchors and cohesin loading sites. **a** Distribution of NIPBL, RAD21, CTCF and WAPL at loop anchors and loading sites of CTCF loops identified from Hi-C data present in DE cells but not H9 hESCs. **b** Distribution of H3K4me1, H3K27ac, RNAPIIS2ph, and YY1 at loop anchors and loading sites of CTCF loops identified from Hi-C data present in DE cells but not H9 hESCs. **c** Example of a specific genomic region representative of the metaplots shown in (**a**, **b**). The top section shows the distribution of several proteins and histone modifications in this region of the genome in H9 hESCs. Green and red arrowheads indicate orientation of the CTCF motif at the site. Blue arrowheads show possible sites of cohesin loading to make the CTCF loops observed in Hi-C data. The middle section shows Hi-C heatmaps in H9 hESCs and SC-β organoids. Blue arrowheads show CTCF loops present in both cell types whereas black arrowheads show those found only in SC-β organoids. The bottom section shows the distribution of several proteins and histone modifications in the same genomic region in SC-β organoids. Pink and dark red arrowheads show the location of NIPBL/YY1 sites present in SC-β organoids but not in H9 hESCs. Abbreviations: human embryonic stem cells (hESCs), definitive endoderm (DE), primitive gut tube-like (PGT), pancreatic progenitors (PP), and stem cell-derived β-cell organoids (SC-β organoids).

To gain further insights into the nature of the NIPBL loading sites, we mapped ChIP-seq data for H3K4me1, H3K27ac, and RNPIISer2ph on the same matrix obtained with NIPBL/RAD21 sites. We find that these potential loading sites are enriched for RNPIISer2ph and these two histone modifications in DE cells but not H9, suggesting that these regions correspond to enhancers activated during the differentiation of hESCs into definitive endoderm (Fig. 6b). Furthermore, YY1, a transcription factor enriched at promoters and tissue-specific enhancers^75^, also becomes enriched at these NIPBL sites concomitant with the differentiation of DE cells (Fig. 6b). Similar results obtained at the transition of PP cells into SC-β organoids are shown in Supplementary Fig. 8a and Supplementary Fig. 8b. A specific example in which the formation of new loops correlates with the presence of a new NIPBL site in the region between the new loop anchors is shown in Fig. 6c. These results suggest that, during cell differentiation, activation of enhancers may be accompanied by the use of these enhancers as loading sites for the cohesin complex. If the target promoter of an enhancer contains a CTCF site in the appropriate orientation, this strategy ensures that the enhancer is targeted to the appropriate gene.

## Discussion

Observations in humans and laboratory animals have uncovered a variety of tissue-specific phenotypes caused by CTCF mutations^76,77^. These phenotypes indicate a role for CTCF in the differentiation of various cell types during development, suggesting a requirement for CTCF-mediated regulation of enhancer-promoter interactions during cell fate specification. Here, we examine the differentiation of hESCs into pancreatic cells as a model to explore the mechanisms by which CTCF loops are established and dissolved at specific developmental stages and their effect on enhancer function. TADs are normally identified using algorithms that detect changes in the directionality of interactions along the genome. Instead, we identified only CTCF loops using algorithms that detect corner dots, the punctate intense signal observed at the summits of a subset of domains in Hi-C heatmaps^3,51^. By comparing CTCF loops identified in H9 hESCs, DE, PGT, PP, and SC-β organoids we find that rather than being constant, CTCF loops are very dynamic during cell differentiation, forming and disassembling during developmental transitions to create stage-specific loops. These developmentally dynamic CTCF loops are formed by at least two different mechanisms. One involves the recruitment of CTCF to new, previously unoccupied, sites in the genome. The second involves the use of CTCF sites that are occupied throughout the differentiation process but are only used as anchors at specific stages.

Unoccupied CTCF sites at any given stage are located within large DNA methylation domains and short regions containing variable levels of H3K9me3 and the ChAHP complex. De novo occupancy by CTCF at specific stages of pancreatic cell differentiation correlates with ejection of at least the CHD4 component of ChAHP—other components were not tested in these studies—demethylation of H3K9me3 into H3K9me2, and local DNA demethylation of an approximately 600 bp region surrounding the CTCF site. Additional changes that correlate with recruitment of CTCF to these sites include the recruitment of pioneer factors and positioning of nucleosomes flanking the new sites. At this time, we are unable to distinguish the relative timing of these events or their causal role in allowing CTCF to bind to these previously unoccupied sites. It is important to consider that these events not only lead to the eventual formation of new CTCF loops but also to changes in compartmental interactions with other genomic regions containing H3K9me3, which presumably form biomolecular condensates. Sequences surrounding the new CTCF anchors that contained H3K9me3 in the previous stage, now contain H3K9me2, and fail to interact with other regions of the genome through compartmental interactions^10,78^.

Interestingly, many new CTCF loops that form at each differentiation stage do so by using anchors that were occupied by CTCF at the previous stage. When these loops disassemble in a subsequent stage, they do so without significant alterations in CTCF occupancy. Assuming an average of 60,000 occupied CTCF sites in the human genome^79^, there is one CTCF site every 50 kb, approximately. The median size of a CTCF loop is 360 kb^62^, suggesting that many CTCF sites in the genome do not serve as loop anchors in a specific cell type. If cohesin extrusion stops at the first pair of CTCF convergent sites it encounters, one strategy for cells to regulate the use of CTCF sites as loop anchors would be to regulate the loading sites for the cohesin complex. This appears to be the case during the differentiation of hESCs into pancreatic SC-β organoids, when a subset of loops present at a specific differentiation stage are formed between pre-existing CTCF sites that were not forming loops in the previous stage. The formation of these loops correlates with de novo recruitment of NIPBL to sites located between the new anchors. These sites are enriched in H3K4me1, H3K27ac, RNAPIIS2ph, and YY1, suggesting that they correspond to enhancers activated at the same developmental stage. It is unclear whether YY1 is simply a transcription factor present at these enhancers for the purpose of mediating enhancer function or whether it is present at these sites to cooperate with NIPBL and load the cohesin complex. These observations suggest a coordination between the activation of enhancers and of CTCF loop anchors. A strategy by cells of loading cohesin at active enhancers would ensure that these enhancers are within the same loop as their target promoters. Since many gene promoters contain CTCF sites, this strategy would also result in the positioning of the enhancer in close proximity to the first promoter cohesin encounters containing a CTCF site with the opposite orientation to the direction of extrusion.

## Methods

### Cell lines and culture

The human embryonic stem cell line H9 (WA09) was obtained from WiCell and was utilized for differentiation of pancreatic cells. Cells were cultured in STEMPRO hESC SFM (Thermo Fisher, A1033201) on cultureware coated with Geltrex Matrix (Thermo Fisher, A1569601) at 37 °C under 5% CO_2_. Medium was changed every day. To induce pancreatic differentiation, H9 cells were seeded at 1×10^6^ cells/ml in 5.5-6 ml of mTeSR1 media (STEMCELL Technologies, 85857) with 10 μM of Y27632 (Selleckchem, S1049) per well of a 6-well spheroid plate (Greiner, 657970), and incubated on an Innova 2000 rotator at 97 rpm, 37 °C under 5% CO_2_ overnight to form spheroids. The spheroids were fed with fresh mTeSR1 with Y27632 after 24 h and 48 h. After 72 h, the spheroids were collected and a stepwise differentiation was started by changing the medium supplied with different ingredients as described below:

Day 1: S1 + 100 ng/ml Activin A (R&D Systems, 338-AC) + 3 μM CHIR99021 (Selleckchem, S2924) + 10 μM Y27632. Day 2: S1 + 100 ng/ml Activin A. Days 3, 5, 10, 12, 15, 17 and 19, no feed. Days 4, 6: S2 + 50 ng/ml KGF (Peprotech, AF-100-19). Days 7, 8: S3 + 50 ng/ml KGF + 0.25 μM Sant1 (Sigma, S4572) + 2 μM RA (Sigma, R2625) + 200 nM LDN193189 (only Day 7) (Sigma, SML0559) + 500 nM PdBU (EMD Millipore, 524390) + 10 μM Y27632. Days 9, 11, 13: S3 + 50 ng/ml KGF + 0.25 μM Sant1 + 100 nM RA + 10 μM Y27632. Days 14, 16: S5 + 0.25 μM Sant1 + 100 nM RA + 1 μM XXI (Sigma, 565790) + 20 ng/ml Betacellulin (Peprotech, 100-50) + 10 μM Alk5i II (Enzo, ALX-270-445-M001) + 1 μM T3 (Sigma, 64245-250MG-M). Days 18, 20: S5 + 20 ng/ ml Betacellulin + 1 μM XXI + 10 μM Alk5i II + 1 μM T3 + 25 nM RA. Days 21–35: S6 + 10 μM Alk5i II + 1 μM T3 with media changes every second day. Cells differentiated into DE, PGT, PP and SC-β organoid stages were collect at Day 4, Day 7, Day 14, and Day 35, respectively.

### FACS of fixed cells

Cultured spheroids were dissociated to single cells using Accutase (Thermol, A1110501) and fixed with 4% paraformaldehyde in PBS for 30 min at room temperature before flow cytometry. Fixed cells were permeabilized and blocked in PBS with 5% donkey serum (Jackson Immunoresearch) and 0.15% Triton X-100 (Sigma) for 20 min at room temperature. Cells were then stained with primary antibodies diluted with blocking buffer at 4 °C overnight. After staining, cells were washed, incubated with appropriate secondary antibodies for 30 min at room temperature and then resuspended in FACS buffer for flow acquisition and analysis. Cells were filtered through a 40 μm nylon mesh (BD Biosciences) and loaded on a FACScanto (BD Biosciences) for flow cytometry analysis using FlowJo software (TreeStar). Antibodies used for intracellular flow cytometry are C-peptide (DSHB; GN-ID4), Glucagon (R&D; MAB1249-SP), Chicken anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody (Alexa Fluor 594), and Goat Anti-Rat IgG H&L (Alexa Fluor 488).

### Immunohistochemistry

Organoids were fixed with 4% PFA for at least 30 min at 4 °C followed by addition of 30% (wt/vol) sucrose to facilitate cryoprotection for 24-48 hr. Subsequently, organoids were stained with methylene blue and embedded with Cryo O.C.T. on dry ice. After completely frozen, organoids were sectioned in slices of 10 to 15 μm thickness. Slides were blocked in PBS, 0.3% Triton X-100 (VWR; EM-9400), and 10% donkey serum (Jackson Immunoresearch; 017-000-121) for 15 min at room temperature in a humidified chamber and stained with primary antibodies diluted with blocking buffer overnight at 4 °C. After several washes, slides were stained with secondary antibodies diluted in blocking solution for 1 h at room temperature in a humidified chamber, washed twice, and covered with VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories, H-1200). Slides were observed under a fluorescence microscope. The primary antibodies used include SOX17 (R&D Systems; AF1924) for DE cells; PDX1 (R&D Systems; AF2419) and NKX6.1 (DSHB; F55A12) for PP cells; and C-peptide (DSHB; GN-ID4) and Glucagon (R&D Systems; MAB1249-SP) for SC-β organoids. The secondary antibodies used include chicken anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody (Alexa Fluor 594), goat Anti-Rat IgG H&L (Alexa Fluor 488), and donkey anti-Goat IgG (H + L) Cross-Adsorbed Secondary Antibody (Alexa Fluor 488).

### RNA-seq

Total RNA was isolated from H9 cells and the different in vitro differentiated stages using Trizol reagent (Invitrogen) and ribosomal RNA was removed using the Ribo Minus Transcriptome isolation kit (Invitrogen, K1550). RNA concentration was measured using the Qubit RNA HS Assay kit (Thermo Fisher) and fragmented randomly by adding fragmentation buffer. cDNA was synthesized using the RNA template and random hexamer primers. After terminal repair, A ligation, and sequencing adaptor ligation, the double-stranded cDNA library was completed by size selection and PCR enrichment. Two independent biological replicates per sample were then sequenced using paired-end 50 bp on an Illumina NovaSeq 6000 instrument.

### In situ Hi-C

In-situ Hi-C libraries were prepared using DpnII restriction enzyme as previously described^51^. Briefly, 2.5 million cells at each differentiation stage were crosslinked with 1% formaldehyde, quenched with glycine, washed with PBS, and permeabilized to obtain intact nuclei. Nuclear DNA was then digested with DpnII, the 5’-overhangs were filled with biotinylated dCTPs and dA/dT/dGTPs to make blunt-end fragments, which were then ligated, reverse-crosslinked, and purified by standard DNA ethanol precipitation. Purified DNA was sonicated to 200–500 bp fragments and captured with streptavidin beads. Standard Illumina TruSeq library preparation steps, including end-repairing, A-tailing, and ligation with universal adaptors were performed on beads, washing twice in Tween Washing Buffer (5 mM Tris-HCl pH 7.5, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween 20) between each step. DNA was PCR amplified on the beads with barcoded primers using KAPA SYBR FAST qPCR Master Mix (Kapa Biosystems) for 5–12 PCR cycles to obtain enough DNA for sequencing. Libraries were paired-end sequenced on an Illumina NovaSeq 6000 instrument. Two biological replicates were generated, and replicates were combined for all analyses after ensuring high correlation.

### HiChIP

HiChIP libraries were prepared using H9 and differentiated cells at different stages as described^80^ with some modifications. Cells were collected, fixed with 1% formaldehyde for 10 min at room temperature, quenched with glycine, washed with PBS and stored frozen at −80 °C. For library preparation, fixed cells were gently homogenized in Hi-C lysis buffer with pestle A to release nuclei, followed by DpnII digestion, biotin-dCTP fill in, and re-ligation. After ligation, chromatin was sheared by sonication into 200-500 bp fragments and precleared with Protein A and G dynabeads at 4 °C for 2 h, then precipitated using Protein A or G dynabeads and pre-incubated with appropriate antibodies overnight to enrich for ligation products bound by specific proteins. Tagmentation of immunoprecipitated chromatin with Tn5 transposase mixture was performed on beads. After elution, reverse crosslinking and ethanol precipitation, a second pull down with streptavidin beads was performed to enrich for biotin-labeled ligation products. On bead PCR amplification was performed to derive libraries for sequencing on an Illumina NovaSeq 6000 instrument. Two replicates of each sample were obtained.

### MiChIP

We also performed a variation of HiChIP, which we will refer to as MiChIP, in which the initial fixation steps and chromatin digestion were performed as in Micro-C^81^. H9 cells and in vitro differentiated cells at different stages were collected, sequentially fixed with 3 mM DSG for 40 min and 1% formaldehyde for 10 min at room temperature, quenched with 0.2 M glycine for 5 min at room temperature, washed with PBS and stored frozen at −80 °C. For library preparation, fixed cells were gently homogenized in MB#1 (10 mM Tris-HCl, pH 7.5, 50 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_, 0.2% NP-40, 1x Roche cOmplete EDTA-free) with pestle A. Chromatin was fragmented with MNase for 10 min at 37 °C and digestion was stopped with 5 mM EGTA at 65 °C for 10 min. The chromatin was resuspended in 1x NEBuffer 2.1 (NEB, #B7202S) and dephosphorylated by the addition of 5 μl rSAP (NEB, #M0203) at 37 °C for 45 min. 5′ overhangs were generated with the following pre-mix (50 mM NaCl, 10 mM Tris, 10 mM MgCl_2_, 100 μg/ml BSA, 2 mM ATP, 3 mM DTT, 8 μl Large Klenow Fragment (NEB, #M0210L) and 2 μl T4 PNK (NEB, #M0201L) at 37 °C for 15 min. The DNA overhangs were filled with biotinylated nucleotides by the addition of 100 μl pre-mix (25 μl, 0.4 mM Biotin-dATP (Invitrogen, #19524016), 25 μl 0.4 mM Biotin-dCTP (Invitrogen, #19518018), 2 μl 10 mM dGTP and 10 mM dTTP (stock solutions: NEB, #N0446), 10 μl 10x T4 DNA Ligase Reaction Buffer (NEB #B0202S), 0.5 μl 200x BSA (NEB, #B9000S), 38.5 μl H_2_O) and incubated at 25 °C for 45 min. The reaction was stopped by the addition of 12 μl 0.5 M EDTA (Invitrogen, #15575038) at 65 °C for 20 min. After proximity ligation and removal of unligated ends, chromatin was sheared by sonication into 200-500 bp fragments and precleared with Protein A and G Dynabeads at 4 °C for 2 h, then precipitated using Protein A or G dynabeads pre-incubated with appropriate antibodies overnight to enrich for ligation products bound by specific proteins. Immunoprecipitated ligation products were eluted, reverse crosslinked and ethanol precipitated. Purified DNA was further cleaned with Dynabeads™ MyOne™ Streptavidin C1 beads (Invitrogen, #65001) to enrich for biotin-labeled ligation products. After end-repair, A-tailing and Truseq adapter ligation, PCR amplification was finally performed on beads using Truseq barcoded primers to generate libraries for sequencing on an Illumina NovaSeq 6000 instrument.

### ChIP-seq

ChIP-seq experiments were carried out as follows^82^. After removal of medium, cells were crosslinked in 1% formaldehyde in PBS at room temperature for 10 min and quenched with glycine. PBS-rinsed cell pellets were flash frozen in liquid nitrogen and stored at -80 °C or used immediately. After cell lysis, chromatin was sonicated into 200-500 bp fragments, precleared with Protein A or G Dynabeads at 4 °C for 2 h, and precipitated with antibody overnight at 4 °C. Immunoprecipitated chromatin was tagmented with Tn5 transposase mixture on beads and then eluted, reverse crosslinked and purified by standard methods. Purified DNA was amplified with Illumina Nextera barcoded primers using KAPA SYBR FAST qPCR Master Mix for 5 ~ 12 PCR cycles to obtain enough DNA for sequencing.

### ATAC-seq

H9 cells and in vitro differentiated cells at different stages were collected and used to perform ATAC-seq^83,84^. SC-β organoids were homogenized with an electric homogenizer for 10 seconds into small clusters of cells. Cells were washed with PBS and the nuclear membrane was disrupted by soaking in lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40, 0.1% Tween-20, and 0.01% Digitonin) on ice. Nuclei were washed once in cold lysis buffer without NP40 or digitonin and then incubated in Tn5 transposase mixture (25 μl 2x TD buffer, 2.5 μl Tn5 (100 nM final), 16.5 μl PBS, 0.5 μl 1% digitonin, 0.5 μl 10% Tween-20, 5 μl H_2_O) at 37 °C for 20 min with occasional shaking. After the reaction was completed, DNA was extracted using the Minelute Kit (Qiagen). Purified tagmented DNA was PCR amplified and sequenced in a Novaseq 6000 instrument.

### CUT&Tag

H9 cells and in vitro differentiated cells at different stages were harvested and gently homogenized with pestle A. Cells were then washed twice in 1.5 mL Wash Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1 × Protease inhibitor cocktail, EDTA free), immobilized to concanavalin A coated magnetic beads (Bangs Laboratories), and then resuspended in 50 μl Dig-wash Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1 × Protease inhibitor cocktail, 0.05% Digitonin) containing 2 mM EDTA^85^. After sequential incubation with antibodies to CHD4 (Abcam, #ab72418, diluted 1:50 in 50 μl of Dig-Wash buffer), secondary antibodies (diluted 1:100 in 100 μl of Dig-Wash buffer) and a 1:200 dilution of pAG-Tn5 (gift from S. Henikoff) in Dig-300 Buffer (0.05% digitonin, 20 mM HEPES, pH7.5, 300 mM NaCl, 0.5 mM Spermidine, 1 × Protease inhibitor cocktail), bead-bound cells were resuspended in 50 μl tagmentation buffer (10 mM MgCl_2_ in Dig-wash Buffer). The tagmented DNA was cleaned with 1.5 × Ampure XP beads (Beckman Counter), amplified with Illumina Nextera barcoded primers, and purified by 1.1 × Ampure XP beads for sequencing in a Novaseq 6000 instrument.

### Data processing

#### Analysis of ChIP-seq and CUT&Tag data

All reads were mapped to unique genomic regions using Bowtie2 and the hg38 human genome release. PCR duplicates were removed using Picard Tools (http://picard.sourceforge.net; https://broadinstitute.github.io/picard/). The Bedtools Genome Coverage function was used to derive bedgraph files for further analysis. To compare changes in ChIP-seq signals, libraries were normalized by random picking to obtain the same numbers of mapped reads. Normalized reads were used to derive bedgraph files for comparison in IGV. MACS2 was used to call peaks using default parameters with IgG ChIP-seq data as control. Differential peaks were found using the edgeR^86^ R package at *p* < 0.05, changes over 20% up/down. H3K9me3 changes during differentiation were evaluated in 25 kb bins where positive H3K9me3 bins had an IP / Input signal >= 4 and differential bins were identified by at least a four-fold change. Significant TF motifs present at ChIP-seq peaks and at differential loop anchors were found using MEME. Exact motif sequences were scanned using FIMO and the JASPAR_CORE_2016_vertebrates database against a set of peaks or anchors to obtain the overlapping percentages.

#### RNA-seq data processing

RNA-seq raw reads were aligned using HISAT2 v2.2.0 to the hg38 human genome with default parameters. Transcripts per million (TPM) counts for all annotated human genes and transcripts were calculated using StringTie v2.1.6. Differentially expressed genes were identified using the R package edgeR with a cut-off *p*-value ≤ 0.05 and fold change over 20% up/down.

#### Hi-C data processing

Paired-end reads from Hi-C experiments were aligned to the human hg38 reference genome using HiC-Pro v2.10.0. After removal of PCR duplicates and low-quality reads, high-quality reads were assigned to DpnII restriction fragments, filtered for valid interaction contacts, and used to generate binned contact matrix hic files^87,88^. For visualization and further analysis of Hi-C contact maps, Knight-Ruiz (KR) normalized signal for the interaction matrices were derived using the Juicebox tools dump command^87^. SIP v1.3.3 (https://github.com/PouletAxel/SIP/releases) was used to call CTCF loops in the Hi-C interaction matrix^52,88^. Fit-Hi-C (https://github.com/ay-lab/fithic)^89^ was used to call significant interactions at 5, 10, and 25 kb resolution with a q value cutoff of > 0.001 and merged together for analyses.

#### HiChIP and MiChIP data processing

Paired-end reads from HiChIP and MiChIP experiments were aligned to the human hg38 reference genome using HiC-Pro v2.10.0. After PCR duplicates and low-quality reads were removed, high-quality reads were assigned to DpnII restriction fragments, filtered for valid interaction contacts, and used to generate binned contact matrix hic files. For visualization and further analysis of HiChIP and MiChIP contact maps, vanilla coverage square root (VCsqrt) normalized signal for the interaction matrices were derived using the Juicebox tools dump command^87^. FitHiChIP (https://ay-lab.github.io/FitHiChIP/)^90^ was used to generate singleton reads resembling ChIP-seq data for finding genomic targets of specific proteins, and to call significant interactions with default parameters with an FDR cutoff at 0.05 for finding long-range contacts associated with specific proteins.

#### Hi-C and HiChIP analysis

Hi-C and HiChIP contact matrices were processed using the Juicer pipeline^88^. For downstream analysis, matrices were distance normalized via the formula (observed−expected)/(expected + 1). Comparison of Hi-C or HiChIP was done on distance normalized reads from matrices randomly sampled to contact the same total Hi-C contacts between samples. Traditional A/B compartments were identified through the eigenvector of the Pearson correlation matrix at 25 kb resolution as described^91^. Candidate CTCF loops in each sample were identified using SIP^52^ at 5 kb and 10 kb resolution from which a total master list of potential loops in any sample was created. Loop calling parameters for SIP were as follows: -norm KR -min 2.0 -max 2.0 -mat 2000 -d 6 -res 5000 -sat 0.01 -t 2500 -nbZero 6 -factor 1 -fdr 0.05 -del true -cpu 48 -factor 4. For comparisons between different Hi-C libraries, the following normalization steps were taken, (1) valid contacts from each library were randomly picked to match the size of the library with the lowest numbers of contacts; (2) KR normalization was applied to obtain the balanced matrices. (3) Matrices were then distance normalized by the formula (observed−expected)/(expected + 1). The normalized matrices were then used to call differential loops of all stages using the following approach: (1) loops obtained using SIP from all stages were combined; (2) KR and distance normalized contact frequencies in all stages were combined pairwise on all resulting combined loops in step 1; (3) pairwise interaction frequencies from step 2 were used as input in the edgeR R package to identify significant differential loops for each stage (FDR cutoff <0.1, *p*-value < 0.05 and fold change ≥4). To further identify stage specific loops, the following steps were taken, (1) all differential loops between all stages were combined; (2) contact frequencies were calculated for all stages; (3) loops were ranked by the stages when their contact frequencies reach the maximum (for gained loops) or minimum value (for lost loops); (4) loops were allocated to each stage when they reach maximum changes based on step 3 and defined as stage specific loops. To find common loops, combined SIP loops with FDR cutoff ≥ 0.1, *p*-value≥ 0.05 or fold change < 4 in edgeR were excluded from stage specific differential loops and defined as common loops. Metaplots of loops and the surrounding 100 kb were calculated using SIPMeta with Manhattan distances^52^. Meta scores were calculated by the intensity of the center bin divided by the median signal of the four bins in the top right corner, similar to APA analysis^51^. Changes to interactions in the proximity of the loop were calculated by measuring differences in average signal in metaplots for the top left corner (category 1, inside-outside left of loop), the bottom right corner (category 2, inside-outside right of loop), and the top right corner (category 3, crossing over the loop). Motifs enriched in the anchors of increased loops were identified by MEME-ChIP using the summits of overlapping ATAC-seq peaks. Profiles across motifs were performed by randomly sampling reads to have the same number between samples and using ngsplot. Significant interactions were obtained via Fit-Hi-C for Hi-C data and FitHiChIP for HiChiP or MiChIP data in 10 kb bins.

#### APA metaplot analysis

Aggregate peak analysis (APA) metaplots and scores were generated as described^51^ using 10 kb resolution contact matrices. To measure the enrichment of loops over the local background and normalize for different loop distances and protein occupancy bias, we collected the VCsqrt normalized observed over expected (O/E) contact frequency of pixels of loops as well as the surrounding pixels up to 10 bins away in both x and y directions i.e., 210 kb*210 kb local contact matrices. The median O/E for each position of all 210 kb*210 kb contact matrices for a set of loops were calculated and plotted using the heatmap.2R package to generate the aggregate heatmaps. APA scores were determined by dividing the center pixel value by the mean value of the 25 (5*5) pixels in the lower right section of the APA plot.

#### Multiple anchor metaplots

Multiple anchor metaplots were obtained at 10 kb resolution and the distance between anchors was scaled to 10 equal bins. For three CTCF anchors, the anchors were oriented such that the stable anchors are the first ones on the left. To compare libraries from cells subjected to different treatments, the observed interaction matrices were normalized between samples by random picking to obtain equal numbers of contacts for each library. VCsqrt normalization was then applied to all contact matrices. To compare HiChIP aggregate signal changes between different samples on distinct anchor sets, subtraction or log2 fold changes of treatment versus control were calculated for each loop separately and then summarized by taking the median values of all anchors for visualization.

#### Overlapping of ChIP-seq peaks with HiChIP loop anchors

For analyzing overlaps between ChIP-seq peaks and loop anchors, Mango^92^ loop anchors ± 5 kb were used to overlap with ChIP-seq peaks using the bedtools intersect function. ChIP-seq peaks were shuffled 1000 times and the same analysis was repeated to obtain the expected overlapping ratio. Significant *p*-values were derived by numbers of times when observed <expected happens divided by 1000.

#### Enhancer definition

Enhancers were defined by using H3K4me1 peaks without H3K4me3 but overlapping ATAC-seq-TF peaks and excluding TSS ± 1 bp. Among these enhancers, those overlapping H3K27ac peaks were defined as active enhancers. Differential enhancers were found using the edgeR R package based on H3K27ac ChIP-seq signals with a *p*-value cutoff at 0.05 and more than 3-fold changes in either condition.

#### Heatmaps and average profiles of ChIP-seq and clustering

For deriving heatmaps of ChIP-seq signal, anchors plus flanking regions were binned equally to get a blank matrix (anchors × bins). To compare between samples, reads from the same antibody analysis were normalized by random pick. Normalized read pairs were mapped to each genomic bin with the bedtools intersect function to obtain read counts in each bin for the whole matrix. To normalize for sequencing depth, values in the matrix were divided by library sizes in millions to obtain reads per million per covered bin (RPMPCG or RPM), and the result was then visualized with Java treeview to derive heatmaps. Average profiles of the ChIP-seq or ATAC-seq data were calculated and plotted using mean values of bins at the same distances from specific anchors. K-means clustering of ChIP-seq heatmaps was done using Cluster3 on center ± 3 bins signals of the appropriate heatmaps.

#### ATAC-seq data processing

ATAC-seq data was processed using an in-house pipeline. First, paired end reads were aligned to the hg38 human reference genome using Bowtie2 with default parameters except -X 2000 -m 1. PCR duplicates were removed using Picard Tools (http://picard.sourceforge.net; https://broadinstitute.github.io/picard/). To adjust for fragment sizes, reads mapped to + strands and -strands were offset by +4 bp and -5 bp respectively. For all ATAC-seq datasets, sub-nucleosome and mono-nucleosome reads were separated based on fragment sizes ATAC-TF 50-115 bp and ATAC-Nuc 180–247 bp. To obtain the exact positioning of nucleosomes, DANPOS^93^ was used to derive the nucleosomal signals genome wide using the dpos function and 180–247 bp fragments as input and 115 bp fragments as background using -p 1 -a 1 -jd 20 -u 0 -m 1. Reads were normalized between samples before running DANPOS. Bedgraphs were made using the bedtools genomeCoverage function. MACS2 was used to call peaks for ATAC-TF reads, which are bound by transcription factors. Heatmaps and average profiles of ATAC-TF and ATAC-Nuc signals were derived as described for ChIP-seq data. Clustering of ATAC-seq heatmaps was done using Cluster3 with K-means clustering. To analyze the footprints of TFs in ATAC-TF data, motifs on a set of peaks or loop anchors were used as anchors for running dnase_average_profile.py scripts of the Wellington program in ATAC-seq mode. To compare between samples, read-normalized ATAC-TF fragments were used as input to obtain the footprint average profiles. The footprint *p*-values of all motifs on a set of peaks or anchors were derived using the wellington_footprints.py scripts of the Wellington program in ATAC-seq mode on read-normalized ATAC-TF fragments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All data sets generated in this study are deposited in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under the following accession numbers. RNA-seq, ATAC-seq, ChIP-seq and CUT&Tag data are available under accession number GSE211101. Hi-C data is available under accession number GSE210524. HiChIP and MiChIP data are available under accession number GSE210525. The various datasets reported in the manuscript can be visualized in the UCSC browser using the following link https://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2%3A25160915%2D25168903&hgsid=1711140546_4oiO7H0pztEcMSrKRlpnSCYhbDET.

# Supplementary material for: Regulation of CTCF loop formation during pancreatic cell differentiation
**Source:** Nat Commun. 2023 Oct 9;14:6314. doi: 10.1038/s41467-023-41964-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

# **Regulation of CTCF loop formation during pancreatic cell differentiation**

Xiaowen Lyu, M. Jordan Rowley, Michael J. Kulik, Stephen Dalton, and Victor G. Corces

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

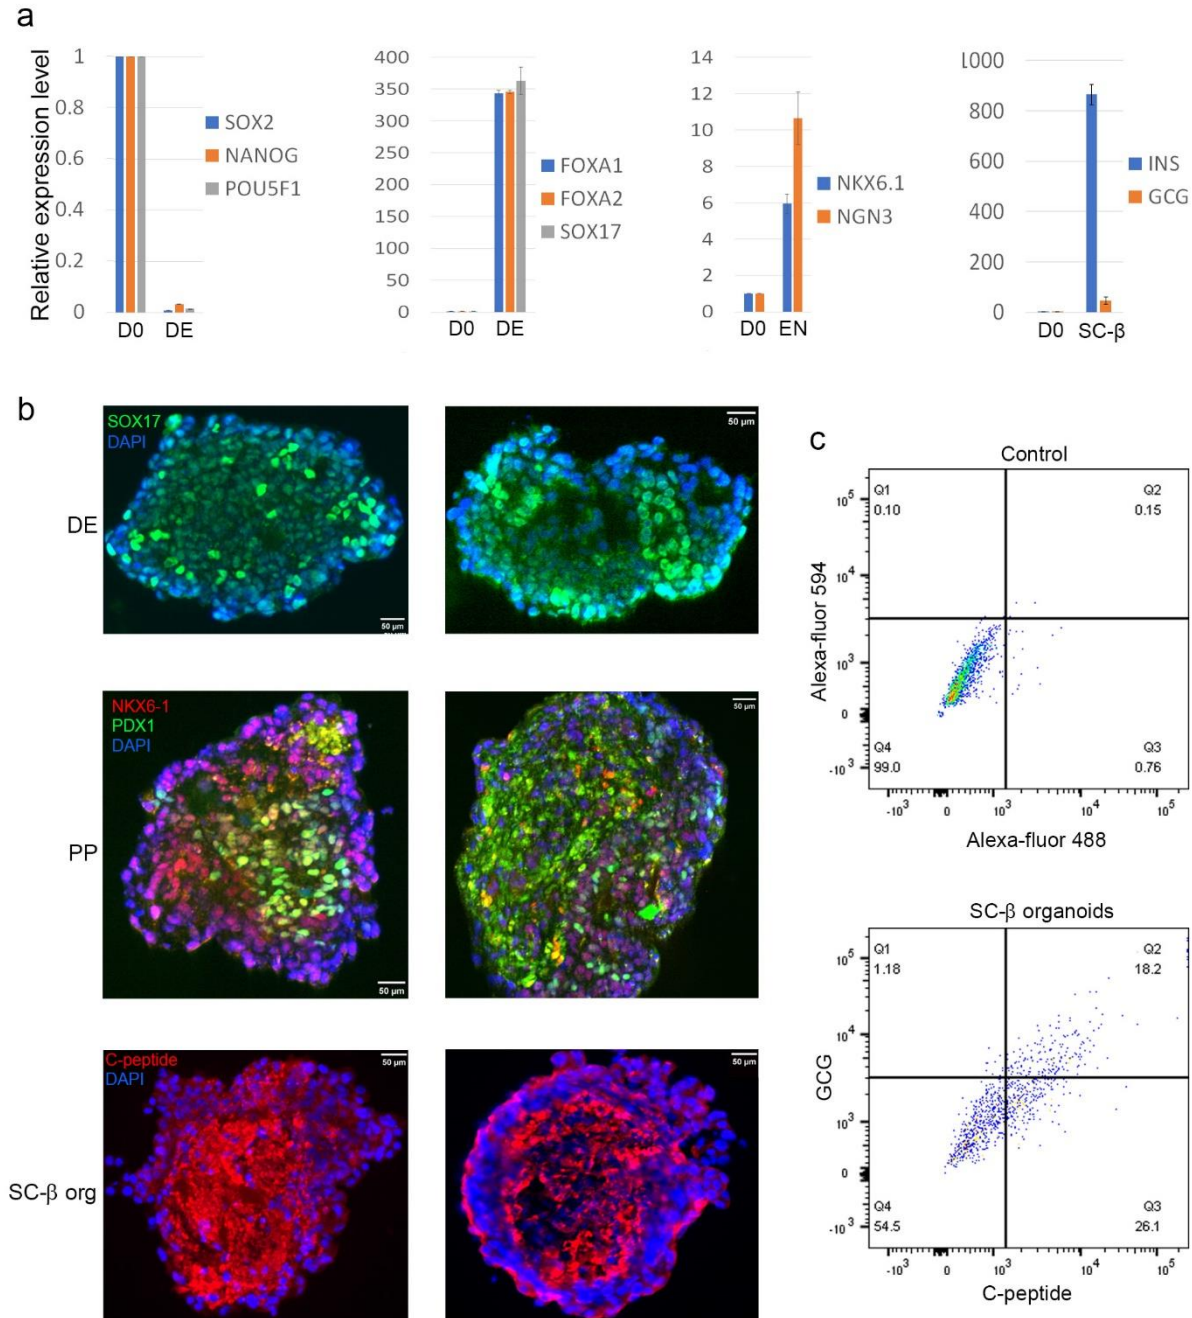

**Supplementary Fig. 1 | *In vitro* directed differentiation of hESCs into pancreatic  $\beta$  cell organoids.** **a** Validation of transcriptional changes of pluripotency marker genes and differentiation associated stage-specific marker genes by RT-qPCR. D0 indicates day 0 stem cell 3D spheres ready for differentiation; DE is definitive endoderm; EN is the intermediate endocrine progenitor stage between PP and SC- $\beta$  organoids. **b** Evaluation of the efficiency of the differentiation process by measuring the percentages of cells expressing stage-specific marker genes by immunofluorescence histochemistry on cryosections of organoids. **c** FACS analysis quantifying the percentages of C-peptide +/GCG – cells in SC- $\beta$  organoids.

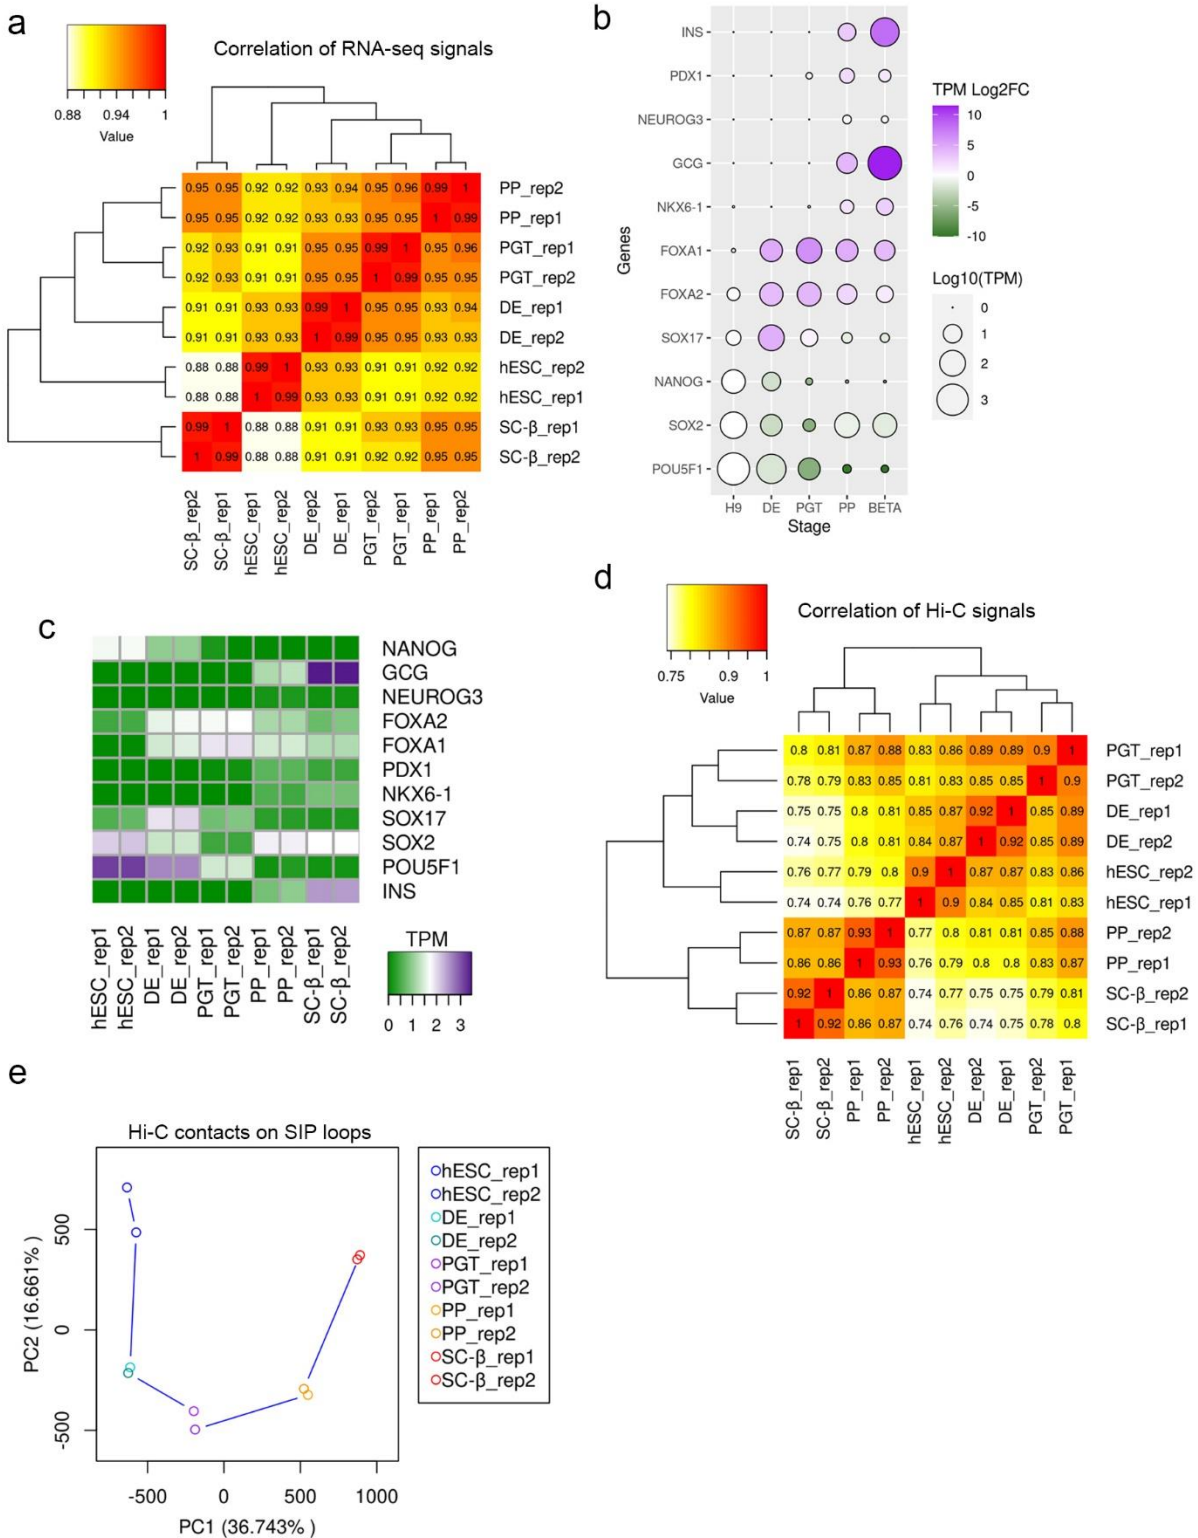

**Supplementary Fig. 2 | Reproducibility of RNA-seq and Hi-C data between replicates at different stages of differentiation.** **a** Correlation of RNA-seq signals between individual replicates. **b** Expression of marker genes for each differentiation stage based on RNA-seq data. **c** Correlation of marker gene expression between differentiation replicates. **d** Correlation of Hi-C data between independent replicates. **e** PCA analysis of Hi-C replicates.

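Supplementary Fig. 2a sets the RNA-seq libraries against each other, whereas the deposited means allow a correlation between stages only; the correlation between the replicates of a stage cannot be computed from them. Across the 49085 gene names, Pearson's r of log2-transformed mean TPM (pseudocount 1) between hESCs and the other stages was 0.932 for DE, 0.914 for PGT, 0.922 for PP and 0.874 for SC-β organoids. Successive stages had r of 0.955 (DE and PGT), 0.960 (PGT and PP) and 0.952 (PP and SC-β organoids). The remaining pairs had r of 0.939 (DE and PP), 0.9097 (DE and SC-β organoids) and 0.926 (PGT and SC-β organoids). These coefficients are across genes, which are not independent replicates, and many genes near 0 at every stage raise them. The largest move among these pairs was with Spearman's rho, from 0.922 to 0.8497 between hESCs and PP. Supplementary Fig. 2b and c use the marker genes, and Supplementary Fig. 2d and e use Hi-C, which is not analysed here.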

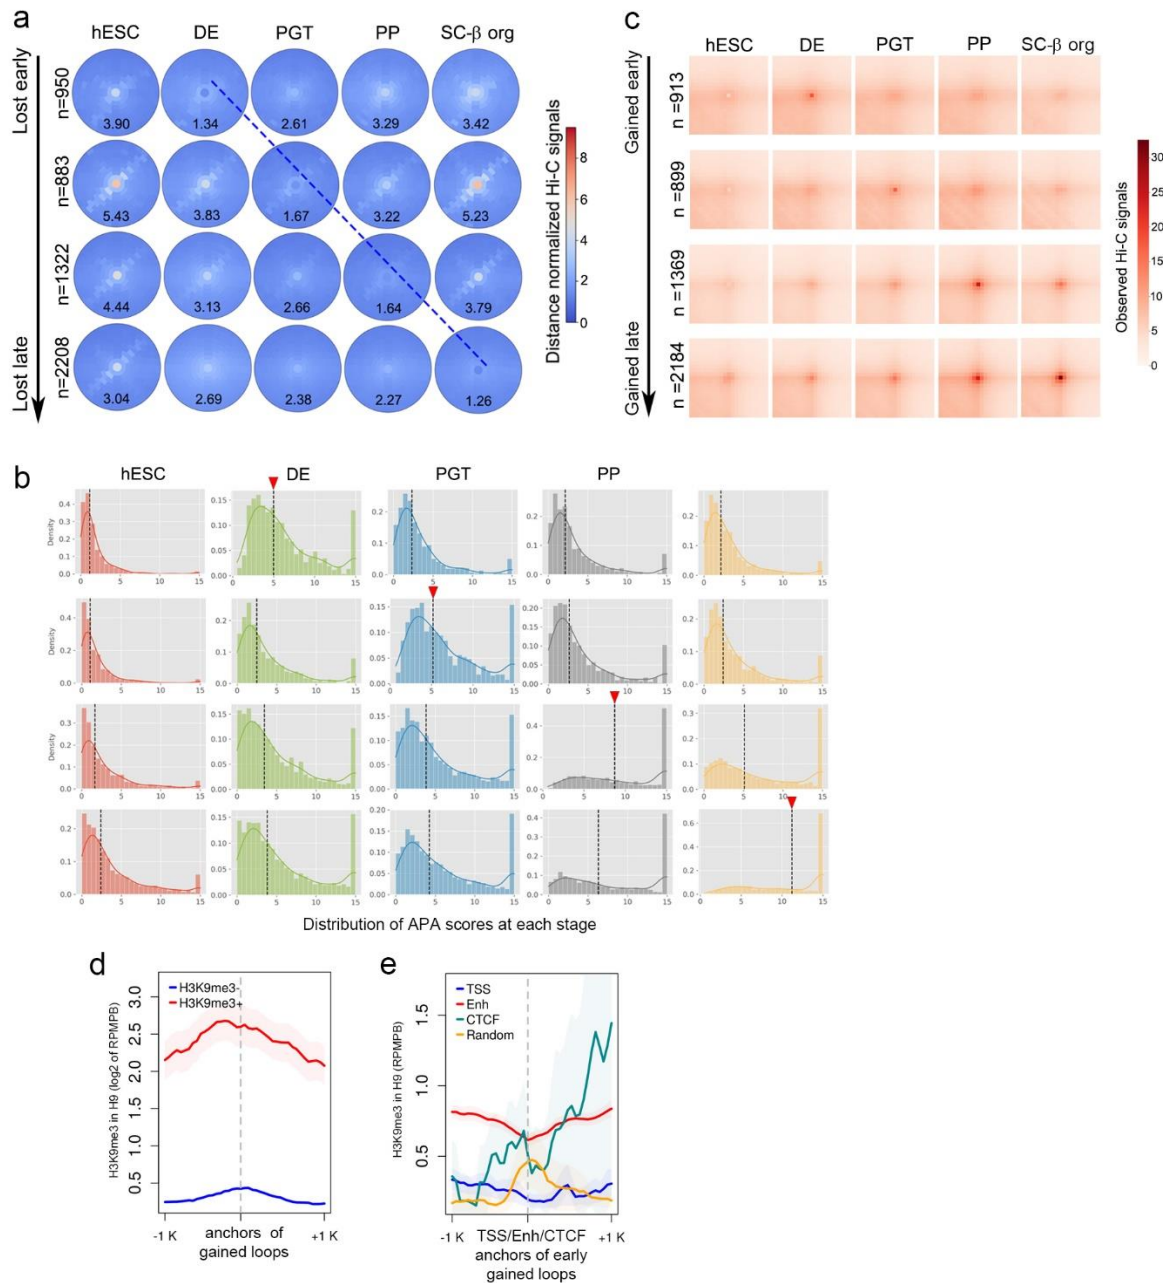

**Supplementary Fig. 3 | Examination of aggregate peak analysis (APA) plots obtained using SIPMeta.** **a** APA analyses of lost stage specific loops from Hi-C data obtained in cells at different stages during the differentiation of H9 hESCs into SC-β organoids. Each row shows CTCF loop APA values in cells at different stages for CTCF loops lost at each stage. For example, the top row shows APA values of CTCF loops present in H9 hESCs cells and lost in DE as well as the APA values of these CTCF loops at other stages of differentiation. **b** Histograms showing the distribution of fold changes of APA loop signal for all loop classes. **c** APA analysis of stage specific loops shown in Fig. 1a but using Hi-C data without distance normalization. **d** Average levels of H3K9me3 at CTCF loop anchors containing high or low levels of this histone modification. **e** Levels of H3K9me3 at CTCF loop anchors, adjacent enhancers and promoters, and random regions.

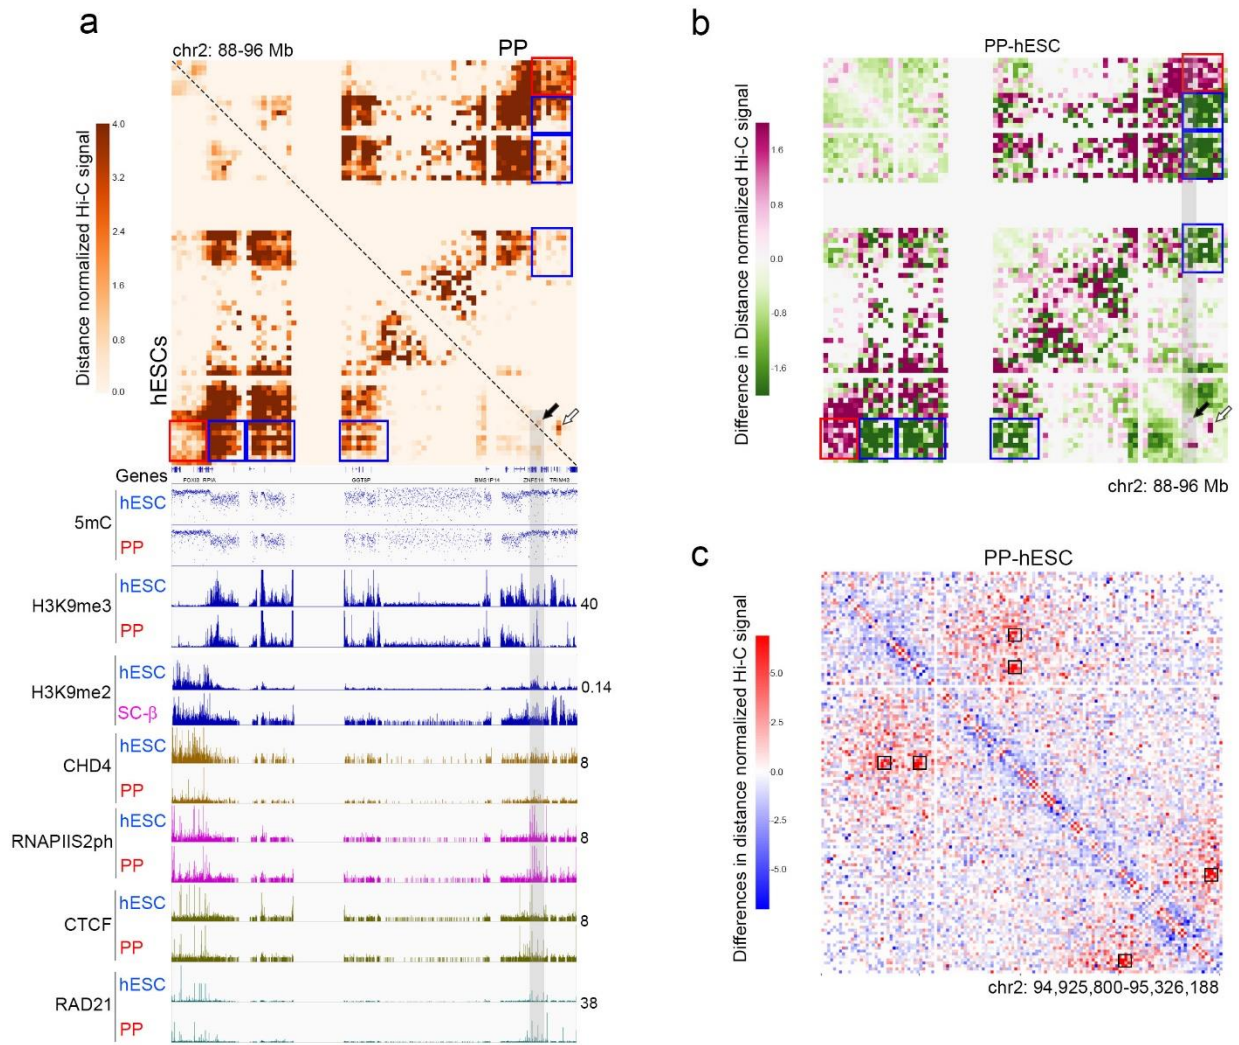

**Supplementary Fig. 4 | Analysis of Hi-C data from cells at different stages during the differentiation from hESCs to SC- $\beta$  organoids. **a** Changes in compartmental interactions (boxes) and CTCF loops (arrows) between PP cells and H9 hESCs. Distribution of several proteins, DNA methylation, and several histone modifications in PP and hESCs in the same region are also shown. **b** Subtraction heatmaps of Hi-C data showing gain (red squares) and loss (blue squares) of compartmental interactions between PP cells and H9 hESCs. **c** Subtraction Hi-C heatmap showing gain of CTCF loops (black squares) between PP cells and H9 hESCs.**

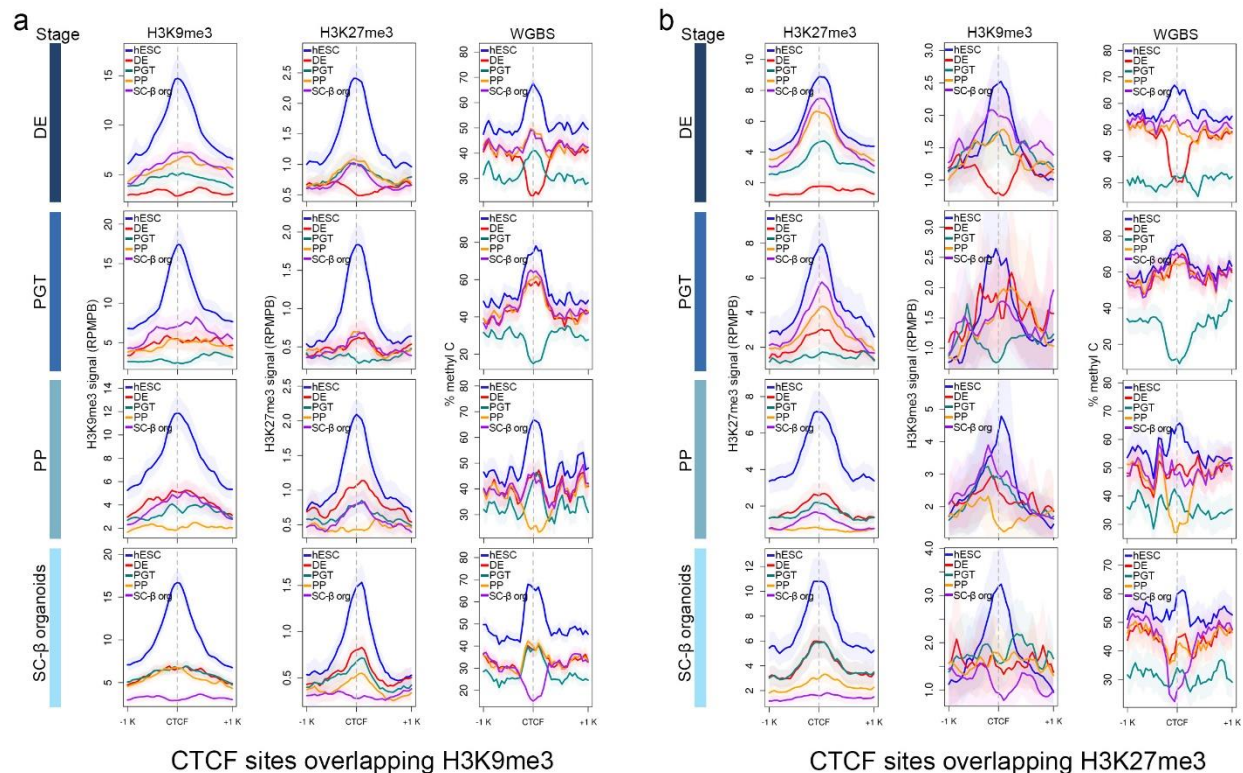

**Supplementary Fig. 5 | Changes in histone modifications and DNA methylation at CTCF loop anchors.** CTCF sites present at loop anchors were separated into those overlapping with peaks of H3K9me3 called by MACS and those overlapping H3K27me3 peaks. **a** CTCF loop anchors overlapping with H3K9me3 peaks also contain approximately 10-fold lower amounts of H3K27me3. Loop anchors active in each stage contained high levels of both histone modifications in hESCs. For each stage, both histone modifications are at their lowest levels at their active anchors, which become populated by both histone modifications at all subsequent stages. **b** CTCF loop anchors that overlap with H3K27me3 peaks also contain slightly lower but similar levels of H3K9me3. Both modifications decrease at loop anchors active at each stage and increase again at subsequent stages. Changes in DNA methylation show a higher correlation with changes in H3K9me3.

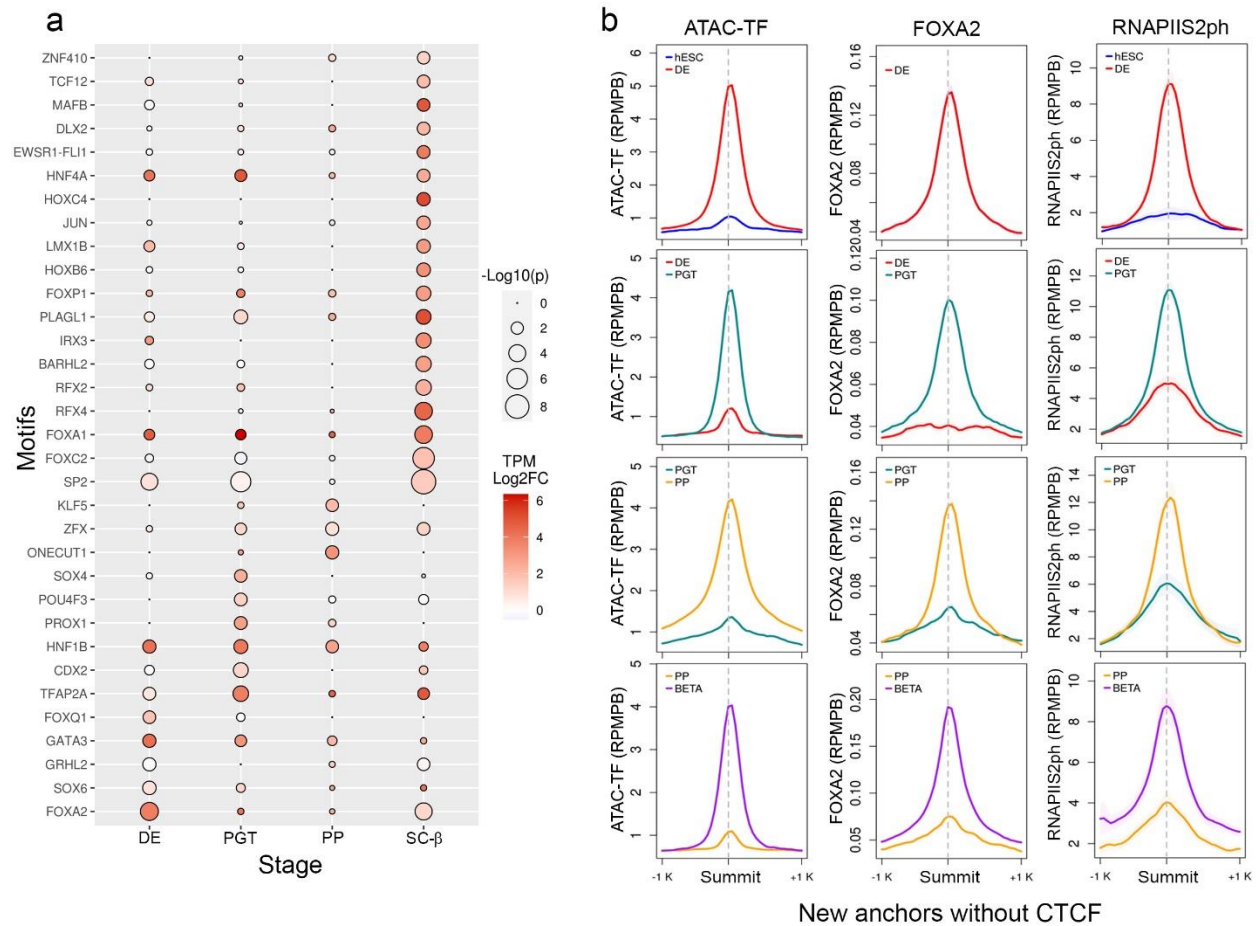

**Supplementary Fig. 6 | Changes during pancreatic cell differentiation at new stage specific anchors lacking CTCF. a** Analysis of TF binding motifs at the summits of ATAC-seq peaks present at 10 kb loop anchors lacking CTCF ChIP-seq peaks. **b** Changes in the distribution of chromatin accessibility, FOXA2, and RNAPII phosphorylated in Ser2 in ATAC-seq peaks located at loop anchors lacking CTCF.

**a** Enhancers and promoters at new anchors

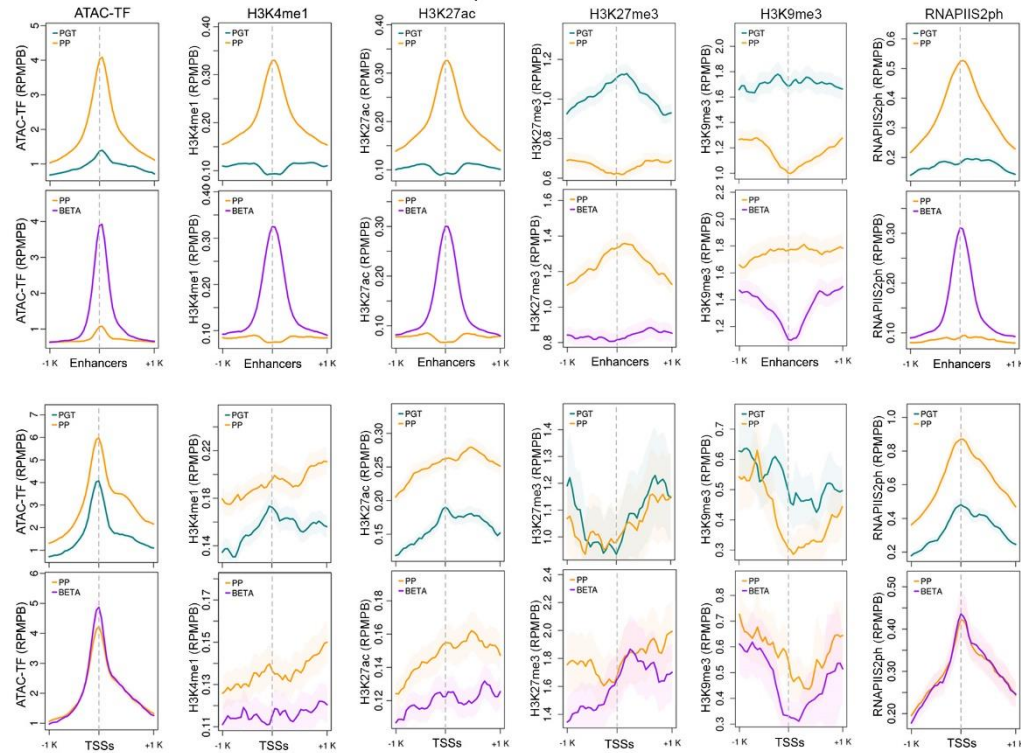

**b** Enhancers and promoters at old anchors

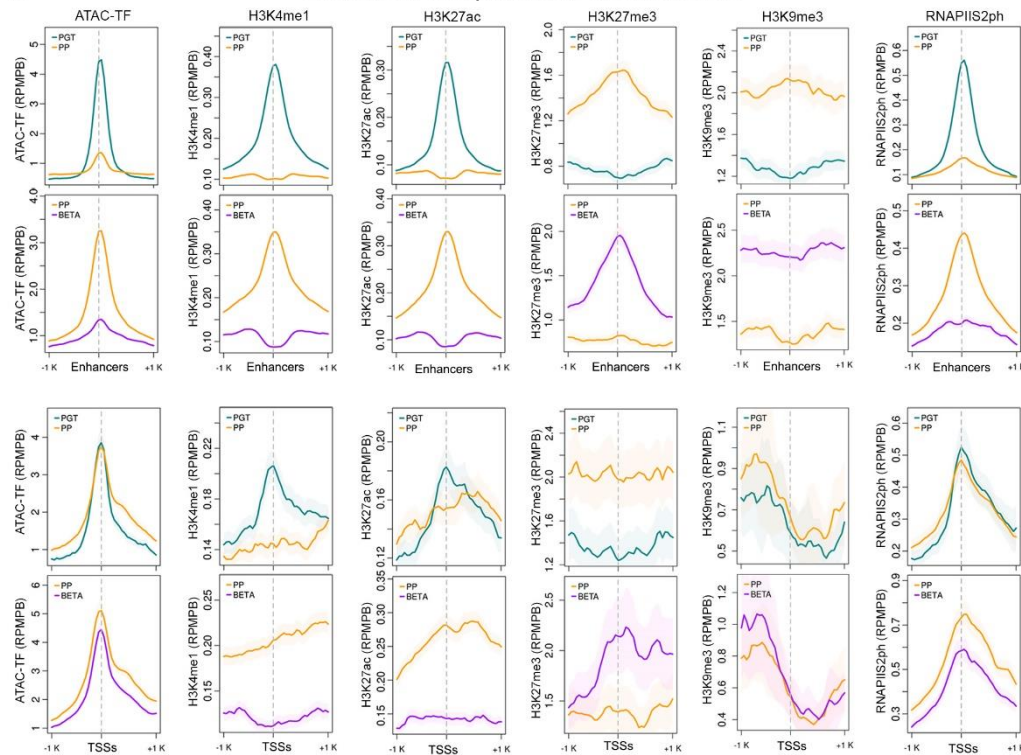

**Supplementary Fig. 7 | Chromatin changes at enhancers and TSSs adjacent to new and old CTCF loop anchors.** **a** Formation of CTCF loops by recruiting CTCF to new anchor sites correlates with an increase in ATAC-TF signal at adjacent enhancers and transcription start sites (TSSs). These enhancers also show increased H3K4me1, H3K27ac, and RNAPIIS2ph but decreased H3K9me3 and H3K27me3. Promoters show similar changes over broader regions. **b** Dissolution of CTCF loops by discarding previously used anchor sites. When this happens at a specific stage, enhancers and TSSs adjacent to discarded CTCF anchor sites lose ATAC-TF signal, H3K4me1, H3K27ac, and RNAPIIS2ph, while gaining H3K27me3 and H3K9me3, suggesting that loss of CTCF anchors correlates with inactivation of adjacent enhancers and promoters.

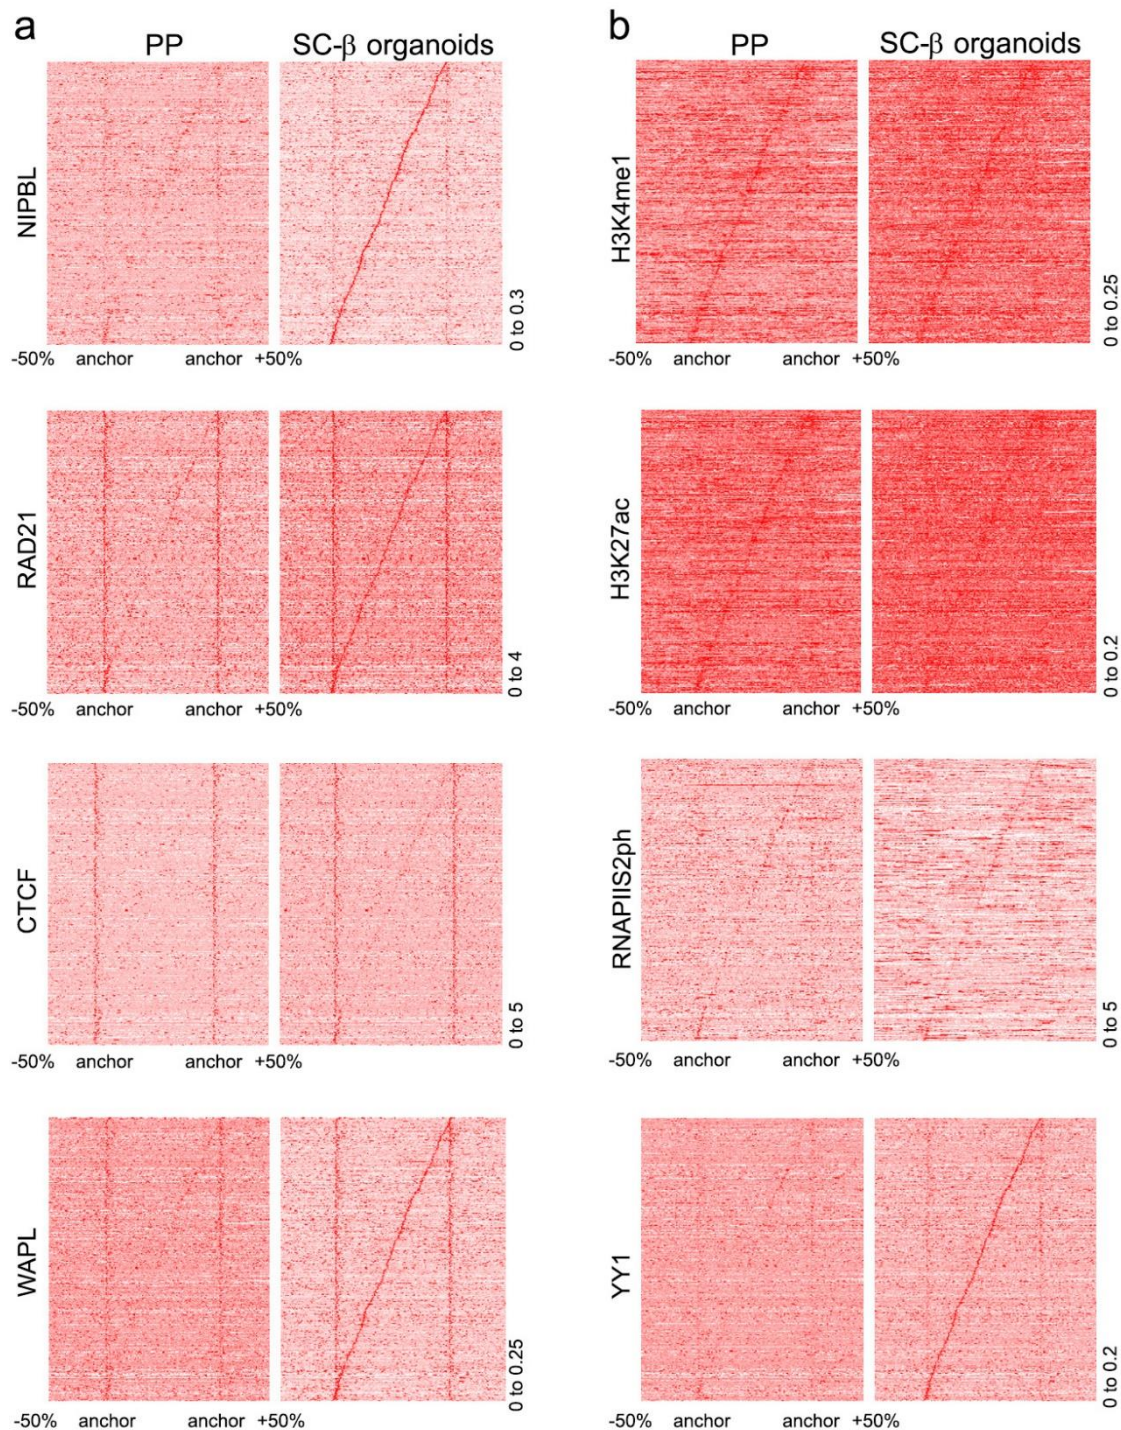

**Supplementary Fig. 8 | Distribution of various proteins at CTCF loop anchors and cohesin loading sites. a** Distribution of NIPBL, RAD21, CTCF and WAPL at loop anchors and loading sites of CTCF loops identified from Hi-C data present in SC- $\beta$  organoids but not in PP cells. **b** Distribution of H3K4me1, H3K27ac, RNAPIIS2ph, and YY1 at loop anchors and loading sites of CTCF loops identified from Hi-C data present in SC- $\beta$  organoids but not in PP cells.

# Supplementary material for: Regulation of CTCF loop formation during pancreatic cell differentiation
**Source:** Nat Commun. 2023 Oct 9;14:6314. doi: 10.1038/s41467-023-41964-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Quality control of Hi-C data. Each column indicates the name of each replicate for each of the samples corresponding to stages of differentiation of H9 hESCs into pancreatic cell progenitors, including definitive endoderm (DE), primitive gut tube-like (PGT), pancreatic progenitors (PP), and stem cell-derived  $\beta$ -cell organoids (SC- $\beta$  organoids). Rows indicate the number of read pairs obtained at different steps of data processing for each sample replicate.

# Supplementary material for: Regulation of CTCF loop formation during pancreatic cell differentiation
**Source:** Nat Commun. 2023 Oct 9;14:6314. doi: 10.1038/s41467-023-41964-6
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Description of all the commercial and open source analysis tools used in this study is listed in the Methods section of the paper

Data analysis For statistical analyses, we used R (R studio version 1.3.1093),  
For processing and analyzing next-gen sequencing data, we used the following tools and packages:  
Juicer (Durand et al., 2016) <https://github.com/theaidenlab/juicer/wiki>  
HiC-Pro (Servant, N., et al., 2015) <https://github.com/nservant/HiC-Pro>  
Juicebox (Durand et al., 2016) <http://aidenlab.org/juicebox/>  
MACS2.0 (Liu, 2014) <https://github.com/taoliu/MACS>  
Bowtie2 (Langmead, 2012) <https://bowtie-bio.sourceforge.net/bowtie2/index.shtml>  
HISAT2 (Kim, D et al., 2019) <https://github.com/DaehwanKimLab/hisat2>  
StringTie (Pertea, M et al., 2015) <https://ccb.jhu.edu/software/stringtie/>  
Bismark (Krueger F, 2011) <http://felixkrueger.github.io/Bismark/Docs/>  
SIP (Rowley MJ et al., 2020a) <https://github.com/PouletAxel/SIP>  
SIPMeta (Rowley MJ et al., 2020b) <https://github.com/PouletAxel/SIPMeta>  
Samtools (Li et al., 2009) <https://sourceforge.net/projects/samtools/files/>  
Picard Tools [http://picard.sourceforge.net/](http://picard.sourceforge.net;); <https://broadinstitute.github.io/picard/>  
TOPHAT2 (Kim et al., 2013) <https://github.com/infphilo/tophat>  
Cufflinks (Trapnell et al., 2010) <http://cole-trapnell-lab.github.io/cufflinks>  
DANPOS (Chen et al., 2013) <https://sites.google.com/site/danposdoc/install>  
bedtools (Quinlan, 2014) <http://bedtools.readthedocs.io/en/latest/>  
EdgeR (Robinson et al., 2010) <https://bioconductor.org/packages/release/bioc/html/edgeR.html/>

MANorm (Shao et al., 2012) <http://bcf.dfci.harvard.edu/~gcyuan/MANorm/MANorm.htm>  
 Wellington-bootstrap (Piper et al., 2013) <http://pythonhosted.org/pyDNase/>  
 Java treeview <https://sourceforge.net/projects/jtreeview/files/>  
 Cluster3 <http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm>  
 FIMO (Grant et al., 2011) <http://meme-suite.org/>  
 MEME (Bailey et al., 2006) <http://meme-suite.org/>  
 FitHiChIP (Bhattacharyya, S al., 2019) <https://ay-lab.github.io/HiChIP/>  
 Fit-Hi-C (Ay et al., 2014) <https://noble.gs.washington.edu/proj/fit-hi-c/>  
 For imaging analysis: ImageJ(<https://imagej.nih.gov/ij/>)  
 For flow cytometry analysis: FlowJo(v 10.3) (<https://www.flowjo.com/>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data sets generated in this study are deposited in the NCBI Gene Expression Omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo/>) under the following accession numbers. RNA-seq, ATAC-seq, ChIP-seq and CUT&Tag data are available under accession number GSE211101 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211101>). Hi-C data is available under accession number GSE210524 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210524>). HiChIP and MiChIP data are available under accession number GSE210525 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210525>). The various datasets reported in the manuscript can be visualized in the UCSC browser using the following link [https://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2%3A25160915%2D25168903&hgslid=1711140546\\_4oiO7H0pztEcMSrKRIpnSCYhbDET](https://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2%3A25160915%2D25168903&hgslid=1711140546_4oiO7H0pztEcMSrKRIpnSCYhbDET).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

We used sample sizes commonly accepted in the field for next-gen high-throughput genome-wide experiments. The number of cells used for each type of experiment is determined by the number of reads required for the analysis and/or the experimental conditions. For example, ATAC-seq experiments are normally performed using 50,000 cells to account for the standard concentration of Tn5 used in the assay (see refs. 83 and 84 in the manuscript). ChIP-seq experiments require around 500,000 cells whereas Micro-C and Hi-C experiments require 1-2 million cells (see ref. 91 in the manuscript). The use of two replicates is common practice in molecular biology and genomics, all quantitative data shown is an average of at least 2 independent experiments. See ENCODE recommendations at <https://www.encodeproject.org/data-standards/>

|                 |                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data were excluded from these analyses since all the data generated in this study passed quality control.                                                                   |
| Replication     | All experiments have at least two independent biological replicates. All attempts to replicate experiments were successful.                                                    |
| Randomization   | The study involves analyses of various types of genomics data in cells from specific stages of pancreatic differentiation. Thus, randomization is not applicable to our study. |
| Blinding        | Blinding is not applicable to our study, experiments and analyses were performed in parallel using standard procedures.                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Anti-RAD21 Abcam ab992  
 Anti-CTCF Abcam ab70303  
 Anti-YY1 Abcam ab109237  
 Anti-WAPL BETHYL A300-268A  
 Anti-NIPBL BETHYL A301-779A  
 Anti-cJun Abcam ab31419  
 Anti-RNAPII RPB1 Biolegend 920102  
 Anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) Abcam ab5095  
 Anti-SA1 BETHYL A302-579A  
 Anti-SA2 BETHYL A302-580A  
 Anti-CHD4 Abcam ab72418  
 Anti-FOXA2 Abcam ab256493  
 Anti-ESCO1 Sigma SAB1408225  
 Anti-H3K4me1 Abcam ab8895  
 Anti-H3K9me3 Abcam ab8898  
 Anti-H3K27ac Abcam ab4729  
 Anti-H3K9me2 Abcam ab1220  
 Anti-SOX17 R&D AF1924  
 Anti-PDX1 R&D AF2419  
 Anti-NKX6.1 DSHB F55A12  
 Anti-C-peptide DSHB GN-ID4  
 Anti-Glucagon R&D MAB1249-SP  
 Anti-HDAC8 Abcam ab190954  
 Chicken anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 Thermo A-21201  
 Goat Anti-Rat IgG H&L (Alexa Fluor® 488) Abcam ab150157  
 Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 Thermo A-11055

### Validation

All primary antibodies used in this study are commercially available and have been shown to react with the appropriate human proteins on the manufacturer's websites by Western blotting or other assays. All secondary antibodies used in this study are commercially available and have been validated by the manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

WA09 hESCs were obtained from Wicell (<https://www.wicell.org/home/stem-cells/catalog-of-stem-cell-lines/wa09.cmsx>)

### Authentication

Hi-C karyotyping and morphology

Mycoplasma contamination

Negative

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

To review GEO accession GSE211101:

Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211101>

Enter token szcjoastbulrwn into the box

To review GEO accession GSE210525:

Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210525>

Enter token ihkvysyktfobab into the box

To review GEO accession GSE210524:

Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210524>

Enter token mdejyugitknzgr into the box

Files in database submission

BETA\_Rep1\_RNASeq\_R1.fastq.gz  
 BETA\_Rep1\_RNASeq\_R2.fastq.gz  
 BETA\_Rep2\_RNASeq\_R1.fastq.gz  
 BETA\_Rep2\_RNASeq\_R2.fastq.gz  
 DE\_Rep1\_RNASeq\_R1.fastq.gz  
 DE\_Rep1\_RNASeq\_R2.fastq.gz  
 DE\_Rep2\_RNASeq\_R1.fastq.gz  
 DE\_Rep2\_RNASeq\_R2.fastq.gz  
 H9\_Rep1\_RNASeq\_R1.fastq.gz  
 H9\_Rep1\_RNASeq\_R2.fastq.gz  
 H9\_Rep2\_RNASeq\_R1.fastq.gz  
 H9\_Rep2\_RNASeq\_R2.fastq.gz  
 PGT\_Rep1\_RNASeq\_R1.fastq.gz  
 PGT\_Rep1\_RNASeq\_R2.fastq.gz  
 PGT\_Rep2\_RNASeq\_R1.fastq.gz  
 PGT\_Rep2\_RNASeq\_R2.fastq.gz  
 PH\_Rep1\_RNASeq\_R1.fastq.gz  
 PH\_Rep1\_RNASeq\_R2.fastq.gz  
 PH\_Rep2\_RNASeq\_R1.fastq.gz  
 PH\_Rep2\_RNASeq\_R2.fastq.gz  
 PP\_Rep1\_RNASeq\_R1.fastq.gz  
 PP\_Rep1\_RNASeq\_R2.fastq.gz  
 PP\_Rep2\_RNASeq\_R1.fastq.gz  
 PP\_Rep2\_RNASeq\_R2.fastq.gz  
 BETA\_omniATAC\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_omniATAC\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_omniATAC\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_omniATAC\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_omniATAC\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 PGT\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 PP\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 PP\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 H9\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 H9\_DpnII\_HiC\_Rep2\_R2.fastq.gz

DE\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 DE\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 DE\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 PP\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 DE\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 BETA\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 PP\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 PH\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 PH\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 BETA\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 PGT\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 PGT\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 PH\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 BETA\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 BETA\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 PH\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 H9\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 H9\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 DE\_omniATAC\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_omniATAC\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_omniATAC\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_omniATAC\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_omniATAC\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_omniATAC\_Rep2\_2lanescomb\_R1.fastq.gz  
 PGT\_omniATAC\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_omniATAC\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_omniATAC\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_omniATAC\_Rep2\_2lanescomb\_R1.fastq.gz  
 PP\_omniATAC\_Rep2\_2lanescomb\_R2.fastq.gz  
 BETA\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R1.fastq.gz  
 PGT\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R2.fastq.gz  
 PH\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_Chld4\_live\_Cuttag\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R1.fastq.gz  
 PP\_Chld4\_live\_Cuttag\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_ChIPmentation\_Input\_R2.fastq.gz  
 BETA\_ChIPmentation\_Input\_R2.fastq.gz  
 BETA\_ChIPmentation\_Input\_R1.fastq.gz  
 PGT\_ChIPmentation\_Input\_R1.fastq.gz  
 PH\_ChIPmentation\_Input\_R2.fastq.gz  
 PH\_ChIPmentation\_Input\_R1.fastq.gz  
 PP\_ChIPmentation\_Input\_R2.fastq.gz  
 PP\_ChIPmentation\_Input\_R1.fastq.gz  
 PGT\_ChIPmentation\_Input\_R2.fastq.gz  
 DE\_ChIPmentation\_Input\_R2.fastq.gz  
 DE\_ChIPmentation\_Input\_R1.fastq.gz  
 H9\_ChIPmentation\_Input\_R1.fastq.gz  
 BETA\_cJun\_CPmnt.2lanescombed\_R1.fastq.gz  
 BETA\_cJun\_CPmnt.2lanescombed\_R2.fastq.gz  
 DE\_cJun\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_cJun\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_cJun\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_cJun\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_cJun\_CPmnt.2lanescombed\_R1.fastq.gz  
 H9\_cJun\_CPmnt.2lanescombed\_R2.fastq.gz  
 PH\_cJun\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_cJun\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_cJun\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz

PH\_cJun\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PH-CTCF-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PH-CTCF-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 BETA-CTCF-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 BETA-CTCF-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PP-CTCF-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PP-CTCF-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 H9-CTCF-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 H9-CTCF-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PGT-CTCF-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PGT-CTCF-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 DE-CTCF-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 DE-CTCF-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 BETA\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_FOXA2\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_FOXA2\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_FOXA2\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_FOXA2\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT-FOXA2-CPmnt-Rep2\_S1\_L001\_R1\_001.fastq.gz  
 PGT-FOXA2-CPmnt-Rep2\_S1\_L001\_R2\_001.fastq.gz  
 PGT-FOXA2-CPmnt-Rep2\_S1\_L002\_R1\_001.fastq.gz  
 PGT-FOXA2-CPmnt-Rep2\_S1\_L002\_R2\_001.fastq.gz  
 PH\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_FOXA2\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_FOXA2\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_FOXA2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP-FOXA2-CPmnt-Rep2\_S2\_L001\_R1\_001.fastq.gz  
 PP-FOXA2-CPmnt-Rep2\_S2\_L001\_R2\_001.fastq.gz  
 PP-FOXA2-CPmnt-Rep2\_S2\_L002\_R1\_001.fastq.gz  
 PP-FOXA2-CPmnt-Rep2\_S2\_L002\_R2\_001.fastq.gz  
 BETA\_H3K9me2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K9me2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_H3K9me2\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K9me2\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_H3K9me2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_H3K9me2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_H3K9me2\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_H3K9me2\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_H3K9me2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_H3K9me2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_H3K9me2\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_H3K9me2\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PH\_H3K9me2\_CPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_H3K9me2\_CPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_H3K9me2\_CPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_H3K9me2\_CPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 BETA-H3K9me3-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 BETA-H3K9me3-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 DE-H3K9me3-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 DE-H3K9me3-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 H9-H3K9me3-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 H9-H3K9me3-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PGT-H3K9me3-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PGT-H3K9me3-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PH-H3K9me3-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PH-H3K9me3-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PP-H3K9me3-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PP-H3K9me3-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 BETA\_H3K9me3\_ChIPmentation\_R1.fastq.gz  
 BETA\_H3K9me3\_ChIPmentation\_R2.fastq.gz  
 DE\_H3K9me3\_ChIPmentation\_R1.fastq.gz  
 DE\_H3K9me3\_ChIPmentation\_R2.fastq.gz  
 H9\_H3K9me3\_ChIPmentation\_R1.fastq.gz  
 H9\_H3K9me3\_ChIPmentation\_R2.fastq.gz  
 PGT\_H3K9me3\_ChIPmentation\_R1.fastq.gz  
 PGT\_H3K9me3\_ChIPmentation\_R2.fastq.gz  
 PH\_H3K9me3\_ChIPmentation\_R1.fastq.gz  
 PH\_H3K9me3\_ChIPmentation\_R2.fastq.gz  
 PP\_H3K9me3\_ChIPmentation\_R1.fastq.gz

PP\_H3K9me3\_ChIPmentation\_R2.fastq.gz  
 BETA\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_NIPBL\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_NIPBL\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_NIPBL\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_NIPBL\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_NIPBL\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_NIPBL\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_NIPBL\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_NIPBL\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_NIPBL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA-Rad21-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 BETA-Rad21-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 DE-Rad21-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 DE-Rad21-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 H9-Rad21-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 H9-Rad21-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PGT-Rad21-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PGT-Rad21-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PH-Rad21-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PH-Rad21-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PP-Rad21-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PP-Rad21-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 DE\_CTCF\_ChIP\_Rep\_R1.rightidx.fastq.gz  
 DE\_CTCF\_ChIP\_Rep\_R2.rightidx.fastq.gz  
 H9\_CTCF\_ChIP\_Rep\_R1.rightidx.fastq.gz  
 H9\_CTCF\_ChIP\_Rep\_R2.rightidx.fastq.gz  
 PGT\_CTCF\_ChIP\_Rep\_R1.rightidx.fastq.gz  
 PGT\_CTCF\_ChIP\_Rep\_R2.rightidx.fastq.gz  
 PP\_CTCF\_ChIPmentation\_R1.fastq.gz  
 PP\_CTCF\_ChIPmentation\_R2.fastq.gz  
 BETA-S2P-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 BETA-S2P-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 DE-S2P-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 DE-S2P-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 H9-S2P-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 H9-S2P-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PGT-S2P-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PGT-S2P-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PH-S2P-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PH-S2P-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 PP-S2P-CPmnt-Rep2\_2lanesComb\_R1.fastq.gz  
 PP-S2P-CPmnt-Rep2\_2lanesComb\_R2.fastq.gz  
 BETA\_S2P\_ChIP\_Rep\_R1.rightidx.fastq.gz  
 BETA\_S2P\_ChIP\_Rep\_R2.rightidx.fastq.gz  
 PH\_S2P\_ChIP\_Rep\_R1.rightidx.fastq.gz  
 PH\_S2P\_ChIP\_Rep\_R2.rightidx.fastq.gz  
 BETA\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_WAPL\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_WAPL\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_WAPL\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_WAPL\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_WAPL\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_WAPL\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_WAPL\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_WAPL\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz

PP\_WAPL\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_YY1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_YY1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_YY1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_YY1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_YY1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_YY1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_YY1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_YY1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_YY1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_YY1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_YY1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_YY1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_YY1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_YY1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_YY1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_YY1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_YY1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_YY1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_YY1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_YY1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PP\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PGT\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 BETA\_ESCO1\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_ESCO1\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PP\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PGT\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 H9\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 DE\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 BETA\_HDAC8\_CPMnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_HDAC8\_CPMnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PGT\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PH\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz

PH\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_H3K27ac\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PP\_H3K27ac\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 BETA\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PGT\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PH\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_H3K4me1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PP\_H3K4me1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 BETA\_H3K9me3\_HiCPmnt\_Rep1\_R1.fastq.gz  
 BETA\_H3K9me3\_HiCPmnt\_Rep1\_R2.fastq.gz  
 BETA\_H3K9me3\_HiCPmnt\_Rep2\_R1.fastq.gz  
 BETA\_H3K9me3\_HiCPmnt\_Rep2\_R2.fastq.gz  
 DE\_H3K9me3\_HiCPmnt\_Rep1\_R1.fastq.gz  
 DE\_H3K9me3\_HiCPmnt\_Rep1\_R2.fastq.gz  
 DE\_H3K9me3\_HiCPmnt\_Rep2\_R1.fastq.gz  
 DE\_H3K9me3\_HiCPmnt\_Rep2\_R2.fastq.gz  
 H9\_H3K9me3\_HiCPmnt\_Rep1\_R1.fastq.gz  
 H9\_H3K9me3\_HiCPmnt\_Rep1\_R2.fastq.gz  
 H9\_H3K9me3\_HiCPmnt\_Rep2\_R1.fastq.gz  
 H9\_H3K9me3\_HiCPmnt\_Rep2\_R2.fastq.gz  
 PGT\_H3K9me3\_HiCPmnt\_Rep1\_R1.fastq.gz  
 PGT\_H3K9me3\_HiCPmnt\_Rep1\_R2.fastq.gz  
 PGT\_H3K9me3\_HiCPmnt\_Rep2\_R1.fastq.gz  
 PGT\_H3K9me3\_HiCPmnt\_Rep2\_R2.fastq.gz  
 PH\_H3K9me3\_HiCPmnt\_Rep1\_R1.fastq.gz  
 PH\_H3K9me3\_HiCPmnt\_Rep1\_R2.fastq.gz  
 PH\_H3K9me3\_HiCPmnt\_Rep2\_R1.fastq.gz  
 PH\_H3K9me3\_HiCPmnt\_Rep2\_R2.fastq.gz  
 PP\_H3K9me3\_HiCPmnt\_Rep1\_R1.fastq.gz  
 PP\_H3K9me3\_HiCPmnt\_Rep1\_R2.fastq.gz  
 PP\_H3K9me3\_HiCPmnt\_Rep2\_R1.fastq.gz  
 PP\_H3K9me3\_HiCPmnt\_Rep2\_R2.fastq.gz  
 BETA\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R1.fastq.gz  
 BETA\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R2.fastq.gz  
 BETA\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R1.fastq.gz  
 BETA\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R2.fastq.gz  
 DE\_PolIII\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_PolIII\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R1.fastq.gz  
 H9\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R2.fastq.gz  
 H9\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R1.fastq.gz  
 H9\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R2.fastq.gz  
 PGT\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R1.fastq.gz  
 PGT\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R2.fastq.gz  
 PGT\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R1.fastq.gz  
 PGT\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R2.fastq.gz  
 PH\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R1.fastq.gz  
 PH\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R2.fastq.gz  
 PH\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R1.fastq.gz  
 PH\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R2.fastq.gz  
 PP\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R1.fastq.gz  
 PP\_PolIII\_HiCPmnt\_Rep1\_2Novaseqcomb\_R2.fastq.gz  
 PP\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R1.fastq.gz  
 PP\_PolIII\_HiCPmnt\_Rep2\_2Novaseqcomb\_R2.fastq.gz  
 H9\_S2P\_HiCPmnt\_Rep1\_R1.fastq.gz

H9\_S2P\_HiCPmnt\_Rep1\_R2.fastq.gz  
 BETA\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PGT\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PH\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_SA1\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PP\_SA1\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 BETA\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 BETA\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 DE\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 H9\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PGT\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PGT\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PH\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PH\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PH\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PH\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 PP\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_SA2\_HiCPmnt\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R1.fastq.gz  
 PP\_SA2\_HiCPmnt\_Rep2\_2lanescomb\_R2.fastq.gz  
 BETA\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_H3K27ac\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 BETA\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 BETA\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 DE\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 DE\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 H9\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 H9\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 PGT\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 PP\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R1.fastq.gz  
 PP\_H3K4me1\_DSG\_MiCP\_Rep1\_2lanescomb\_R2.fastq.gz  
 PGT\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 PGT\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 PP\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 PP\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 H9\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 H9\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 DE\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 DE\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 DE\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 PP\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 DE\_DpnII\_HiC\_Rep1\_R2.fastq.gz

BETA\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 PP\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 PH\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 PH\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 BETA\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 PGT\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 PGT\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 PH\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 BETA\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 BETA\_DpnII\_HiC\_Rep2\_R1.fastq.gz  
 PH\_DpnII\_HiC\_Rep2\_R2.fastq.gz  
 H9\_DpnII\_HiC\_Rep1\_R1.fastq.gz  
 H9\_DpnII\_HiC\_Rep1\_R2.fastq.gz  
 BETA\_ATACRep5.normbyinput.qnorm\_100bp.bw  
 BETA\_Chd4\_live\_Cuttag.normbyinput.qnorm\_100bp.bw  
 BETA\_ChIPmentation\_Input.scalettoCTCF.RPM.bw  
 BETA\_cJun.normbyinput.qnorm\_100bp.bw  
 BETA\_CTCF.normbyinput.qnorm\_100bp.bw  
 BETA\_ESCO1.normbyinput.qnorm\_100bp.bw  
 BETA\_FOXA2.normbyinput.qnorm\_100bp.bw  
 BETA\_H3K9me2.normbyinput.qnorm\_100bp.bw  
 BETA\_H3K9me3.normbyinput.qnorm\_100bp.bw  
 BETA\_HDAC8.normbyinput.qnorm\_100bp.bw  
 BETA\_NIPBL.normbyinput.qnorm\_100bp.bw  
 BETA\_Rad21.normbyinput.qnorm\_100bp.bw  
 BETA\_RNASeq.2Reps.RPM.bw  
 BETA\_S2P.normbyinput.qnorm\_100bp.bw  
 BETA\_WAPL.normbyinput.qnorm\_100bp.bw  
 BETA\_YY1.normbyinput.qnorm\_100bp.bw  
 DE\_ATACRep5.normbyinput.qnorm\_100bp.bw  
 DE\_Chd4\_live\_Cuttag.normbyinput.qnorm\_100bp.bw  
 DE\_ChIPmentation\_Input.scalettoCTCF.RPM.bw  
 DE\_cJun.normbyinput.qnorm\_100bp.bw  
 DE\_CTCF.normbyinput.qnorm\_100bp.bw  
 DE\_ESCO1.normbyinput.qnorm\_100bp.bw  
 DE\_FOXA2.normbyinput.qnorm\_100bp.bw  
 DE\_H3K9me2.normbyinput.qnorm\_100bp.bw  
 DE\_H3K9me3.normbyinput.qnorm\_100bp.bw  
 DE\_HDAC8.normbyinput.qnorm\_100bp.bw  
 DE\_NIPBL.normbyinput.qnorm\_100bp.bw  
 DE\_Rad21.normbyinput.qnorm\_100bp.bw  
 DE\_RNASeq.2Reps.RPM.bw  
 DE\_S2P.normbyinput.qnorm\_100bp.bw  
 DE\_WAPL.normbyinput.qnorm\_100bp.bw  
 DE\_YY1.normbyinput.qnorm\_100bp.bw  
 H9\_Chd4\_live\_Cuttag.normbyinput.qnorm\_100bp.bw  
 H9\_ChIPmentation\_Input.scalettoCTCF.RPM.bw  
 H9\_cJun.normbyinput.qnorm\_100bp.bw  
 H9\_CTCF.normbyinput.qnorm\_100bp.bw  
 H9\_ESCO1.normbyinput.qnorm\_100bp.bw  
 H9\_H3K9me2.normbyinput.qnorm\_100bp.bw  
 H9\_H3K9me3.normbyinput.qnorm\_100bp.bw  
 H9\_HDAC8.normbyinput.qnorm\_100bp.bw  
 H9\_NIPBL.normbyinput.qnorm\_100bp.bw  
 H9\_Rad21.normbyinput.qnorm\_100bp.bw  
 H9\_RNASeq.2Reps.RPM.bw  
 H9\_S2P.normbyinput.qnorm\_100bp.bw  
 H9\_WAPL.normbyinput.qnorm\_100bp.bw  
 H9\_YY1.normbyinput.qnorm\_100bp.bw  
 PGT\_ATACRep5.normbyinput.qnorm\_100bp.bw  
 PGT\_Chd4\_live\_Cuttag.normbyinput.qnorm\_100bp.bw  
 PGT\_ChIPmentation\_Input.scalettoCTCF.RPM.bw  
 PGT\_CTCF.normbyinput.qnorm\_100bp.bw  
 PGT\_ESCO1.normbyinput.qnorm\_100bp.bw  
 PGT\_FOXA2.normbyinput.qnorm\_100bp.bw  
 PGT\_H3K9me3.normbyinput.qnorm\_100bp.bw  
 PGT\_HDAC8.normbyinput.qnorm\_100bp.bw  
 PGT\_NIPBL.normbyinput.qnorm\_100bp.bw  
 PGT\_Rad21.normbyinput.qnorm\_100bp.bw  
 PGT\_RNASeq.2Reps.RPM.bw  
 PGT\_S2P.normbyinput.qnorm\_100bp.bw  
 PGT\_WAPL.normbyinput.qnorm\_100bp.bw  
 PGT\_YY1.normbyinput.qnorm\_100bp.bw  
 PH\_Chd4\_live\_Cuttag.normbyinput.qnorm\_100bp.bw  
 PH\_ChIPmentation\_Input.scalettoCTCF.RPM.bw  
 PH\_cJun.normbyinput.qnorm\_100bp.bw

PH\_CTCF.normbyinput.qnorm\_100bp.bw  
 PH\_FOXA2.normbyinput.qnorm\_100bp.bw  
 PH\_H3K9me2.normbyinput.qnorm\_100bp.bw  
 PH\_H3K9me3.normbyinput.qnorm\_100bp.bw  
 PH\_NIPBL.normbyinput.qnorm\_100bp.bw  
 PH\_Rad21.normbyinput.qnorm\_100bp.bw  
 PH\_RNASeq.2Reps.RPM.bw  
 PH\_S2P.normbyinput.qnorm\_100bp.bw  
 PH\_WAPL.normbyinput.qnorm\_100bp.bw  
 PH\_YY1.normbyinput.qnorm\_100bp.bw  
 PP\_ATACRep5.normbyinput.qnorm\_100bp.bw  
 PP\_Chld4\_live\_Cuttag.normbyinput.qnorm\_100bp.bw  
 PP\_ChIPmentation\_Input.scalettoCTCF.RPM.bw  
 PP\_CTCF.normbyinput.qnorm\_100bp.bw  
 PP\_ESCO1.normbyinput.qnorm\_100bp.bw  
 PP\_FOXA2.normbyinput.qnorm\_100bp.bw  
 PP\_H3K9me3.normbyinput.qnorm\_100bp.bw  
 PP\_HDAC8.normbyinput.qnorm\_100bp.bw  
 PP\_NIPBL.normbyinput.qnorm\_100bp.bw  
 PP\_Rad21.normbyinput.qnorm\_100bp.bw  
 PP\_RNASeq.2Reps.RPM.bw  
 PP\_S2P.normbyinput.qnorm\_100bp.bw  
 PP\_WAPL.normbyinput.qnorm\_100bp.bw  
 PP\_YY1.normbyinput.qnorm\_100bp.bw  
 BETA\_H3K27ac\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 BETA\_H3K4me1\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 DE\_H3K27ac\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 DE\_H3K4me1\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 H9\_H3K27ac\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 H9\_H3K4me1\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 PGT\_H3K27ac\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 PGT\_H3K4me1\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 PP\_H3K27ac\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 PP\_H3K4me1\_HiCPsg.normbyinput.qnorm\_100bp.bw  
 BETA\_ALL.ATAC.bowtie2.NFR115.p0.001\_peaks.narrowPeak  
 BETA\_Chld4\_live\_Cuttag.p0.00001\_peaks.narrowPeak  
 BETA\_cJun\_CPmnt.p0.001\_peaks.narrowPeak  
 BETA-CTCF-CPmnt-Rep2\_ChIP.p0.00001\_peaks.narrowPeak  
 BETA\_ESCO1\_CPmnt\_peaks.narrowPeak  
 BETA\_FOXA2\_CPmnt.p0.00001\_peaks.narrowPeak  
 BETA\_H3K9me2\_CPmnt.p0.00001\_peaks.narrowPeak  
 BETA\_H3K9me3\_ChIPmentation\_peaks.broadPeak  
 BETA\_HDAC8\_CPmnt\_peaks.narrowPeak  
 BETA\_NIPBL\_CPmnt.p0.00001\_peaks.narrowPeak  
 BETA\_Rad21\_ChIP\_peaks.narrowPeak  
 BETA\_S2P\_ChIP\_Rep\_peaks.narrowPeak  
 BETA\_WAPL\_CPmnt.p0.00001\_peaks.narrowPeak  
 BETA\_YY1\_CPmnt.p0.00001\_peaks.narrowPeak  
 DE\_ALL.ATAC.bowtie2.NFR115.p0.001\_peaks.narrowPeak  
 DE\_Chld4\_live\_Cuttag.p0.00001\_peaks.narrowPeak  
 DE\_cJun\_CPmnt.p0.001\_peaks.narrowPeak  
 DE-CTCF-CPmnt-Rep2\_ChIP.p0.00001\_peaks.narrowPeak  
 DE\_ESCO1\_CPmnt\_peaks.narrowPeak  
 DE\_FOXA2\_CPmnt.p0.00001\_peaks.narrowPeak  
 DE\_H3K9me2\_CPmnt.p0.00001\_peaks.narrowPeak  
 DE\_H3K9me3\_ChIPmentation\_peaks.broadPeak  
 DE\_HDAC8\_CPmnt\_peaks.narrowPeak  
 DE\_NIPBL\_CPmnt.p0.00001\_peaks.narrowPeak  
 DE\_Rad21\_ChIP\_peaks.narrowPeak  
 DE\_S2P\_ChIP\_peaks.narrowPeak  
 DE\_WAPL\_CPmnt.p0.00001\_peaks.narrowPeak  
 DE\_YY1\_CPmnt.p0.00001\_peaks.narrowPeak  
 H9\_Chld4\_live\_Cuttag.p0.00001\_peaks.narrowPeak  
 H9\_cJun\_CPmnt.p0.001\_peaks.narrowPeak  
 H9-CTCF-CPmnt-Rep2\_ChIP.p0.00001\_peaks.narrowPeak  
 H9\_DE\_PGT\_PP\_PH\_BETA.gene.meanTPM.genenamesorted  
 H9\_ESCO1\_CPmnt\_peaks.narrowPeak  
 H9\_H3K9me2\_CPmnt.p0.00001\_peaks.narrowPeak  
 H9\_H3K9me3\_ChIPmentation\_peaks.broadPeak  
 H9\_HDAC8\_CPmnt\_peaks.narrowPeak  
 H9\_NIPBL\_CPmnt.p0.00001\_peaks.narrowPeak  
 H9\_Rad21\_ChIP\_peaks.narrowPeak  
 H9\_S2P\_ChIP\_peaks.narrowPeak  
 H9\_WAPL\_CPmnt.p0.00001\_peaks.narrowPeak  
 H9\_YY1\_CPmnt.p0.00001\_peaks.narrowPeak  
 PGT\_ALL.ATAC.bowtie2.NFR115.p0.001\_peaks.narrowPeak

PGT\_Chld4\_live\_Cuttag.p0.00001\_peaks.narrowPeak  
 PGT-CTCF-CPmnt-Rep2\_ChIP.p0.00001\_peaks.narrowPeak  
 PGT\_ESCO1\_CPmnt\_peaks.narrowPeak  
 PGT\_FOXA2\_CPmnt.p0.00001\_peaks.narrowPeak  
 PGT\_H3K9me3\_ChIPmentation\_peaks.broadPeak  
 PGT\_HDAC8\_CPmnt\_peaks.narrowPeak  
 PGT\_NIPBL\_CPmnt.p0.00001\_peaks.narrowPeak  
 PGT\_Rad21\_ChIP\_peaks.narrowPeak  
 PGT\_S2P\_ChIP\_peaks.narrowPeak  
 PGT\_WAPL\_CPmnt.p0.00001\_peaks.narrowPeak  
 PGT\_YY1\_CPmnt.p0.00001\_peaks.narrowPeak  
 PH\_Chld4\_live\_Cuttag.p0.00001\_peaks.narrowPeak  
 PH\_cJun\_CPmnt.p0.001\_peaks.narrowPeak  
 PH-CTCF-CPmnt-Rep2\_ChIP.p0.00001\_peaks.narrowPeak  
 PH\_FOXA2\_CPmnt.p0.00001\_peaks.narrowPeak  
 PH\_H3K9me2\_CPmnt.p0.00001\_peaks.narrowPeak  
 PH\_H3K9me3\_ChIPmentation\_peaks.broadPeak  
 PH\_NIPBL\_CPmnt.p0.00001\_peaks.narrowPeak  
 PH\_Rad21\_ChIP\_peaks.narrowPeak  
 PH\_S2P\_ChIP\_Rep\_peaks.narrowPeak  
 PH\_WAPL\_CPmnt.p0.00001\_peaks.narrowPeak  
 PH\_YY1\_CPmnt.p0.00001\_peaks.narrowPeak  
 PP\_ALL.ATAC.bowtie2.NFR115.p0.001\_peaks.narrowPeak  
 PP\_Chld4\_live\_Cuttag.p0.00001\_peaks.narrowPeak  
 PP-CTCF-CPmnt-Rep2\_ChIP.p0.00001\_peaks.narrowPeak  
 PP\_ESCO1\_CPmnt\_peaks.narrowPeak  
 PP\_FOXA2\_CPmnt.p0.00001\_peaks.narrowPeak  
 PP\_H3K9me3\_ChIPmentation\_peaks.broadPeak  
 PP\_HDAC8\_CPmnt\_peaks.narrowPeak  
 PP\_NIPBL\_CPmnt.p0.00001\_peaks.narrowPeak  
 PP\_Rad21\_ChIP\_peaks.narrowPeak  
 PP\_S2P\_ChIP\_peaks.narrowPeak  
 PP\_WAPL\_CPmnt.p0.00001\_peaks.narrowPeak  
 PP\_YY1\_CPmnt.p0.00001\_peaks.narrowPeak  
 BETA\_H3K27ac\_DSG\_MiCP.2reps.allValidPairs.shuf11316134.hic  
 BETA\_H3K27ac\_HiCPmnt.2reps.allValidPairs.shuf14276425.hic  
 BETA\_H3K4me1\_DSG\_MiCP.2reps.allValidPairs.shuf12905803.hic  
 BETA\_H3K4me1\_HiCPmnt.2reps.allValidPairs.shuf17251338.hic  
 BETA\_H3K9me3\_HiCPmnt\_reps.shuf10534954.allValidPairs.hic  
 BETA\_PolII\_HiCPmnt.2reps.allValidPairs.shuf7487195.hic  
 BETA\_SA1\_HiCPmnt.2reps.allValidPairs.shuf16728285.hic  
 BETA\_SA2\_HiCPmnt.2reps.allValidPairs.shuf13515407.hic  
 DE\_H3K27ac\_DSG\_MiCP.2reps.allValidPairs.shuf11316134.hic  
 DE\_H3K27ac\_HiCPmnt.2reps.allValidPairs.shuf14276425.hic  
 DE\_H3K4me1\_DSG\_MiCP.2reps.allValidPairs.shuf12905803.hic  
 DE\_H3K4me1\_HiCPmnt.2reps.allValidPairs.hic  
 DE\_H3K9me3\_HiCPmnt\_reps.shuf10534954.allValidPairs.hic  
 DE\_PolII\_HiCPmnt.2reps.allValidPairs.shuf7487195.hic  
 DE\_SA1\_HiCPmnt.2reps.allValidPairs.hic  
 DE\_SA2\_HiCPmnt.2reps.allValidPairs.hic  
 H9\_H3K27ac\_DSG\_MiCP.2reps.allValidPairs.shuf11316134.hic  
 H9\_H3K27ac\_HiCPmnt.2reps.allValidPairs.shuf14276425.hic  
 H9\_H3K4me1\_DSG\_MiCP.2reps.allValidPairs.shuf12905803.hic  
 H9\_H3K4me1\_HiCPmnt.2reps.allValidPairs.shuf17251338.hic  
 H9\_H3K9me3\_HiCPmnt\_reps.shuf10534954.allValidPairs.hic  
 H9\_PolII\_HiCPmnt.2reps.allValidPairs.shuf7487195.hic  
 H9\_S2P\_HiCPmnt.allValidPairs.hic  
 H9\_SA1\_HiCPmnt.2reps.allValidPairs.shuf16728285.hic  
 H9\_SA2\_HiCPmnt.2reps.allValidPairs.shuf13515407.hic  
 PGT\_H3K27ac\_DSG\_MiCP.2reps.allValidPairs.shuf11316134.hic  
 PGT\_H3K27ac\_HiCPmnt.2reps.allValidPairs.shuf14276425.hic  
 PGT\_H3K4me1\_DSG\_MiCP.2reps.allValidPairs.shuf12905803.hic  
 PGT\_H3K4me1\_HiCPmnt.2reps.allValidPairs.shuf17251338.hic  
 PGT\_H3K9me3\_HiCPmnt\_reps.shuf10534954.allValidPairs.hic  
 PGT\_PolII\_HiCPmnt.2reps.allValidPairs.shuf7487195.hic  
 PGT\_SA1\_HiCPmnt.2reps.allValidPairs.shuf16728285.hic  
 PGT\_SA2\_HiCPmnt.2reps.allValidPairs.shuf13515407.hic  
 PH\_H3K27ac\_HiCPmnt.2reps.allValidPairs.shuf14276425.hic  
 PH\_H3K4me1\_HiCPmnt.2reps.allValidPairs.shuf17251338.hic  
 PH\_H3K9me3\_HiCPmnt\_reps.shuf10534954.allValidPairs.hic  
 PH\_PolII\_HiCPmnt.2reps.allValidPairs.shuf7487195.hic  
 PH\_SA1\_HiCPmnt.2reps.allValidPairs.shuf16728285.hic  
 PH\_SA2\_HiCPmnt.2reps.allValidPairs.shuf13515407.hic  
 PP\_H3K27ac\_DSG\_MiCP.2reps.allValidPairs.shuf11316134.hic  
 PP\_H3K27ac\_HiCPmnt.2reps.allValidPairs.shuf14276425.hic  
 PP\_H3K4me1\_DSG\_MiCP.2reps.allValidPairs.shuf12905803.hic

PP\_H3K4me1\_HiCPmnt.2reps.allValidPairs.shuf17251338.hic  
 PP\_H3K9me3\_HiCPmnt\_reps.shuf10534954.allValidPairs.hic  
 PP\_PolII\_HiCPmnt.2reps.allValidPairs.shuf7487195.hic  
 PP\_SA1\_HiCPmnt.2reps.allValidPairs.shuf16728285.hic  
 PP\_SA2\_HiCPmnt.2reps.allValidPairs.shuf13515407.hic  
 PGT.rep2rep3\_allValidPairs.shuf522269193.hic  
 PGT.rep2rep3\_allValidPairs.shuf522269193.hic  
 PP.rep2rep3\_allValidPairs.shuf522269193.hic  
 PP.rep2rep3\_allValidPairs.shuf522269193.hic  
 H9.rep2rep3\_allValidPairs.shuf522269193.hic  
 H9.rep2rep3\_allValidPairs.shuf522269193.hic  
 DE.rep2rep3\_allValidPairs.shuf522269193.hic  
 DE.rep2rep3\_allValidPairs.shuf522269193.hic  
 BETA.rep1rep2\_allValidPairs.shuf522269193.hic  
 BETA.rep1rep2\_allValidPairs.shuf522269193.hic  
 PH.rep1rep2\_allValidPairs.shuf522269193.hic  
 PH.rep1rep2\_allValidPairs.shuf522269193.hic

Genome browser session  
 (e.g. [UCSC](http://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2%3A25160915%2D25168903&hgid=1611126427_mdEEClfeMN6Bjn7vycydZHmAcY3A))

[http://genome.ucsc.edu/cgi-bin/hgTracks?](http://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2%3A25160915%2D25168903&hgid=1611126427_mdEEClfeMN6Bjn7vycydZHmAcY3A)  
 db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&posit  
 ion=chr2%3A25160915%2D25168903&hgid=1611126427\_mdEEClfeMN6Bjn7vycydZHmAcY3A

## Methodology

### Replicates

We performed 2 biological replicates for ChIP-Seq, CUT&Tag, RNA-Seq, ATAC-Seq, HiChIP, MiChIP and in-situ Hi-C, 3 biological replicates for immunohistochemistry, 3 biological replicates for RT-qPCR.

### Sequencing depth

All replicates of ChIP-Seq and CUT&Tag are sequenced to a depth > 20 millions as paired-end reads.  
 All replicates of RNA-Seq, ATAC-Seq, HiChIP and MiChIP are sequenced to a depth > 30 millions as paired-end reads.  
 All replicates of in-situ Hi-C are sequenced to a depth > 600 millions as paired-end reads. Number of uniquely mapped paired-end reads in final Hi-C contacts are at a depth > 250 millions as reported in Table S1 provided in the manuscript.  
 H9\_DpnII\_HiC\_Rep1: sequenced read pairs: 800,844,763; Hi-C contacts: 301,437,969  
 H9\_DpnII\_HiC\_Rep2: sequenced read pairs: 1,415,278,918; Hi-C contacts: 478,788,858  
 DE\_DpnII\_HiC\_Rep1: sequenced read pairs: 883,715,400; Hi-C contacts: 349,067,583  
 DE\_DpnII\_HiC\_Rep2: sequenced read pairs: 911,847,758; Hi-C contacts: 346,593,333  
 PGT\_DpnII\_HiC\_Rep1: sequenced read pairs: 1,050,548,494; Hi-C contacts: 511,827,226  
 PGT\_DpnII\_HiC\_Rep2: sequenced read pairs: 617,775,928; Hi-C contacts: 266,693,868  
 PP\_DpnII\_HiC\_Rep1: sequenced read pairs: 720,077,109; Hi-C contacts: 316,617,905  
 PP\_DpnII\_HiC\_Rep2: sequenced read pairs: 964,731,174; Hi-C contacts: 403,354,104  
 PH\_DpnII\_HiC\_Rep1: sequenced read pairs: 1,011,639,312; Hi-C contacts: 421,448,937  
 PH\_DpnII\_HiC\_Rep2: sequenced read pairs: 1,187,716,185; Hi-C contacts: 490,408,013  
 BETA\_DpnII\_HiC\_Rep1: sequenced read pairs: 1,008,888,448; Hi-C contacts: 408,196,266  
 BETA\_DpnII\_HiC\_Rep2: sequenced read pairs: 1,152,357,509; Hi-C contacts: 457,601,167

### Antibodies

Anti-RAD21 Abcam ab992  
 Anti-CTCF Abcam ab70303  
 Anti-YY1 Abcam ab109237  
 Anti-WAPL BETHYL A300-268A  
 Anti-NIPBL BETHYL A301-779A  
 Anti-cJun Abcam ab31419  
 Anti-RNAPII RPB1 Biolegend 920102  
 Anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) Abcam ab5095  
 Anti-SA1 BETHYL A302-579A  
 Anti-SA2 BETHYL A302-580A  
 Anti-CHD4 Abcam ab72418  
 Anti-FOXA2 Abcam ab256493  
 Anti-ESCO1 Sigma SAB1408225  
 Anti-H3K4me1 Abcam ab8895  
 Anti-H3K9me3 Abcam ab8898  
 Anti-H3K27ac Abcam ab4729  
 Anti-H3K9me2 Abcam ab1220  
 Anti-HDAC8 Abcam ab190954

### Peak calling parameters

All reads were mapped to unique genomic regions using Bowtie2 (v2.3.5.1) and the hg38 human genome release. PCR duplicates were removed manually by Samtools (v1.9). Bedtools (v2.27.1) genome Coverage function was used to derive bedgraph files for further analysis. To compare changes in ChIP-seq signals, libraries were normalized by random picking to obtain the same numbers of reads. MACS2 (v2.1.2) was used to call peaks using default parameters with IgG ChIP-seq data as control.

### Data quality

Raw reads qualities were assessed by FASTQC prior to procession. Peaks were called by using input as controls (see methods for details) with default parameters in MACS2.

### Software

Juicer (Durand et al., 2016) <https://github.com/theaidenlab/juicer/wiki>  
 HiC-Pro (Servant, N., et al., 2015) <https://github.com/nservant/HiC-Pro>  
 Juicebox (Durand et al., 2016) <http://aidenlab.org/juicebox/>

MACS2.0 (Liu, 2014) <https://github.com/taoliu/MACS>  
 Bowtie2 (Langmead, 2012) <https://bowtie-bio.sourceforge.net/bowtie2/index.shtml>  
 HISAT2 (Kim, D et al., 2019) <https://github.com/DaehwanKimLab/hisat2>  
 StringTie (Pertea, M et al., 2015) <https://ccb.jhu.edu/software/stringtie/>  
 Bismark (Krueger F, 2011) <http://felixkrueger.github.io/Bismark/Docs/>  
 SIP (Rowley MJ et al., 2020a) <https://github.com/PouletAxel/SIP>  
 SIPMeta (Rowley MJ et al., 2020b) <https://github.com/PouletAxel/SIPMeta>  
 Samtools (Li et al., 2009) <https://sourceforge.net/projects/samtools/files/>  
 Picard Tools <http://picard.sourceforge.net/>; <https://broadinstitute.github.io/picard/>  
 TOPHAT2 (Kim et al., 2013) <https://github.com/inphilo/tophat>  
 Cufflinks (Trapnell et al., 2010) <http://cole-trapnell-lab.github.io/cufflinks>  
 DANPOS (Chen et al., 2013) <https://sites.google.com/site/danposdoc/install>  
 bedtools (Quinlan, 2014) <http://bedtools.readthedocs.io/en/latest/>  
 EdgeR (Robinson et al., 2010) <https://bioconductor.org/packages/release/bioc/html/edgeR.html/>  
 MANorm (Shao et al., 2012) <http://bcf.dfci.harvard.edu/~gcyuan/MANorm/MANorm.htm>  
 Wellington-bootstrap (Piper et al., 2013) <http://pythonhosted.org/pyDNase/>  
 Java treeview <https://sourceforge.net/projects/jtreeview/files/>  
 Cluster3 <http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm>  
 FIMO (Grant et al., 2011) <http://meme-suite.org/>  
 MEME (Bailey et al., 2006) <http://meme-suite.org/>  
 FitHiChIP (Bhattacharyya, S al., 2019) <https://ay-lab.github.io/FitHiChIP/>  
 Fit-Hi-C (Ay et al., 2014) <https://noble.gs.washington.edu/proj/fit-hi-c/>

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Cultured spheroids were dissociated to single cells using Accutase (Thermol, A1110501) and fixed with 4% paraformaldehyde in PBS for 30 min at room temperature before intracellular flow cytometry. Fixed cells were permeabilized and blocked in PBS with 5% donkey serum (Jackson Immunoresearch) and 0.15% Triton X-100 (Sigma) for 20 min at room temperature. Cells were then stained with primary antibodies diluted with blocking buffer at 4°C overnight. After staining, cells were washed, incubated with appropriate secondary antibodies for 30 min at room temperature and then resuspended in FACS buffer for flow acquisition and analysis. Cells were filtered through a 40 micron nylon mesh (BD Biosciences) and loaded on a FACScanto (BD Biosciences) for flow cytometry analysis using FlowJo software (TreeStar). Antibodies used for intracellular flow cytometry are C-peptide (DSHB; GN-ID4) and Glucagon (R&D; MAB1249-SP), Chicken anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody (Alexa Fluor 594), and Goat Anti-Rat IgG H&L (Alexa Fluor 488).

#### Instrument

For analysis, FACScanto (BD Biosciences) flow cytometry was used.

#### Software

Data were collected using software for the FACScanto machine. Data was analyzed using FlowJo (v10.3).

#### Cell population abundance

Cells were dissociated to single cells using Accutase, washed once by culture media, and resuspended into 300ul of FACS buffer. Measure 1000 events at 300 events/sec.

#### Gating strategy

We gated the main population on the FSC/SSC plot by excluding the apparent populations of cell debris and cell doublets.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

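RNA-seq was the assay analysed, in H9 hESCs, DE, PGT, PP, a stage named PH that the paper's text does not define, and SC-β organoids. The labels list 12 RNA-seq samples, 2 per stage, among 148 samples in all. The Hi-C, HiChIP, ChIP-seq, CUT&Tag, ATAC-seq and DNA methylation samples are not analysed here, so claims about loops, motifs, histone marks and methylation have no values beside them.

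The authors aligned the reads to hg38 with HISAT2 (version 2.2.0) and deposited TPM per gene from StringTie (version 2.1.6), averaged over the replicates of each stage. The table has 6 columns, 1 per stage, and 50451 entries under 49085 names, of which 231 names have more than 1 entry; these entries were summed. The names are older gene symbols, and WAPL was found under the older symbol WAPAL. The annotation used to make the table is not named in the paper's text. Values of single replicates and read counts are not part of the table, so the depth per sample is known only from the paper's Reporting Summary, as above 30000000 paired-end reads for every replicate, no interval or detection floor can be given, and no test between stages was run. The paper's differential expression, with a p-value cut-off of 0.05 and a change above 20%, needs read counts per replicate and was not repeated.

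Log2 ratios were computed as log2((TPM + 1) / (TPM in hESCs + 1)), and genes were counted as changed from 2-fold on that scale. No fold is given for a gene listed at 0 in hESCs. Stages were compared across all 49085 names by Pearson's r of log2(TPM + 1), and a shift of r by more than 0.05 was counted as a move. For a list of genes, the median log2 ratio was set against 10000 random lists drawn from 20 bins of mean log2(TPM + 1), and the share of random lists at or under it was reported as a description. Gene positions were taken from GENCODE version 44 on GRCh38, the same build as hg38.

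The rule for named genes was every gene in Supplementary Fig. 2b, Fig. 2c, Fig. 4b and Supplementary Fig. 6a, JUN, the genes for CTCF, cohesin and their regulators, and, where a count of changed genes is given, the 3 genes with the largest log2 ratio in each direction among those at 10 TPM or more in a compared stage. Some genes that the rule covers, including some that the paper's sentences name, and a gene of the neural progenitor list, are not used here; they were left out of the lists after the data were examined, and the counts and percentiles were recomputed without them. A pair of genes drawn in Fig. 2c, LOC442028 and ZNF892, are not listed in the table under those names. This rule, the comparisons and the alternatives were set before the data were examined. Which of these genes and stages have their log2 ratio printed, beyond those of them the paper's sentences name, was chosen after the values were seen; the counts and percentiles cover every gene used in each list. Transcripts that the table lists only by a clone name are counted but not named. Genes and lists named outside the rule in the closing section were chosen after their values were seen, apart from the lists of marker genes of other cell types, which were written before their values were read.

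The alternatives were a pseudocount of 0.1; rescaling of each stage by its median ratio to the geometric mean of the stages over the 13938 genes at 1 TPM or more in every stage; stage totals recomputed without the mitochondrially encoded genes and then also without the 100 most abundant genes; a 4-fold threshold; only genes at 1 TPM or more in a compared stage; the highest entry in place of the sum for repeated names; the preceding stage as reference; Spearman's rho; and 10 expression bins. The calculations were tested on simulated data with the size of the table: all 200 changed genes were recovered, 0 of the unchanged genes passed 2-fold, and 2 of 40 random lists fell outside the central 95% of the matched lists. The simulated changes were 4-fold, with little noise, in genes at 10 TPM or more in hESCs, and the 40 lists came from such genes too. Recovery at 2-fold was therefore bound to follow. The simulation checks the calculation only, and not low values or real variation between stages. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.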

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

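The set of genes specific to PH and the tests on the TPM total were chosen after the PH values were seen; the other tests were set before the values they measure were read.

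The table includes a column for PH, a stage that the paper's text does not define but whose files its Reporting Summary lists. In PH, 143 genes were at 10 TPM or more and at least 4-fold above every other stage (pseudocount of 1 TPM). The same count was 128 in hESCs, 101 in DE, 50 in PGT, 14 in PP and 159 in SC-β organoids. The genes with the widest margin were LINC00461 at 263.7 TPM, against at most 0.607 TPM elsewhere, LINC00925 at 109 TPM, SKOR1 at 57.1 TPM, HES5 at 109.8 TPM and LHX5 at 43.4 TPM. Of the markers in Supplementary Fig. 2b, PDX1 was at 0.0173 TPM, NKX6-1 at 0.256 TPM, FOXA1 at 1.96 TPM and FOXA2 at 1.17 TPM, all below PP. INS was at 6.86 TPM, close to its 6.93 TPM in PP, GCG was higher in PH than in PP, at 27.2 against 16.5 TPM, NEUROG3 was at 0.602 against 0.556 TPM, and SOX2 was at 108.7 TPM. The correlation of PH with the other stages across genes was 0.863 for hESCs, 0.885 for DE, 0.903 for PGT, 0.934 for PP and 0.931 for SC-β organoids.

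A blend of PP and SC-β RNA would place few genes outside the range of those stages. PH lay outside that range by at least 2-fold for 14.5% of the 12849 genes at 10 TPM or more in some stage, whereas PP lay outside the range of PGT and SC-β organoids for 2.83%, PGT outside that of DE and PP for 4.04%, and DE outside that of hESCs and PGT for 5.20%, so a blend of those stages does not account for PH. The share of TPM taken by structural RNAs is highest in PH, at 50.9%. With the 100 most abundant genes left out and the totals recomputed, 314 genes met the same limits, and all 143 were among them. This removal raises PH more than the other stages, so the count was bound to rise. The shares themselves decide: the part of the TPM total outside the 100 most abundant genes was lower in PH than in every other stage, with a log2 ratio of -0.21 to PP at the closest, which lowers the other genes in PH and so does not produce the set. A list of 13 neural progenitor genes had a median log2 ratio of PH to PP of 1.82, at percentile 100 of matched random lists, and a list of 10 mesenchymal genes had 1.89, also at percentile 100. Against PP alone, the lists do not separate these kinds of cell. Against SC-β organoids they differ. Of the mesenchymal genes, all but COL1A1 were lower in PH, such as TWIST1 at 25.9 against 89.7 TPM. Of the neural progenitor genes, all but ZIC2 and OLIG2 were higher in PH, such as FABP7 at 28.3 against 9.73 TPM. For the genes listed, these values argue against mesenchymal cells as the source of the genes above every other stage. Both kinds of cell remain as candidate sources of RNA higher in PH than in PP, and neither is separated from a change within the cells. A list of 8 hepatic genes had a median of -2.84, below all of the random lists. Some genes of the lists, such as PAX6, are not specific to one kind of cell. A mislabelled or differently grown sample and the difference between the PH replicates could not be examined from a mean. The pattern therefore cannot be told apart from a mislabelled sample or from RNA of other cells in it, and since the labels do not define PH, no explanation by the stage itself was tested.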

How the results depend on the processing

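Results that depend on the alternatives set before the data were examined are given by alternative. Of 483 values under these alternatives, over 107 results, 379 kept their direction and stayed within the limit set for them, of which 31 could not have changed, 4 log2 ratios changed sign while staying under 2-fold, 88 counts, percentiles or correlations moved, 5 log2 ratios of single genes fell under 2-fold, 5 passed it and 2 reversed from above 2-fold. The sign changes under 2-fold came with median-ratio rescaling, for CTCF (-0.20), RAD21 (-0.10) and WAPL (-0.24) in SC-β organoids and MRPS5 (-0.11) in PP. No paired analysis was possible because the replicates, although numbered alike at every stage, are averaged in the deposited columns. For the same reason neither leaving out each replicate in turn nor any other split of the samples was possible. The paper states a minimum depth but the table gives no read counts, which leaves values below 1 TPM without a known precision. The cause of the changes was not tested except where a value is given for it.

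The log2 ratio of PROM2 in PP to hESCs was 3.35 and lay between 3.36 (median-ratio rescaling) and 6.16 (pseudocount of 0.1) under the 4 alternatives planned for it. Against PGT in place of hESCs, an alternative chosen after seeing the data, it was 1.43. The 9 log2 ratios reported for the markers kept their direction and their side of 2-fold under the alternatives tried on them. The counts of all 11 markers changed by at most 1: with a pseudocount of 0.1, 3 in place of 2 rose in PGT, 7 in place of 6 in PP and 7 in place of 6 in SC-β organoids; with median-ratio rescaling, 4 in place of 3 fell in PP and 5 in place of 6 rose in SC-β organoids; without the 100 most abundant genes, 7 in place of 6 rose in PP. The limit of 1 TPM removed no gene counted as changed, since a gene below it in both stages cannot pass 2-fold with a pseudocount of 1, so it does not test those counts. Nor does keeping the highest entry of a repeated name test the markers, each of which has a single entry. These are the 31 values that had no room to change. Keeping the highest entry moved none of the counts of all genes past its limit, and leaving out the mitochondrial genes moved no result past these limits. The number of expression bins moved no list from its band.

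With the preceding stage as reference, GATA6 in PGT reversed to -0.65 and FOXA1 in SC-β organoids to -0.77. Of the factors used from Fig. 4b, 2 then rose and 1 fell in PGT, 1 rose and 4 fell in PP, and 6 rose and 1 fell in SC-β organoids. Of those in Supplementary Fig. 6a, 8 rose and 3 fell in PGT, 8 rose and 8 fell in PP, and 12 rose and 3 fell in SC-β organoids. The log2 ratios of HNF4A in PGT and of KLF5 and ONECUT1 in PP fell under 2-fold.

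With a pseudocount of 0.1, the counts of all genes that changed at least 2-fold were 15410 up and 3194 down in DE against hESCs, 12454 up and 4941 down in PGT against hESCs, 11155 up and 4790 down in PP against hESCs, 20971 up and 3751 down in SC-β organoids against hESCs, 3581 up and 7814 down in PGT against DE, 4696 up and 5314 down in PP against PGT, 13936 up and 1877 down in SC-β organoids against PP. In the lists, 10 factors of Fig. 4b rose in DE, 1 fell in DE and 1 fell in PP, and 17 factors of Supplementary Fig. 6a rose in DE and 1 fell in each of DE, PGT and PP. The percentile of the Fig. 4b list became 99.99 in DE and 99.42 in PGT, and that in DE became 99.35 for the Supplementary Fig. 6a list. NR3C2 in PP passed 2-fold downward. With a 4-fold threshold, the counts of all genes were 1059 up and 328 down in DE against hESCs, 1030 up and 645 down in PGT against hESCs, 858 up and 619 down in PP against hESCs, 2741 up and 532 down in SC-β organoids against hESCs, 303 up and 529 down in PGT against DE, 361 up and 334 down in PP against PGT, 843 up and 64 down in SC-β organoids against PP.

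Median-ratio rescaling lowered the log2 ratio to hESCs by 0.48 in DE, 0.34 in PGT, 0.25 in PP and 0.52 in SC-β organoids for genes well above the pseudocount. The counts of all genes became 3591 up and 2365 down in DE, 2795 down in PP and 3319 down in SC-β organoids against hESCs, and 3453 up and 741 down in SC-β organoids against PP. In PP against PGT the balance reversed, to 1487 up and 1377 down. The share of rising genes among those changed moved from 83.6% to 60.3% in DE, from 70.0% to 52.7% in PGT, from 66.3% to 52.7% in PP and from 85.7% to 68.8% in SC-β organoids. In the Fig. 4b list 1 factor fell in DE and 1 in PP. Of the genes for CTCF, cohesin and their regulators, a list that includes YY1, CHD4, ADNP and TET1, 0 rose in DE and 0 in PGT. In that list 1 fell in PP, which was TET1, and 1 in SC-β organoids, which was ESCO1. The percentile in DE became 99.4 for the Supplementary Fig. 6a list. Among single genes, ZNF514 in PP and NIPBL in SC-β organoids fell under 2-fold, and NR3C2 in PP and ESCO1 in SC-β organoids passed 2-fold downward.

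Leaving out the mitochondrial and the 100 most abundant genes moved the median log2 ratio to hESCs of genes at 1 TPM or more in every stage by -0.14 in DE, 0.13 in PP and -0.10 in SC-β organoids. Then 2016 genes fell in DE and 7000 rose in PP against hESCs, 1930 rose in PGT against DE, 2441 rose and 2122 fell in PP against PGT, which reverses the balance, and 1135 fell in SC-β organoids against PP. In the Fig. 4b list 1 factor fell in DE and 1 in PP. Of the genes for CTCF, cohesin and their regulators, 1 rose in PP and 1 fell in SC-β organoids. Among single genes, NR3C2 in PP and ESCO1 in SC-β organoids passed 2-fold downward.

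Spearman's rho in place of Pearson's r lowered the correlation by more than 0.05 for these pairs of stages: hESCs and DE (0.879), hESCs and PGT (0.853), hESCs and PP (0.8497), hESCs and PH (0.792), hESCs and SC-β organoids (0.812), DE and PP (0.876), DE and PH (0.813), DE and SC-β organoids (0.851), PGT and PP (0.909), PGT and PH (0.837), PP and PH (0.875), PH and SC-β organoids (0.8805). Among genes at 1 TPM or more in at least one stage, r was lower by more than 0.05 for hESCs and PH (0.8002), hESCs and SC-β organoids (0.8201), DE and PH (0.817), DE and SC-β organoids (0.8502), PGT and PH (0.849). With a pseudocount of 0.1, no pair moved by more than 0.05.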

Other observations

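All tests on the balance of rising and falling genes, on the genes in drawn loop regions and on RN7SL3 were chosen after the result was seen; so was that on the share of abundant genes for SOX2; the others on SOX2 and those on the hormone genes were set before the values they measure were read.

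Between hESCs and each later stage, more genes rose at least 2-fold than fell: 6352 against 1250 in DE, 4970 against 2132 in PGT, 3916 against 1993 in PP and 10880 against 1816 in SC-β organoids, out of 49085 names. From DE to PGT, 1129 rose and 2415 fell; from PGT to PP, 1346 rose and 1594 fell, a balance that reversed with median-ratio rescaling (1487 and 1377), without the 100 most abundant genes (2441 and 2122) and with a 4-fold threshold (361 and 334); and from PP to SC-β organoids, 5206 rose and 461 fell. Among genes at 10 TPM or more, the largest log2 ratios to hESCs upward were those of RN7SL3, VWF and a transcript listed by a clone name in DE, RN7SL3, TTR and APOA1 in PGT, RN7SL3, H19 and MEIS1 in PP, and RN7SL3, GCG and TTR in SC-β organoids. Downward they were SPP1 and a pair of transcripts listed by clone names in DE, LINC00458, LINC00678 and a clone-named transcript in PGT, and POU5F1, LINC00458 and a clone-named transcript in both PP and SC-β organoids. From one stage to the next they were TTR, NPY and a clone-named transcript upward and CER1, CYP26A1 and LEFTY2 downward in PGT, CHGA, SEMA3C and HOTAIRM1_5 upward and DKK1, GABRP and a clone-named transcript downward in PP, and KRT4, GCG and S100A9 upward and RNVU1-14, S100A3 and FABP9 downward in SC-β organoids.

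Rising genes made up 85.7% of those changed from hESCs to SC-β organoids. The share was 83.8% when the totals were recomputed without the 100 most abundant genes, so those RNAs do not account for the excess. Among the 11485 genes at 10 TPM or more in hESCs or SC-β organoids it was 77.4%, so the excess is not confined to genes low at both stages. Low hESC values are not excluded, since a gene low in hESCs passes this limit by rising to 10 TPM in SC-β organoids. The log2 ratio rose with transcript length, with a Spearman's rho of 0.301 across the 10953 of the 11485 genes with a length in the annotation. The excess therefore cannot be told apart from a bias with transcript length. Median-ratio rescaling, which centres the genes expressed at every stage, lowered the share to 68.8%. GC content and sequencing depth were not tested.

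RN7SL3, an RNA of the signal recognition particle, was listed at 0.0773 TPM in hESCs and at 14380 TPM in DE. Of the 250 stretches of 50 bases in its transcript, 35.2% also occur in transcripts of other genes, which neither settles nor excludes a sharing of reads between copies. No biological explanation was tested.

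SOX2 rose again after PGT, with log2 ratios to PGT of 4.68 in PP, 5.35 in PH and 4.27 in SC-β organoids. Without the 100 most abundant genes these were 5.13, 6.00 and 4.46. The 100 most abundant genes took 53.0% of the TPM total in PGT, 57.3% in PP, 62.9% in PH and 49.0% in SC-β organoids, so the part outside them changed from PGT by log2 ratios of -0.14, -0.34 and 0.12. Shifts of this size do not account for the rise of SOX2. SOX2-OT, a transcript that overlaps SOX2, also rose, by log2 ratios of 2.72, 4.32 and 2.65, and reads of the 2 genes cannot be told apart in the means. A list of 13 neural progenitor genes without SOX2 was at percentile 100 of matched random lists in PP, 100 in PH and 99.99 in SC-β organoids against PGT. Its median log2 ratios were 1.33, 3.67 and 1.33. A list of 10 mesenchymal genes was at percentile 100 in each, with medians of 0.97, 3.32 and 3.87. In PP its genes COL1A1, PDGFRB, PDGFRA and LUM fell. The mesenchymal median rose from PP to SC-β organoids, whereas SOX2 did not, so that list did not follow SOX2 over this step. A list of 8 hepatic genes was at percentile 0 in PP and PH and at 5.27 in SC-β organoids. RNA from neural progenitor or mesenchymal cells may contribute to the SOX2 signal, but the lists do not separate these from each other, from SOX2-OT or from SOX2 expression in pancreatic cells.

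GCG exceeded INS in mean TPM by 2.38-fold in PP, 3.97-fold in PH and 9.37-fold in SC-β organoids, a ratio within a stage that no rescaling of the stage changes. Among other hormone genes in SC-β organoids, chosen after the values were seen, SST was at 203 TPM, PPY at 15.1 TPM, GHRL at 12.7 TPM and IAPP at 1.83 TPM. A list of 8 alpha-cell genes without GCG rose from PP to SC-β organoids by a median log2 ratio of 1.69, at percentile 99.97 of matched random lists. Its genes differed: TM4SF4 fell (-1.58) and IRX2 changed little (0.24), while DPP4 (4.86), LOXL4 (4.21) and FAP (3.58) rose most. The listed mesenchymal genes other than THY1 also rose over this step, such as PDGFRB (3.43). The rise of the alpha-cell list alone therefore does not single out alpha cells. A list of 10 beta-cell genes without INS rose by a median of 0.93, at percentile 99.17 of such random lists. The rise of the beta-cell list does not settle whether beta-cell genes are lacking, since 5 of the 10 were under 2 TPM in SC-β organoids, among them IAPP and MAFA (0.401 TPM). The values are consistent with a contribution of cells with an alpha-cell programme, as a hypothesis. Means of whole organoids cannot tell such cells apart from cells that express both hormones, and bias between transcripts in the library preparation was not tested. A ratio of RNA is also not a ratio of cells. Supplementary Fig. 1c of the paper measures protein in single cells instead, as the share of C-peptide-positive, GCG-negative cells in SC-β organoids by FACS. Those data are not analysed here.

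The list of genes for CTCF, cohesin and their regulators holds 17, among them YY1, CHD4, ADNP and TET1. All were above 1 TPM at every stage the paper reports. Relative to hESCs, 4 were at least 2-fold higher in DE, 2 in PGT, 0 in PP and 6 in SC-β organoids, and 0 were at least 2-fold lower. In SC-β organoids the log2 ratio was 0.31 for CTCF, 0.42 for RAD21, 0.27 for WAPL, 1.43 for NIPBL, 1.91 for PDS5B and -0.92 for ESCO1. After median-ratio rescaling, which lowers all ratios in SC-β organoids by 0.52 for genes well above the pseudocount, CTCF was at -0.20, RAD21 at -0.10, WAPL at -0.24, NIPBL at 0.93, PDS5B at 1.40 and ESCO1 at -1.42, so the direction for CTCF, RAD21 and WAPL depends on the scaling. The median log2 ratio of the list was at percentile 91.4 of matched random lists in DE, 73.7 in PGT, 88.8 in PP and 73.1 in SC-β organoids, within the central 95% at each.

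Protein-coding genes in the regions drawn in Fig. 3d, Fig. 3e and Fig. 6c were compared between hESCs and SC-β organoids. Of these 10 genes, 7 rose at least 2-fold and 0 fell, with a median log2 ratio of 1.83, at percentile 99.84 of matched random lists. The log2 ratio was 3.42 for ROBO2, 2.62 for NRP2, 2.46 for ROBO1 and -0.66 for C2orf69. After median-ratio rescaling, 6 rose and 1 fell, with a median of 1.39. Several of these genes are long. Among random lists of protein-coding genes matched on both expression and genomic length, the percentile was 99.01. The bins of that match are wide, so the longest genes were matched with shorter ones, and a bias with genomic length cannot be excluded. Higher transcription in these regions may accompany their loops, as a hypothesis. The regions were picked by the paper as examples, their genes are neighbours and so not independent, and no loop was measured here.

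MAL, drawn in Fig. 2c, was at 81.7 TPM in SC-β organoids and 15.2 TPM in PH, after 1.14 TPM in PP. JUN was at 9.77 TPM in hESCs, 8.75 TPM in DE, 6.53 TPM in PGT, 17.0 TPM in PP, 57.5 TPM in PH and 66.1 TPM in SC-β organoids.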
